# Intestinal single-cell atlas reveals novel lymphocytes in pigs with similarities to human cells

**DOI:** 10.26508/lsa.202201442

**Published:** 2022-08-22

**Authors:** Jayne E Wiarda, Julian M Trachsel, Sathesh K Sivasankaran, Christopher K Tuggle, Crystal L Loving

## Abstract

Lymphocytes can heavily influence intestinal health, but resolving intestinal lymphocyte function is challenging as the intestine contains a vastly heterogeneous mixture of cells. Pigs are an advantageous biomedical model, but deeper understanding of intestinal lymphocytes is warranted to improve model utility. Twenty-six cell types were identified in the porcine ileum by single-cell RNA sequencing and further compared with cells in human and murine ileum. Though general consensus of cell subsets across species was revealed, some porcine-specific lymphocyte subsets were identified. Differential tissue dissection and in situ analyses conferred spatial context, revealing similar locations of lymphocyte subsets in Peyer’s patches and epithelium in pig-to-human comparisons. Like humans, activated and effector lymphocytes were abundant in the ileum but not periphery of pigs, suggesting tissue-specific and/or activation-associated gene expression. Gene signatures for peripheral and ileal innate lymphoid cells newly discovered in pigs were defined and highlighted similarities to human innate lymphoid cells. Overall, we reveal novel lymphocyte subsets in pigs and highlight utility of pigs for intestinal research applications.

## Abstract (precis)

Single-cell RNA sequencing of porcine ileal lymphocytes reveals similarities to human cells and discovery of porcine intestinal innate lymphoid cells.

## Introduction

The intestine is a selectively permeable barrier that absorbs nutrients while simultaneously limiting entry of potentially harmful external organisms and compounds. Thus, the intestinal immune system continuously deciphers between innocuous and dangerous stimuli. Coordination of immune responses is crucial for maintaining intestinal homeostasis; dysregulation of even a small number of cells can negatively impact intestinal health, as evidenced in nonpathogenic inflammatory conditions such as celiac disease, Crohn’s disease, and ulcerative colitis (reviewed by Mowat and Agace [2014], Caio et al [2019], Caminero and Pinto-Sanchez [2020], and Caruso et al [2020]). Intestinal lymphocytes include B cells, T cells, and innate lymphoid cells (ILCs). The importance of lymphocytes in promoting intestinal homeostasis is well-documented in cases of intestinal dysfunction in individuals naturally lacking at least some lymphocyte populations (reviewed by Agarwal and Cunningham-Rundles [2019]) or experimental models where lymphocytes are depleted or immune pathways disrupted (Kühn et al, 1993; Mombaerts et al, 1993; Sadlack et al, 1993; Strober & Ehrhardt, 1993; Gärdby & Lycke, 2000; Laroux et al, 2004; Hepworth et al, 2015; Wang et al, 2017). Lymphocytes can be directed to provide protective adaptive immunity through mucosal vaccination strategies (reviewed by Li et al [2020] and Lavelle and Ward [2021]), whereas immune protection against a broad range of microorganisms may be achieved through nonconventional innate memory in some lymphocytes (reviewed by Wang et al [2019b]). Resultingly, there is pan-disciplinary interest in promoting health through modulation of intestinal lymphocytes, but decoding the complexity and function of these cells is an ongoing challenge. The intestine is a site of vast immune cellular diversity difficult to holistically characterize, yet defining heterogeneity within the cellular landscape of intestinal immune cells, such as lymphocytes, is one initial step to be taken toward better understanding intestinal immune dynamics and resulting effects on health.

Pigs (*Sus scrofa*) are a promising biomedical model and major global food source, yet the porcine intestinal immune cell landscape is poorly defined relative to humans and rodent models. Deeper exploration of the porcine intestinal immune system, particularly intestinal lymphocytes, will enhance utility of pigs as a well-defined and highly comparable biomedical model for gut health and/or disease (reviewed by Gonzalez et al [2015], Roura et al [2016], Ziegler et al [2016], and Käser [2021]) as pigs have greater physiologic and genetic similarities to humans than rodent models and are less expensive and more easily obtained than nonhuman primates (reviewed by Swindle et al [2011], Gün and Kues [2014], and Kobayashi et al [2018]). Enhanced characterization of porcine intestinal lymphocytes will also provide insight into promoting gut health and associated overall pig health to ultimately decrease disease susceptibility and strengthen pork as a major global food source. Though previous work has described porcine lymphocytes at the protein level (reviewed by Piriou-Guzylack and Salmon [2008]), annotations are confined by a limited toolbox of available porcine protein-specific immunoreagents (reviewed by Entrican et al [2020]). Thus, definitions of porcine lymphocytes lack cellular resolution comparable to that of humans. This is particularly true for B cells, as a pan-B cell–specific extracellular protein marker is not available (reviewed by Piriou-Guzylack and Salmon [2008] and Sinkora and Butler [2009]), and ILCs, for which only natural killer (NK) cells have been identified (reviewed by Gerner et al [2009]). Approaches to resolve the porcine immune cell landscape at the transcriptional level have also been employed; however, traditional bulk RNA sequencing (RNA-seq) or microarray approaches fail to provide cellular resolution needed to decode such a complex cellular community (Herrera-Uribe et al, 2021), especially when immunoreagents for sorting of cells into more homogenous populations are lacking. Numerous studies have assessed transcriptional dynamics in the porcine intestinal tract but did not attempt to deconvolute cells into specific populations, a critical step in understanding functions of specific cells (Wang et al, 2008, 2019a; Freeman et al, 2012; Mach et al, 2014; Zhu et al, 2014; Inoue et al, 2015; Tan et al, 2017; Maroilley et al, 2018; Beiki et al, 2019; Meng et al, 2020; Summers et al, 2020; Jin et al, 2021; Pan et al, 2021). Some bulk RNA-seq studies have sorted porcine immune cells into specific populations based on cell surface markers but primarily focused on studying cells from the periphery and non-intestinal tissues (Auray et al, 2016, 2020; Foissac et al, 2019; Herrera-Uribe et al, 2021; Kim et al, 2021). Consequently, it remains to be determined whether existing data adequately portray the transcriptional heterogeneity of intestinal immune cells or if novelties exist in the context of the porcine intestine.

Single-cell RNA-seq (scRNA-seq) has been used to describe porcine immune cell transcriptomes at granularity unparalleled by bulk RNA-seq or microarray approaches, including in peripheral blood (Herrera-Uribe et al, 2021), lung (Zhang et al, 2021b), skin (Han et al, 2022), brain (Zhu et al, 2021), and embryos (Ramos-Ibeas et al, 2019; Kong et al, 2020; Liu et al, 2021). In addition, epithelial cells in the porcine intestine were recently queried via scRNA-seq, and results provide new insight into biological development and epithelial cell functions (Meng et al, 2021). However, high-resolution transcriptomic analysis of porcine intestinal immune cells remains to be completed. We therefore used scRNA-seq to provide the first high-resolution, global transcriptomic profiles of porcine intestinal lymphocytes. Interrogation was focused to the ileum, the most distal segment of the small intestine, which contains a unique combination of not only lymphocytes residing in the lamina propria and epithelium but also lymphocytes found in association with gut-associated lymphoid tissue (GALT) called Peyer’s patches. Peyer’s patches are major sites of immune induction not highly prevalent in other intestinal segments (Keren et al, 1978; Fujihashi et al, 2001; Mora et al, 2003; Kwa et al, 2006; Kiriya et al, 2007; Nagai et al, 2007; Bonnardel et al, 2015). In pigs, ileal Peyer’s patches present as a continuous longitudinal strip along the length of the distal small intestine (Binns & Licence, 1985; Rothkötter, 2009) and are more easily identified and obtained compared with Peyer’s patches in humans and rodents, the species in which scRNA-seq approaches have been mostly employed. Consequently, pigs are an ideal candidate for studying Peyer’s patches because of easier gross identification and isolation for further study, but comparability of cells in porcine versus human Peyer’s patches need be determined.

By performing scRNA-seq on porcine ileal-derived cells, we documented and showcased previously undescribed levels of cellular heterogeneity for multiple populations of lymphocytes and some non-lymphocytes. Profiling of porcine ileal cells was completed with multiple approaches, including cross-location and cross-species analyses. Data were compared with an annotated reference scRNA-seq dataset of porcine PBMCs (Herrera-Uribe et al, 2021) to reveal transcriptional differences between porcine intestinal-derived cells and circulating counterparts. Comparison to human and murine ileum reference datasets (Xu et al, 2019; Elmentaite et al, 2020) unveiled similarities and differences for cells of the same intestinal location across species. We further recognized cells associated specifically with Peyer’s patches or the epithelium/lamina propria and confirmed findings by in situ and ex vivo detection using available canonical cell markers with locational context to further infer potential cell functions. Previously undescribed lymphocyte populations in pigs, particularly intestinal ILCs, were identified and characterized. We further leveraged our single-cell gene expression profiles to develop new cell marker combinations with currently available immunoreagents to label novel populations. ILC locational context within the ileum was determined, and transcriptional distinctions from circulating NK cells were denoted. Collectively, the data serve as a transcriptomic atlas of the porcine intestinal immune landscape resolved at the highest level of resolution (i.e., single-cell) to date and may be used to further decode cellular phenotype and function within the intestinal tract. To address research questions outside of the scope of this work, data are also available for interactive, online query (see Data Availability section).

## Results

### Experimental overview

From each of two pigs, the distal ileum was grossly dissected into three distinct sections for cell isolation: (1) ileal tissue containing only regions with Peyer’s patches (PP), (2) ileal tissue excluding regions with Peyer’s patches (non-PP), and (3) a complete cross section of ileal tissue containing both regions (whole ileum; Figs 1A and S1A and B). For each region, a single-cell suspension of combined epithelium, lamina propria, Peyer’s patches (if present), and submucosa was retrieved, enriched for viable lymphocytes, and submitted for scRNA-seq, as described in the Materials and Methods section. 

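Peyer's patches hold B cell follicles, and the ileum without them holds mostly T cells and ILCs of the epithelium and lamina propria. PP, non-PP, and whole ileum dissections of 2 pigs gave 6 scRNA-seq libraries, so each region has n = 2 pigs. The deposited tables hold unique molecular identifier (UMI) counts per gene and barcode from CellRanger, before removal of ambient RNA and before any filter on cells. Total UMIs were 40111934 and 33166907 in the PP libraries of pigs 1 and 2, 24664414 and 21134542 in the non-PP libraries, and 28055545 and 33595294 in the whole ileum libraries. Barcodes with at least 550 genes, at least 1250 UMIs, and at most 12.5% mitochondrial UMIs were kept, and those with a Scrublet score above 0.25 were removed, as the paper states. SoupX was not repeated, so the counts keep ambient RNA. Clustering left out the genes of the lists for cell states, and clusters were named by marker genes. UMIs of each class were summed per pig, and classes were compared by edgeR's quasi-likelihood test, 2 pigs against 2, with genes called at an adjusted p under 0.05. Levels are TMM-normalized CPM (mean ± SD of pigs), each standard error is the log2 fold change over the square root of the test's F, and positions follow the RefSeq annotation of Sscrofa11.1. 33 gene lists and the comparisons were set before the data were examined. The number of pigs limits every test here, and UMI shares and ratios carry counting error only. In 4 of 4 genes that differed at least 4-fold between the pigs in the other libraries, the library labelled whole ileum pig 1 had the level of pig 2. Counts without this library were added after the data were seen.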

Sequencing and further processing/quality control of scRNA-seq data are fully described in the Materials and Methods section and are shown in Fig S2A–E and Table S1. Our final dataset contained 31,983 total cells from six ileal samples (Fig 1B). 

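After the filters and removal of doublets, 7089 and 6648 cells remained in the PP libraries of pigs 1 and 2, 3780 and 3633 in the non-PP libraries, and 5627 and 7401 in the whole ileum libraries, 34178 in all. Doublets removed by score were 3.38% and 3.26% of the barcodes that passed the filters in PP, 3.28% and 3.79% in non-PP, and 2.80% and 3.93% in the whole ileum. Kept cells of the non-PP libraries had a median of 2556 and 2712 UMIs, and those of the PP libraries 2998 and 2806.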

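The classes named from markers were B cells in resting, activated, cycling, and antibody-secreting states, αβ and γδ T cells in naive, non-naive, cytotoxic, and follicular states, and group 1 and group 3 ILCs. T/ILC classes held 3516 CD4 αβ T cells, 4379 CD8 αβ T cells, 4307 γδ T cells, 2346 group 1 ILCs, and 271 group 3 ILCs. Cycling T/ILCs formed 1 cluster of 843 cells that mixes T cells and ILCs. B lineage classes held 6304 cycling, 5159 activated, and 3507 resting B cells and 695 antibody-secreting cells (ASCs). No cluster met the markers of non-naive group 1 ILCs or of 1 further γδ T cell class of the paper, and these classes were not tested. The main clusters without a name held 450 B lineage cells with T/ILC genes, 416 B lineage cells with epithelial and PRDM1 genes, 248 cells that scored as ILCs but in which CD3E, CD5, and CD6 were not low, and 177 T/ILC cells with B cell genes.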

Cells were classified into four cell lineages and further annotated as 26 cell types (Figs 1C and D and S3) using a multi-method annotation approach described fully in the Materials and Methods section and shown in Figs S4–S10 and Tables S2–S7. Cell type annotations were based on biological interpretation of genes encoding for both phenotypic and functional markers.

**Figure 1.**
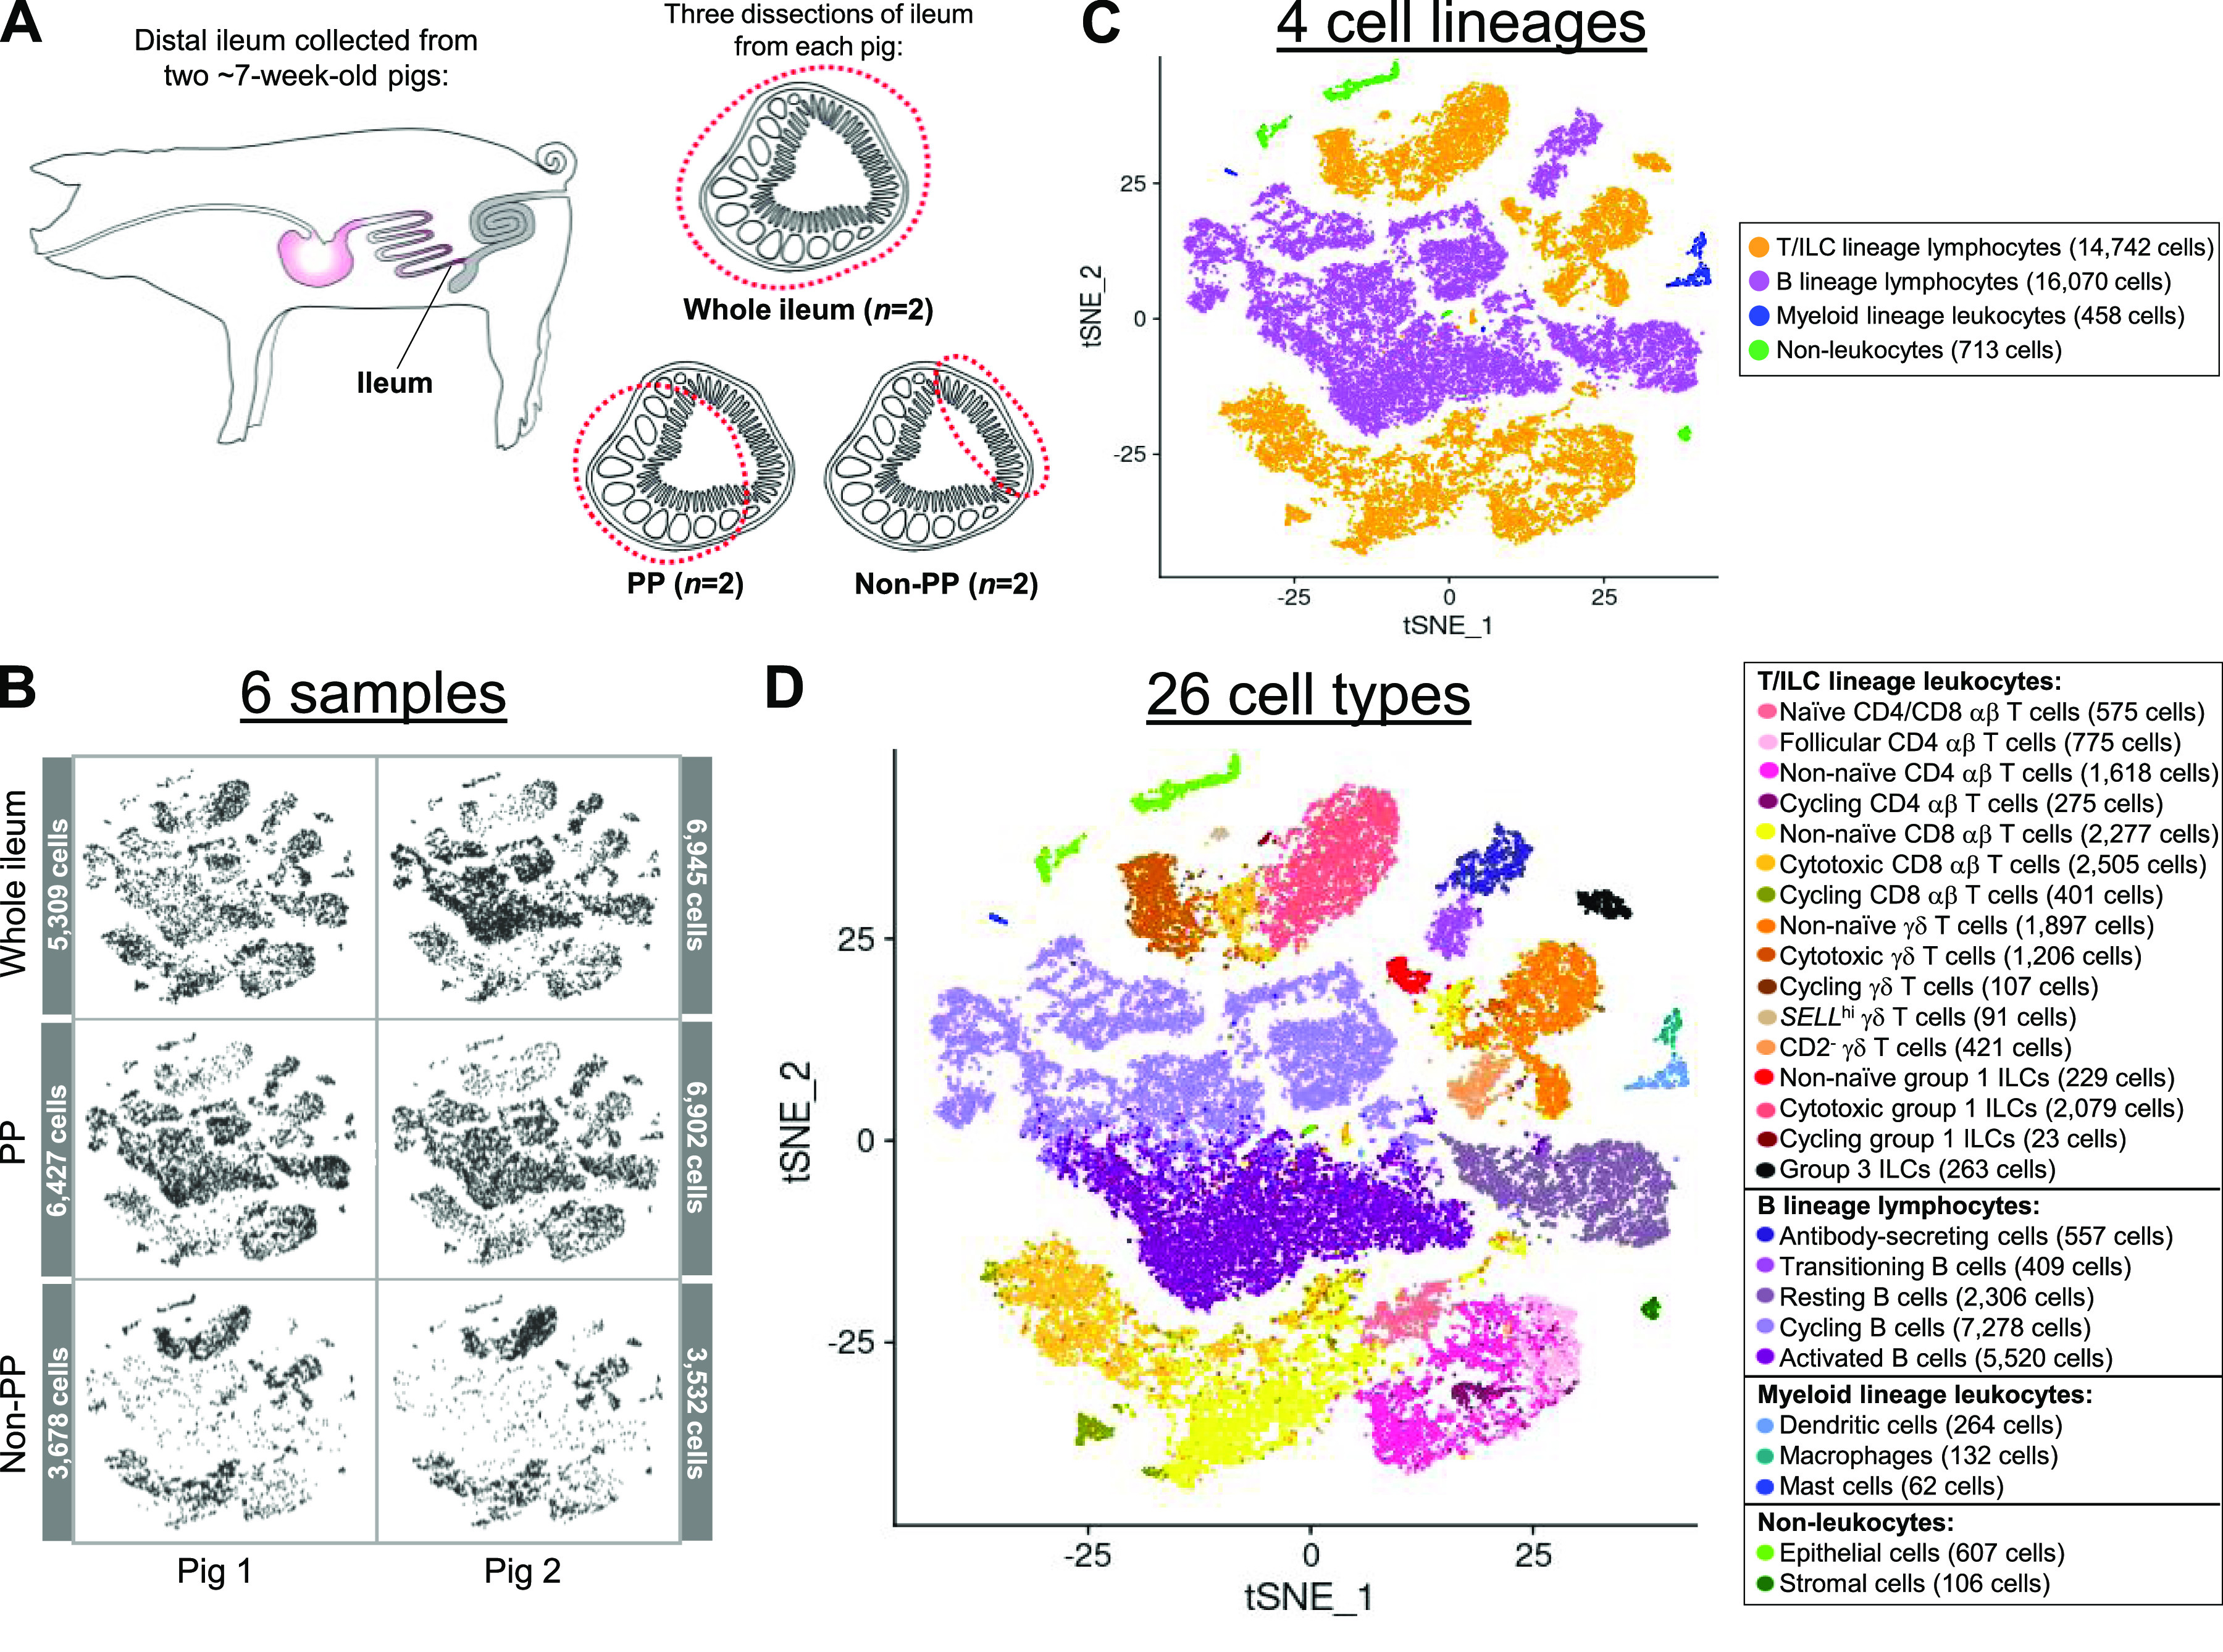
Experimental overview and annotation of cells recovered from scRNA-seq of the porcine ileum. **(A)** Ileal samples collected from two 7-wk-old pigs for scRNA-seq. Left: representative image of tissue collection site from the ileum of the distal small intestine within the porcine gastrointestinal tract. Right: representative images of tissue dissections from transverse cross sections of the ileum. Dissections from each pig included a cross section of the whole ileum including areas with and without Peyer’s patches (whole ileum), the ileum containing only regions with Peyer’s patches (PP), and the ileum containing only regions without Peyer’s patches (non-PP), resulting in a total of six samples processed for scRNA-seq. **(A)** Two-dimensional t-SNE visualization of 31,983 cells isolated from porcine ileal samples described in (A), subjected to scRNA-seq, and included in the final dataset following data processing and quality filtering. Each point represents a single cell. **(B, C, D)** Plots show which sample cells are derived from (B) and cell lineage (C) or cell type (D) annotations. In (B), cells in individual panels are derived from a specified sample. In (C, D), the color of a cell indicates cell lineage (C) or cell type (D) annotation. **(B, C, D)** The number of cells belonging to each sample (B), cell lineage (C), and cell type (D) are listed next to corresponding panels. Abbreviations: ILC, innate lymphoid cell; PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing; tSNE, t-distributed stochastic neighbor embedding.

**Figure S1.**
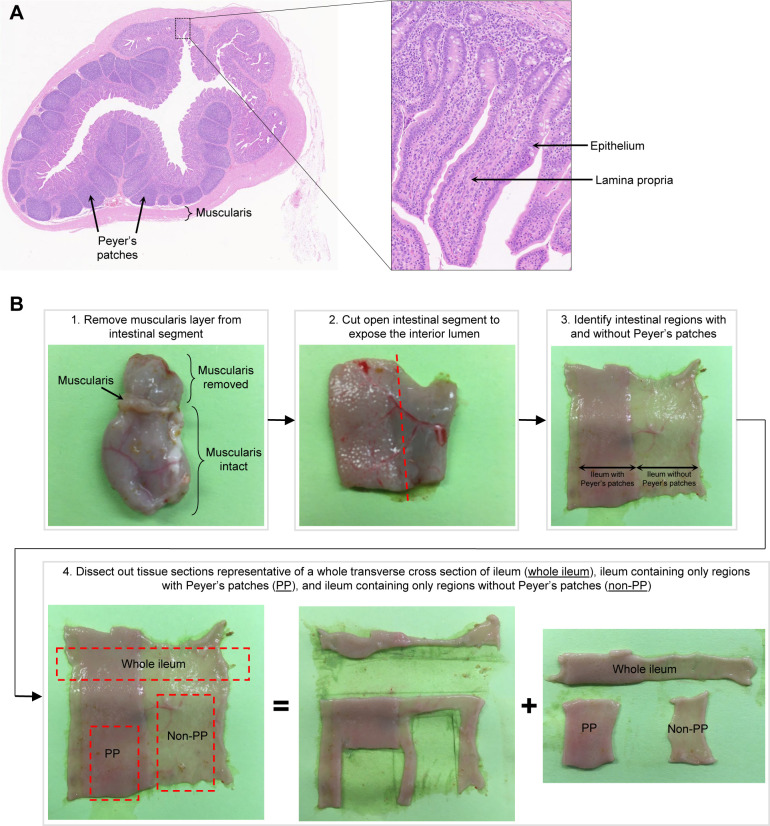
Histology and dissection of the porcine ileum. **(A)** Transverse cross section of the ileum collected from the distal small intestine of a 7-wk-old pig used for scRNA-seq as shown in Fig 1A and stained with hemotoxylin (purple) and eosin (pink). Histological structures corresponding to tissue muscularis, Peyer’s patches, epithelium, and lamina propria are indicated. **(B)** Representative images of tissue dissections performed on the ileum to obtain a whole transverse cross section of the ileum (whole ileum), the ileum containing only regions with Peyer’s patches (PP), and the ileum containing only regions without Peyer’s patches (non-PP). Images shown in (B) were from a 9-wk-old pig and were not from animals used for scRNA-seq. Abbreviations: PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing.

**Figure S2.**
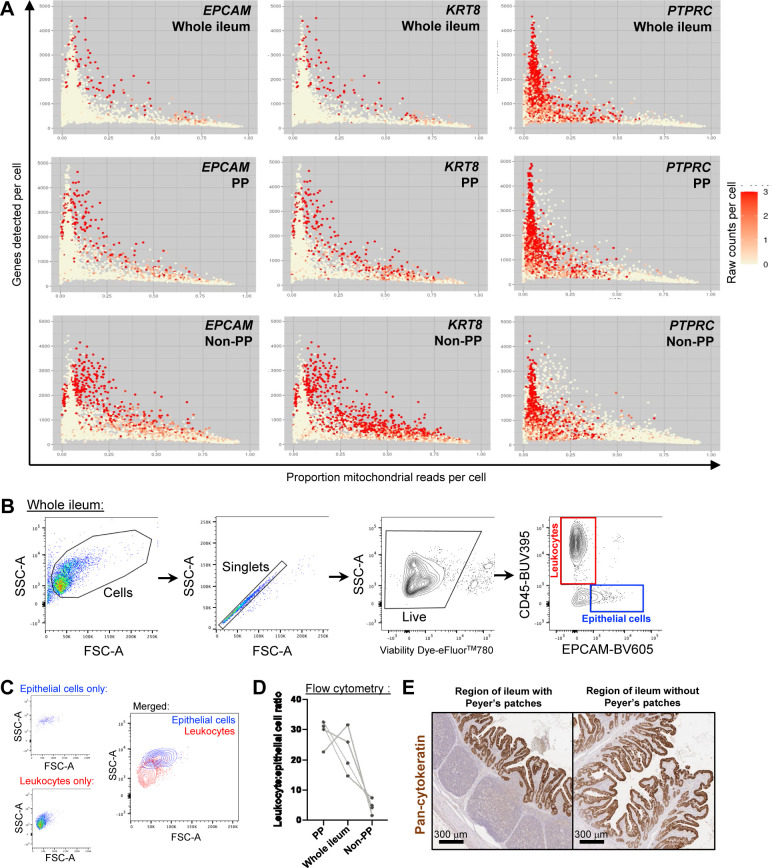
Enrichment of poor-quality epithelial cells in the ileum without Peyer’s patches. **(A)** Plots of two quality control metrics (genes detected per cell [y-axis] and proportion mitochondrial reads per cell [x-axis]) used to identify and filter out poor quality cells from scRNA-seq data. Each point represents a single cell. Point fill color corresponds to raw gene counts for epithelial genes *EPCAM* (left) and *KRT8* (center) and pan-leukocyte gene *PTPRC* (right). Plots are shown from the whole ileum (top), PP (middle), and non-PP (bottom) samples collected from one 7-wk-old pig used for scRNA-seq. **(B)** Flow cytometry gating strategy to identify leukocytes (CD45^+^) and epithelial cells (EPCAM^+^) from total live cells isolated from the porcine ileum. Gating is shown for a whole-ileum sample (containing both regions with and without Peyer’s patches). **(B, C)** Overlay of gated leukocytes and epithelial cells from (B) onto original forward- and side-scatter coordinates to infer parameters of cell size and complexity, respectively, that are consistent with leukocytes and epithelial cells. Ratio of the number of leukocytes to the number of epithelial cells (y-axis) identified by flow cytometry gating shown in (B). Cells were isolated from three types of ileal dissections (x-axis); samples derived from different ileal dissections of the same pig are connected with a gray line. **(E)** IHC staining for epithelial pan-cytokeratin protein (brown) in a region of the ileum with Peyer’s patches (left) or without Peyer’s patches (right). Flow cytometry and IHC experiments were not performed on animals used for scRNA-seq. **(B, C, D)** Flow cytometry experiments shown in (B, C, D) were conducted using four 6-wk-old pigs. **(E)** IHC staining in (E) was completed on a 5-wk-old pig. Abbreviations: FSC-A, forward scatter area; FSC-H, forward scatter height; IHC, immunohistochemistry; PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing; SSC-A, side scatter area.

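EPCAM marks epithelial cells, KRT8 is a keratin of theirs, and PTPRC marks leukocytes. Among barcodes of at least 500 UMIs that failed the filters, an EPCAM UMI was found in 8.07% ± 7.39 (SD, n = 2 pigs) in PP and 17.7% ± 11.4 in non-PP libraries, and a KRT8 UMI in 12.8% ± 12.1 and 29.9% ± 24.9. The libraries of pig 1 had the higher EPCAM shares, 13.3% in PP and 25.7% in non-PP, against 2.85% and 9.61% in pig 2. PTPRC was found in 39.3% ± 8.02 and 35.5% ± 6.58. Barcodes that passed the filters, mostly lymphocytes, had an EPCAM UMI in 2.92% in PP and 7.75% in non-PP. The failing barcodes of PP had a median of 932 and 870 UMIs and those of non-PP 952 and 804, so depth differed little. Their median mitochondrial share was 9.09% ± 0.164 in PP and 34.5% ± 9.01 in non-PP, a difference larger than the spread between pigs. Exact two-sided permutation tests of PP against non-PP gave p = 0.67 for the EPCAM share and p = 0.33 for the mitochondrial share, the second being the smallest that 2 libraries against 2 allow. These tests ignore that PP and non-PP come from the same pigs, and the EPCAM share was higher in non-PP in both pigs.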

Table S1 Quality control metrics for scRNA-seq samples.

**Figure S3.**
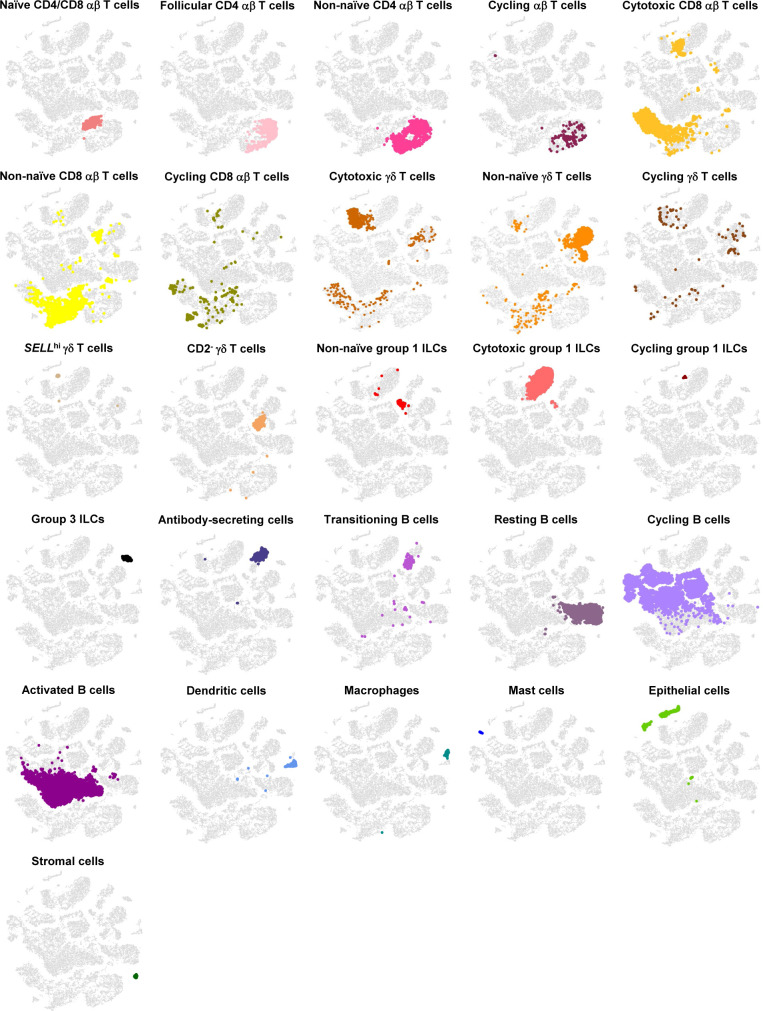
Overlay of cell type annotations onto t-SNE visualization of cells from porcine-ileum scRNA-seq data. Overlay of 26 annotated cell types onto two-dimensional t-SNE visualization of 31,983 cells recovered from the ileum of two 7-wk-old pigs via scRNA-seq. Each point represents a single cell. Cell type is indicated in a respective panel by one of 26 colors corresponding to cell types shown in Fig 1D, whereas all other cells not corresponding to a specified cell type are shown in light gray. Abbreviations: ILC, innate lymphoid cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S4.**
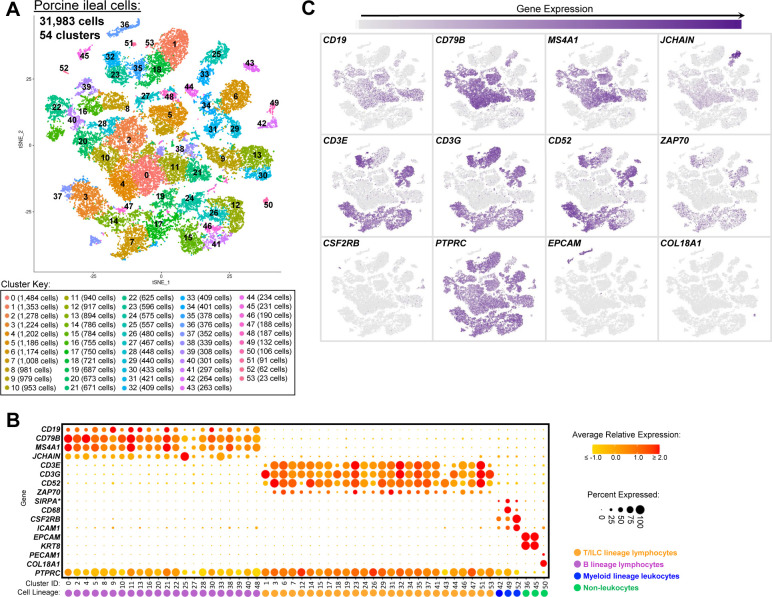
Cell lineage annotation of cells from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 31,983 cells recovered from the porcine ileum via scRNA-seq. Each point represents a single cell; color of a point corresponds to one of 54 cell clusters a cell belonged to, with more transcriptionally similar cells belonging to the same cluster. The number of cells belonging to each cluster is listed in the cluster key. **(B)** Gene expression patterns of selected canonical genes (y-axis) across cell clusters shown in (A) (x-axis). Within the plot, size of a dot corresponds to the percentage of cells expressing a gene within a cell cluster; color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell cluster relative to all other cells in the dataset shown in (A). Below cluster ID on the x-axis, the color of a circle corresponds to cell lineage annotation given to each cluster. **(C)** Expression of a subset of canonical genes from (B) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to expression level of a specified gene within a cell relative to all other cells in the dataset shown in (A). scRNA-seq data shown in (A, B, C) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details Abbreviations: ILC, innate lymphoid cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S5.**
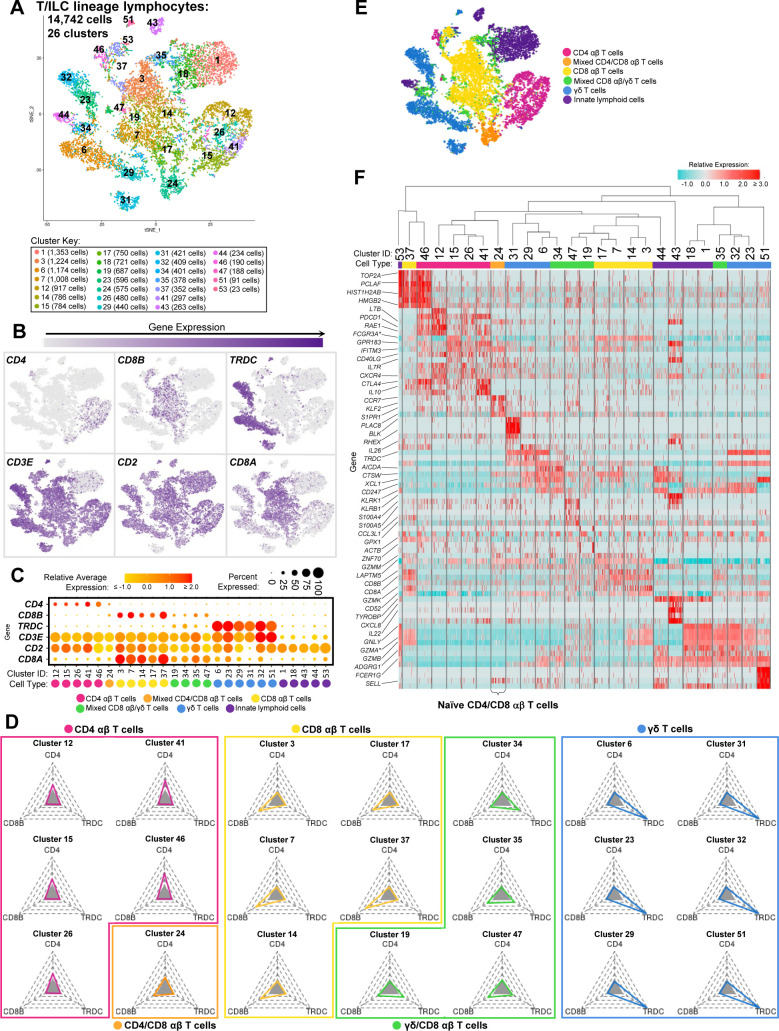
Annotation of T/ILC lineage lymphocytes from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 14,742 cells recovered from the porcine ileum via scRNA-seq and classified as T/ILC lineage lymphocytes in Figs 1C and S4B. Each point represents a single cell; color of a point corresponds to one of 26 cell clusters a cell belonged to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Gene expression of selected canonical genes overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to expression level of a specified gene within a cell relative to all other cells in the dataset shown in (A). **(C)** Gene expression patterns of selected canonical genes (y-axis) across cell clusters shown in (A) (x-axis). Within the plot, size of a dot corresponds to the percentage of cells expressing a gene within a cell cluster. Color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell cluster relative to other cells in the dataset shown in (A). Below cluster ID on the x-axis, the color of a circle corresponds to a further T/ILC classification given to each cell cluster. **(D)** Radial plots showing the percentage of cells expressing *CD4*, *CD8B*, or *TRDC* within each respective cell cluster shown in (A). Shaded gray triangles at the center of each plot indicate the minimum limit of positive detection (10%), whereas the outer limits of each plot are equivalent to 100%. T/ILC classification given to each cluster based on the percentage of cells positive for each gene are shown by plot color and outline. Two-dimensional t-SNE visualization of cells shown in (A), where color of a point now corresponds to T/ILC classification given to a cell cluster in (C, D). **(F)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cluster are shown in the heatmap. Each column represents a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. **(C, D, E)** T/ILC classification given to each cluster in (C, D, E) is indicated below each cell cluster ID on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. scRNA-seq data shown in (A, B, C, D, E, F) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: ILC, innate lymphoid cell; logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S6.**
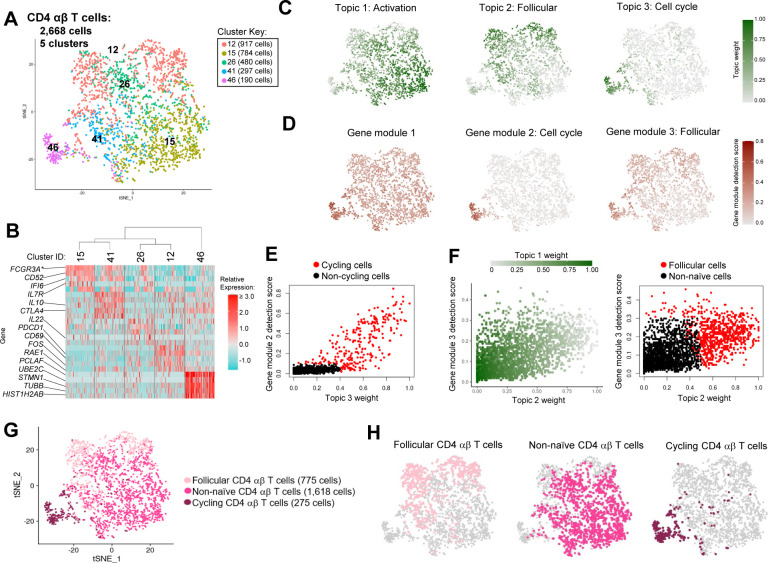
Annotation of CD4 αβ T cells from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 2,668 cells recovered from the porcine ileum via scRNA-seq and classified as CD4 αβ T cells in Fig S5C–F. Each point represents a single cell; color of a point corresponds to one of five cell clusters a cell belonged to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cell cluster are shown in the heatmap, with each column representing a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. **(C)** Topic weights from topic modeling of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to proportional weighting of a topic within a cell, where total weighting across all topics in each cell is equal to one. **(D)** Gene module detection scores from multidimensional differential gene expression analysis of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(E)** Scatter plot of gene module 2 detection scores (y-axis) versus topic 3 weights (x-axis) for all cells shown in (A). Each point represents a single cell. Cells with a gene module 2 detection score >0.1 and/or topic 3 weight >0.4 are shown in red and were annotated as cycling cells. Remaining cells are shown in black and were classified as non-cycling cells. **(F)** Scatter plots of gene module 3 detection scores (y-axis) versus topic 2 weights (x-axis) for all non-cycling cells shown in (E). Each point represents a single cell. Left: point fill corresponds to topic 1 weights. Right: cells with a gene module 3 detection score >0.3 and/or topic 2 weight > topic 1 weight are shown in red and annotated as follicular cells. Remaining cells are shown in black and annotated as activated cells. **(G)** CD4 αβ T cell annotations established in (B, C, D, E, F) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to cell type annotation. The number of cells belonging to each cell type is listed in the key on the right. **(H)** Overlay of individual cell types onto two-dimensional t-SNE visualization shown in (G). Cell type is indicated in a respective panel by one of three colors corresponding to cell types shown in (G), whereas all other cells not corresponding to a specified cell type are shown in light gray. scRNA-seq data shown in (A, B, C, D, E, F, G, H) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S7.**
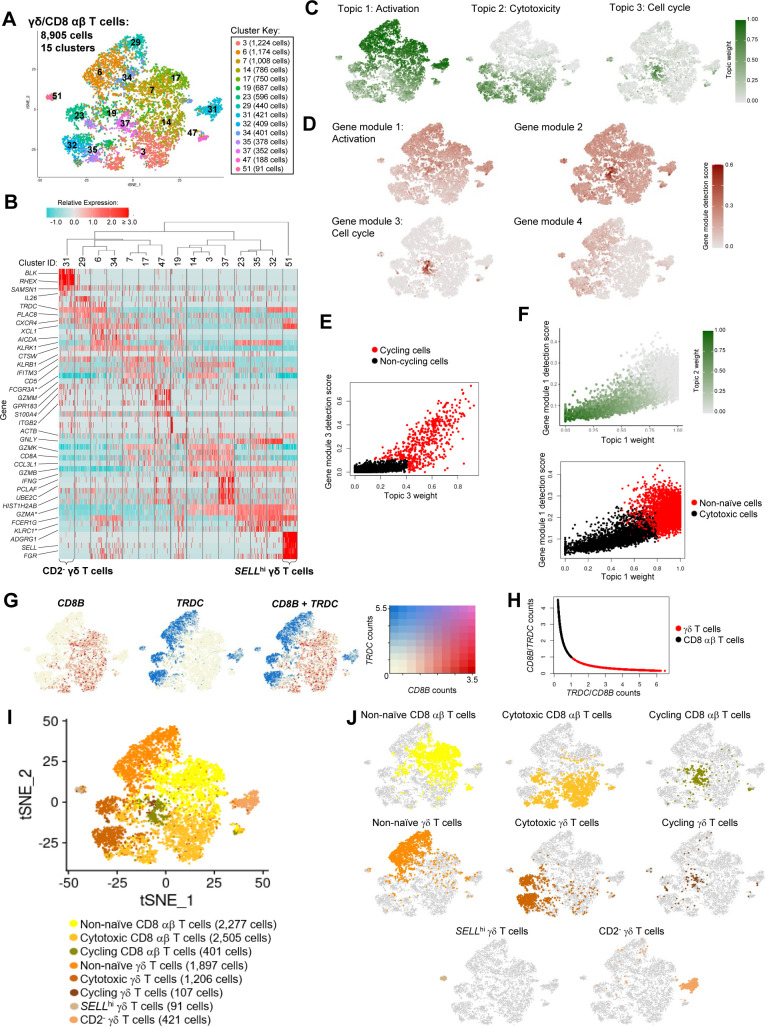
Annotation of γδ and CD8 αβ T cells from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 8,905 cells recovered from the porcine ileum via scRNA-seq and classified as γδ T cells, CD8 αβ T cells, or mixed γδ/CD8 αβ T cells in Fig S5C–F. Each point represents a single cell; color of a point corresponds to one of 15 cell clusters a cell belongs to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cell cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cluster are shown in the heatmap, with each column representing a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. At the bottom of the heatmap, cells in cluster 31 were annotated as CD2^−^ γδ T cells, and cells in cluster 51 were annotated as *SELL*^hi^ γδ T cells. **(C)** Topic weights from topic modeling of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to proportional weighting of a topic within a cell, where total weighting across all topics in each cell is equal to one. **(D)** Gene module detection scores from multidimensional differential gene expression analysis of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(E)** Scatter plot of gene module 3 detection scores (y-axis) versus topic 3 weights (x-axis) for all cells shown in (A), excluding CD2^−^ γδ T cells (cell cluster 31) and *SELL*^hi^ γδ T cells (cell cluster 51). Each point represents a single cell. Cells with a gene module 3 detection score >0.11 and/or topic 3 weight >0.41 are shown in red and annotated as cycling cells. Remaining cells are shown in black and classified as non-cycling cells. **(F)** Scatter plots of gene module 1 detection scores (y-axis) versus topic 1 weights (x-axis) for all non-cycling cells shown in (E). Each point represents a single cell. Upper: point fill corresponds to topic 2 weights. Lower: cells with a gene module 1 detection score >0.25 and/or topic 1 weight at least 4× greater than topic 2 weight are shown in red and classified as activated cells. Remaining cells are shown in black and classified as cytotoxic cells. **(G)** Relative gene expression levels of *CD8B* (left), *TRDC* (right), and merged *CD8B* and *TRDC* overlaid onto two-dimensional t-SNE visualization coordinates shown in (A). **(H)** Scatter plot of ratios of log-normalized *CD8B/TRDC* (y-axis) and *TRDC/CD8B* (x-axis) counts for all cells shown in (E). Each point represents a single cell. Cells with a *TRDC/CD8B* ratio >1 are shown in red and classified as γδ T cells. Remaining cells are shown in black and classified as CD8 αβ T cells. **(I)** γδ and CD8 αβ T cell annotations established from combined classifications in (B, C, D, E, F, G, H) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to cell type annotation. The number of cells belonging to each cell type is listed in the color key on the bottom. **(J)** Overlay of individual cell types onto two-dimensional t-SNE visualization shown in (I). Cell type is indicated in a respective panel by one of eight colors corresponding to cell types shown in (I), whereas all other cells not corresponding to a specified cell type are shown in light gray. scRNA-seq data shown in (A, B, C, D, E, F, G, H, I, J) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details Abbreviations: logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S8.**
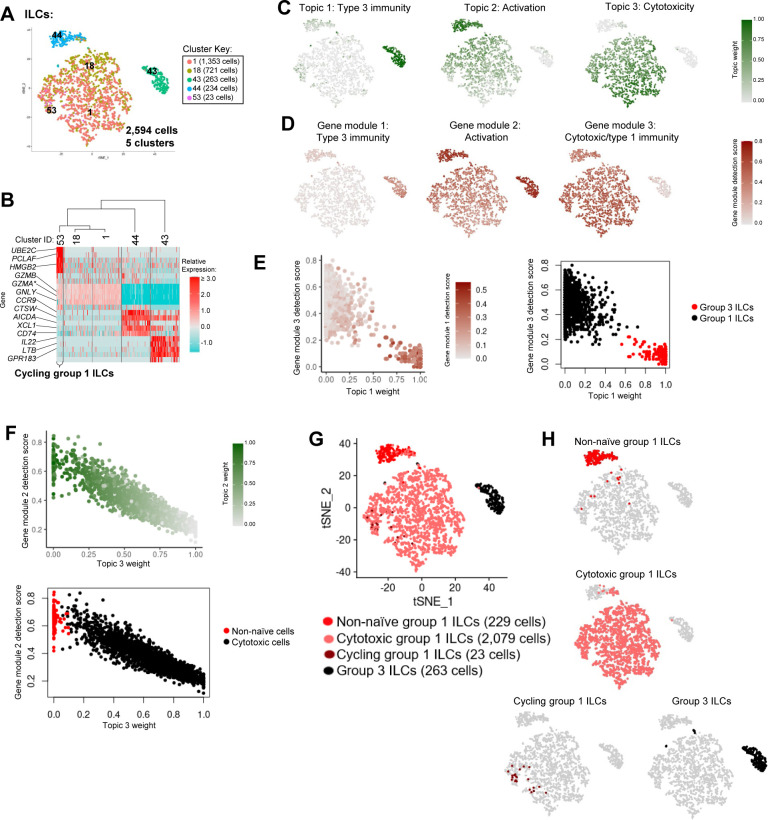
Annotation of ILCs from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 2,594 cells recovered from the porcine ileum via scRNA-seq and classified as ILCs in Fig S5C–F. Each point represents a single cell; color of a point corresponds to one of five cell clusters a cell belongs to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cell cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cell cluster are shown in the heatmap, with each column representing a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. At the bottom of the heatmap, cluster 53 was annotated as cycling group 1 ILCs. **(C)** Topic weights from topic modeling of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to proportional weighting of a topic within a cell, where total weighting across all topics in each cell is equal to one. **(D)** Gene module detection scores from multidimensional differential gene expression analysis of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(E)** Scatter plots of gene module 3 detection scores (y-axis) versus topic 1 weights (x-axis) for all cells shown in (A). Each point represents a single cell. Left: point fill corresponds to gene module 1 detection score. Right: cells belonging to cluster 43 are shown in red and were annotated as group 3 ILCs. Remaining cells are shown in black and classified as group 1 ILCs. **(F)** Scatter plots of gene module 2 detection scores (y-axis) versus topic 3 weights (x-axis) for cells belonging to cell clusters 1, 18, or 44 in (A, B). Each point represents a single cell. Upper: point fill corresponds to topic 2 weights. Lower: cells with a topic 3 weight <0.05 and gene module 2 detection scores >0.4 or topic 2 weights >0.9 are shown in red and annotated as activated cells. Remaining cells are shown in black and annotated as cytotoxic cells. **(G)** ILC annotations established in (B, C, D, E, F) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to cell type annotation. The number of cells belonging to each cell type is listed in the color key on the bottom. **(H)** Overlay of individual cell types onto two-dimensional t-SNE visualization shown in (G). Cell type is indicated in a respective panel by one of four colors corresponding to cell types shown in (G), whereas all other cells not corresponding to a specified cell type are shown in light gray. scRNA-seq data shown in (A, B, C, D, E, F, G, H) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: ILC, innate lymphoid cell; logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S9.**
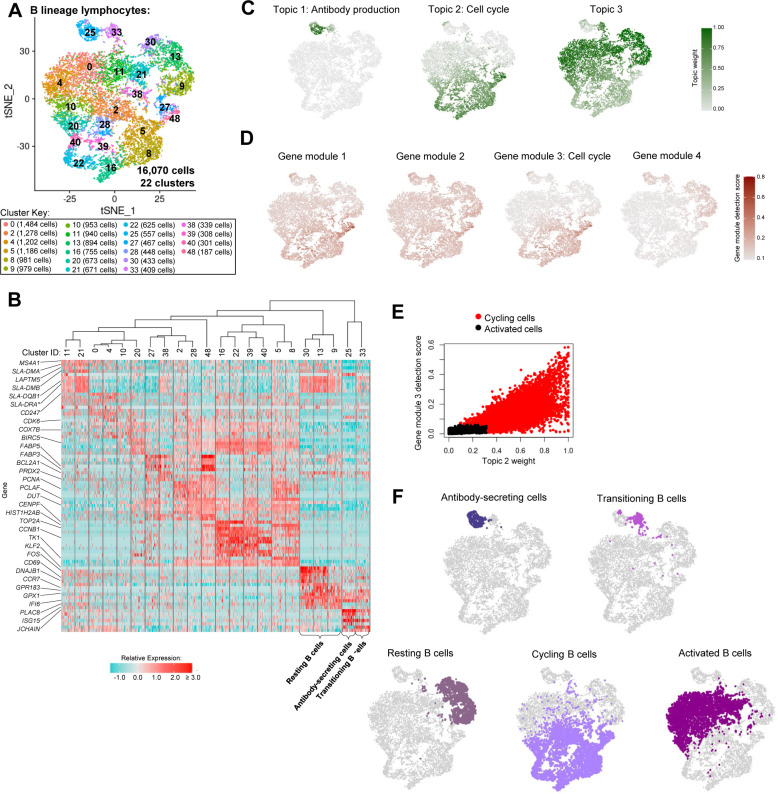
Annotation of B lineage lymphocytes from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 16,070 cells recovered from the porcine ileum via scRNA-seq and classified as B lineage lymphocytes in Figs 1C and S4B. Each point represents a single cell; color of a point corresponds to one of 22 cell clusters a cell belongs to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cell cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cell cluster are shown in the heatmap, with each column representing a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of clusters are shown using a phylogenetic tree at the top of the heatmap. At the bottom of the heatmap, cluster 33 was annotated as transitioning B cells, cluster 25 as antibody-secreting cells, and clusters 9, 13, and 30 as resting B cells. **(C)** Topic weights from topic modeling of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to proportional weighting of a topic within a cell, where total weighting across all topics in each cell is equal to one. **(D)** Gene module detection scores from multidimensional differential gene expression analysis of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(E)** Scatter plots of gene module 3 detection scores (y-axis) versus topic 2 weights (x-axis) for all cells shown in (A), excluding resting B cells (clusters 9, 13, 20), transitioning B cells (cluster 33), and antibody-secreting cells (cluster 25). Each point represents a single cell. Cells with gene module 3 detection scores >0.06 and/or topic 2 weights >0.32 are shown in red and annotated as cycling cells. Remaining cells are shown in black and annotated as activated cells. **(F)** B lineage lymphocyte annotations established in (B, C, D, E) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Cell type is indicated in a respective panel by one of five colors corresponding to annotated cell types, whereas all other cells not corresponding to a specified cell type are shown in light gray. scRNA-seq data shown in (A, B, C, D, E, F) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S10.**
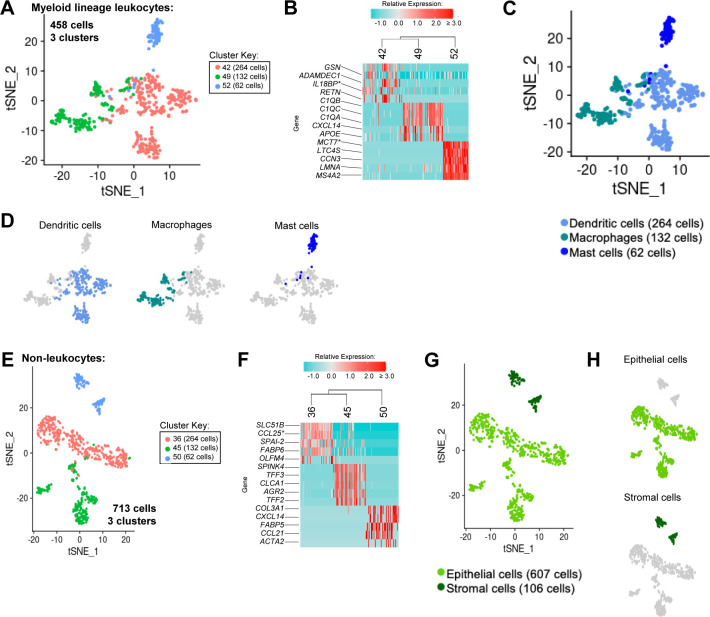
Annotation of non-lymphocytes from porcine-ileum scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of 458 cells recovered from the porcine ileum via scRNA-seq and classified as myeloid lineage leukocytes in Figs 1C and S4B. Each point represents a single cell; color of a point corresponds to one of three cell clusters a cell belongs to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(B)** Heatmap of top differentially expressed genes within each cell cluster shown in (A). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cell cluster relative to the average of all other cells in the dataset shown in (A). Gene expression profiles from up to 100 cells of each cell cluster are shown in the heatmap, with each column representing a single cell. Selected gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. **(C)** Myeloid lineage leukocyte annotations established from cell clusters in (B) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to cell type annotation. The number of cells belonging to each cell type is listed in the color key below. **(D)** Overlay of individual cell types onto two-dimensional t-SNE visualization shown in (C). Cell type is indicated in a respective panel by one of three colors corresponding to cell types shown in (C), whereas all other cells not corresponding to a specified cell type are shown in light gray. **(E)** Two-dimensional t-SNE visualization of 713 cells recovered from the porcine ileum via scRNA-seq and classified as non-leukocytes in Figs 1C and S4B. Each point represents a single cell; color of a point corresponds to one of three cell clusters a cell belonged to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(F)** Heatmap of top differentially expressed genes within each cell cluster shown in (E). Up to five differentially expressed genes with the highest positive logFC values were selected for each cell cluster. Genes were differentially expressed in a specified cell cluster relative to the average of all other cells in the dataset shown in (E). Gene expression profiles from up to 100 cells of each cell cluster are shown in the heatmap, with each column representing a single cell. Gene names are shown on the y-axis, and cell cluster IDs are shown on the x-axis. Hierarchical relationships of cell clusters are shown using a phylogenetic tree at the top of the heatmap. **(G)** Non-leukocyte annotations established from cell clusters in (F) overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (E). Color of a point corresponds to cell type annotation. The number of cells belonging to each cell type is listed in the color key below. **(H)** Overlay of individual cell types onto two-dimensional t-SNE visualization shown in (G). Cell type is indicated in a respective panel by one of three colors corresponding to cell types shown in (G), whereas all other cells not corresponding to a specified cell type are shown in light gray. scRNA-seq data shown in (A, B, C, D, E, F, G, H) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: logFC, log fold-change; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

Table S2 Differential gene expression and biological process enrichment results in porcine ileal CD4 αβ T cells.

Table S3 Differential gene expression and biological process enrichment results in porcine ileal γδ and CD8 αβ T cells.

Table S4 Differential gene expression and biological process enrichment results in porcine ileal innate lymphoid cells.

Table S5 Differential gene expression and biological process enrichment results in porcine ileal B cells and antibody-secreting cells.

Table S6 Differential gene expression and biological process enrichment results in porcine ileal myeloid lineage leukocytes.

Table S7 Differential gene expression and biological process enrichment results in porcine ileal non-leukocytes.

Table S8 Differential gene expression and biological process enrichment results in porcine ileal T/ILCs.

Annotated porcine ileal cells were next treated as query data for comparison to existing scRNA-seq datasets (as described in the Materials and Methods section, “*Reference-based label transfer and mapping*”) to provide greater insight into annotated cell identities. Because a comparable porcine intestinal scRNA-seq dataset was not available, scRNA-seq reference data of healthy porcine PBMCs (Herrera-Uribe et al, 2021), human ileum (Elmentaite et al, 2020), and murine ileum (Xu et al, 2019) were used to provide intraspecies/inter-tissue and interspecies/intra-tissue comparisons. Degree of similarity between query and reference cells was determined by calculating mapping scores via reference-based cell mapping (Fig S11). Transfer of cell labels from reference onto query single cells provided prediction probabilities to cell types described in each reference dataset (Fig S12). Gene expression profiles, enrichment of biological processes, and reference-based mapping and cell type prediction results for lymphocytes are presented in the next two results sections.

**Figure S11.**
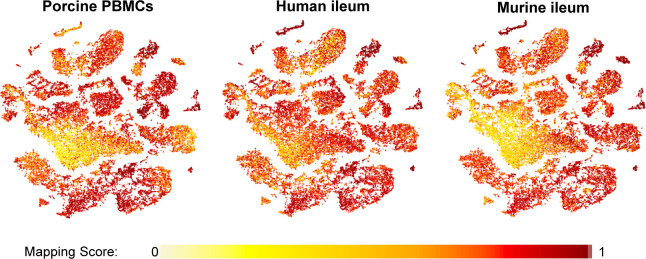
Mapping scores of porcine ileal cells to reference scRNA-seq datasets. Mapping scores from mapping of porcine-ileum scRNA-seq query data to reference scRNA-seq datasets of porcine PBMCs (left), human ileum (center), and murine ileum (right) overlaid onto two-dimensional t-SNE visualization of porcine-ileum scRNA-seq data shown in Fig 1C and D. Each point represents a single cell; the color of each point indicates mapping score to a corresponding reference dataset. Higher mapping scores indicate better representation of a cell from the porcine ileum in a specified reference dataset. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. Abbreviations: PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S12.**
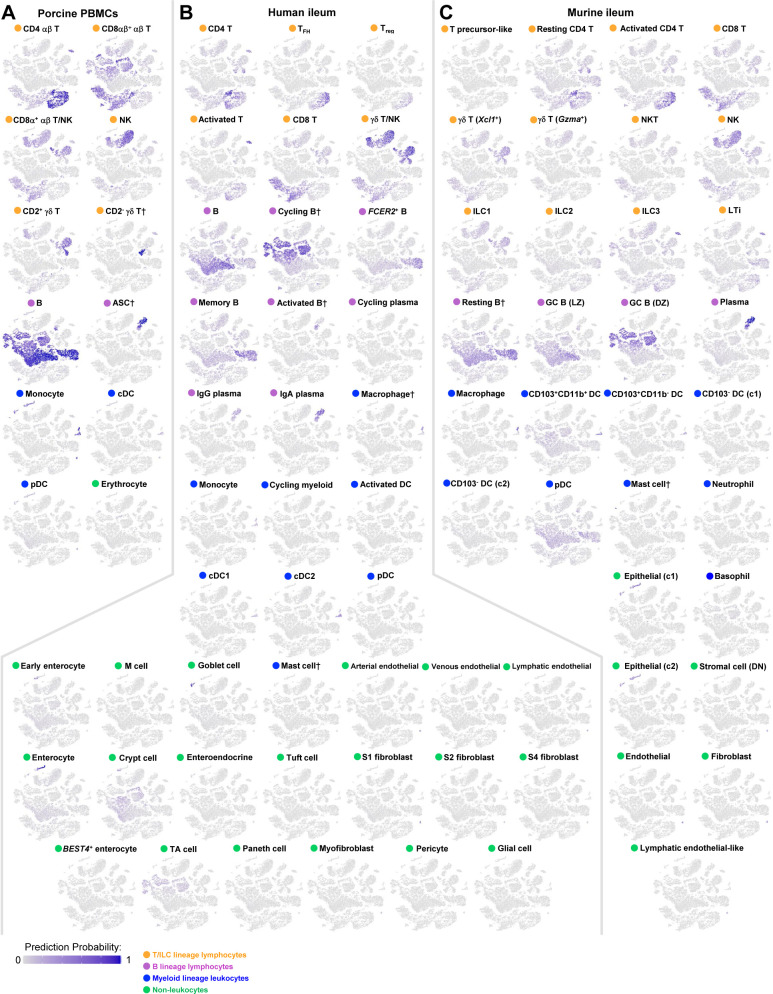
Prediction scores of porcine ileal cells to annotated cell types in reference scRNA-seq datasets. **(A, B, C)** Prediction probabilities for porcine-ileum scRNA-seq query data from label transfer of annotated cell types in reference scRNA-seq datasets of (A) porcine PBMCs, (B) human ileum, and (C) murine ileum overlaid onto two-dimensional t-SNE visualization of porcine-ileum scRNA-seq data shown in Fig 1C and D. Each point represents a single cell; the color of each point indicates prediction probability to a corresponding cell type annotation from a specified reference dataset. Cell lineage of each annotated reference cell type is indicated by a circle next to each respective annotated cell type name. Within each of (A, B, C), cumulative prediction probabilities for each cell across all annotated reference cell types are equal to one. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: ASC, antibody-secreting cell; c1, cluster 1; c2, cluster 2; cDC, convnentional dendritic cell; DC, dendritic cell; DN, double-negative; DZ, dark zone; GC, germinal center; ILC, innate lymphoid cell; LTi, lymphoid tissue inducer; LZ, light zone; PBMC, peripheral blood mononuclear cell; pDC, plasmacytoid dendritic cell; NK, natural killer; NKT, natural killer T; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding; TA, transit amplifying; T_FH_, T follicular helper; T_reg_, T regulatory.

The main purpose of this work was to deeply characterize porcine ileal lymphocytes, and most of the cells across all six ileal samples were annotated as belonging to B (50.25%) or T/ILC (46.09%) lymphocyte lineages. However, some non-lymphocytes were also identified, including myeloid lineage leukocytes (1.43%) and non-leukocytes (2.23%). 

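Lymphocytes made up nearly all cells kept here, and B lineage and T/ILC lineage cells were about equally frequent. Over all 6 ileal libraries, 48.4% of cells were B lineage (16558 cells), 47.1% T/ILC lineage (16105 cells), 1.49% myeloid, 1.93% epithelial, and 0.331% stromal. These pooled shares weight each library by its number of cells.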

Myeloid lineage leukocytes were composed of DCs (264 cells), macrophages (132 cells), and mast cells (62 cells). Identified non-leukocytes included epithelial (607 cells) and stromal (106 cells) cells. 

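Myeloid cells kept here were 275 dendritic cells, 165 macrophages, and 70 mast cells, named by the cluster scores for dendritic cell genes such as FLT3, macrophage genes such as C1QA, and mast cell genes such as MS4A2. Epithelial clusters held 661 cells and stromal clusters 113. The epithelial share per library was 1.95% and 0.707% in PP and 6.30% and 2.01% in non-PP (pig 1, then pig 2), lower in PP in both pigs. With clusters at a coarser resolution there were 68 dendritic cells and 371 macrophages, and with cells up to 5% mitochondrial UMIs 173 dendritic and 220 epithelial cells.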

Because characterization of non-lymphocytes was not our primary intent for this work, non-leukocytes are not discussed further, but data are available for deeper inquiry (see Fig S10 and Tables S6 and S7 and our Data Availability section).

### Defining the porcine ileal immune landscape: T cells and ILCs

Similar to scRNA-seq results described elsewhere (Zhao et al, 2020; Elmentaite et al, 2021; Guo et al, 2021; Herrera-Uribe et al, 2021; Patel et al, 2021), T cells and ILCs were so transcriptionally similar to one another that they were annotated into a single cell lineage and further resolved into 16 cell types (Figs 2A and S13). T cells were identified by expression of the porcine pan-T cell marker *CD3E* (reviewed by Piriou-Guzylack and Salmon [2008] and Gerner et al [2009]) and included subsets of CD4 αβ, CD8 αβ, and γδ T cells expressing *CD4*, *CD8B*, and *TRDC*, respectively. 

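CD3E encodes the ε chain of the CD3 complex, and lies on chromosome 9 of Sscrofa11.1 from 45619730 to 45633972. At least 1 CD3E UMI was found in 90.8% ± 1.01 (SD, n = 2 pigs) of CD4 αβ T cells, 94.1% ± 1.65 of CD8 αβ T cells, and 94.4% ± 3.43 of γδ T cells. Non-cycling B cells, which should lack CD3E, had a CD3E UMI in 6.70% ± 2.34 (SD, n = 2 pigs), at a median of 2247 UMIs per cell against 2195, 2241, and 2714 in the T cell classes. With cells thinned to 1250 UMIs, the CD3E shares were 76.2% in CD4 αβ T cells, 80.7% in CD8 αβ T cells, 86.0% in γδ T cells, and 3.32% in B cells.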

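ILC clusters scored highest for ILC marker genes, were low in CD3E, CD5, and CD6, and had a CD3E UMI in at most 60% of cells, a limit set after the clusters were seen. Group 1 ILCs had a CD3E UMI in 55.9% of cells in pig 1 (95% Wilson interval 52.9 to 58.9%) and 21.6% in pig 2 (19.4 to 23.9%). In group 3 ILCs the CD3E share was 28.4% in pig 1 and 14.2% in pig 2. Both lie above the 6.70% of B cells, whose median depth was 2247 UMIs against 2530 in group 1 and 3223 in group 3 ILCs. Thinned to 1250 UMIs, the shares were 31.4%, 13.5%, and 3.32%. By library, the CD3E share of group 1 ILCs was 78.7%, 83.8%, and 19.5% in PP, non-PP, and whole ileum labelled pig 1 and 20.6%, 23.2%, and 14.6% in those of pig 2 (thinned, 66.7%, 75.8%, and 14.1% and 14.4%, 14.5%, and 12.6%). The PP and non-PP cells of pig 1 lie above the limit of 60%, which was set for clusters as a whole, so T cells among them are not excluded.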

ILCs largely lacked *CD3E* and included subsets of group 1 and group 3 ILCs based on expression of genes associated with type 1 or type 3 immunity, respectively (described in subsequent cell type descriptions below; Fig 2B). By hierarchical analysis, T/ILC types were more closely related by inferred function (e.g., cell cycling, activation, and cytotoxicity) rather than traditional T/ILC phenotypes (e.g., CD4 αβ T cells, CD8 αβ T cells, γδ T cells, group 1 ILCs, group 3 ILCs; Fig 2B), which are classically defined based on expression of a series of cell surface markers.

**Figure 2.**
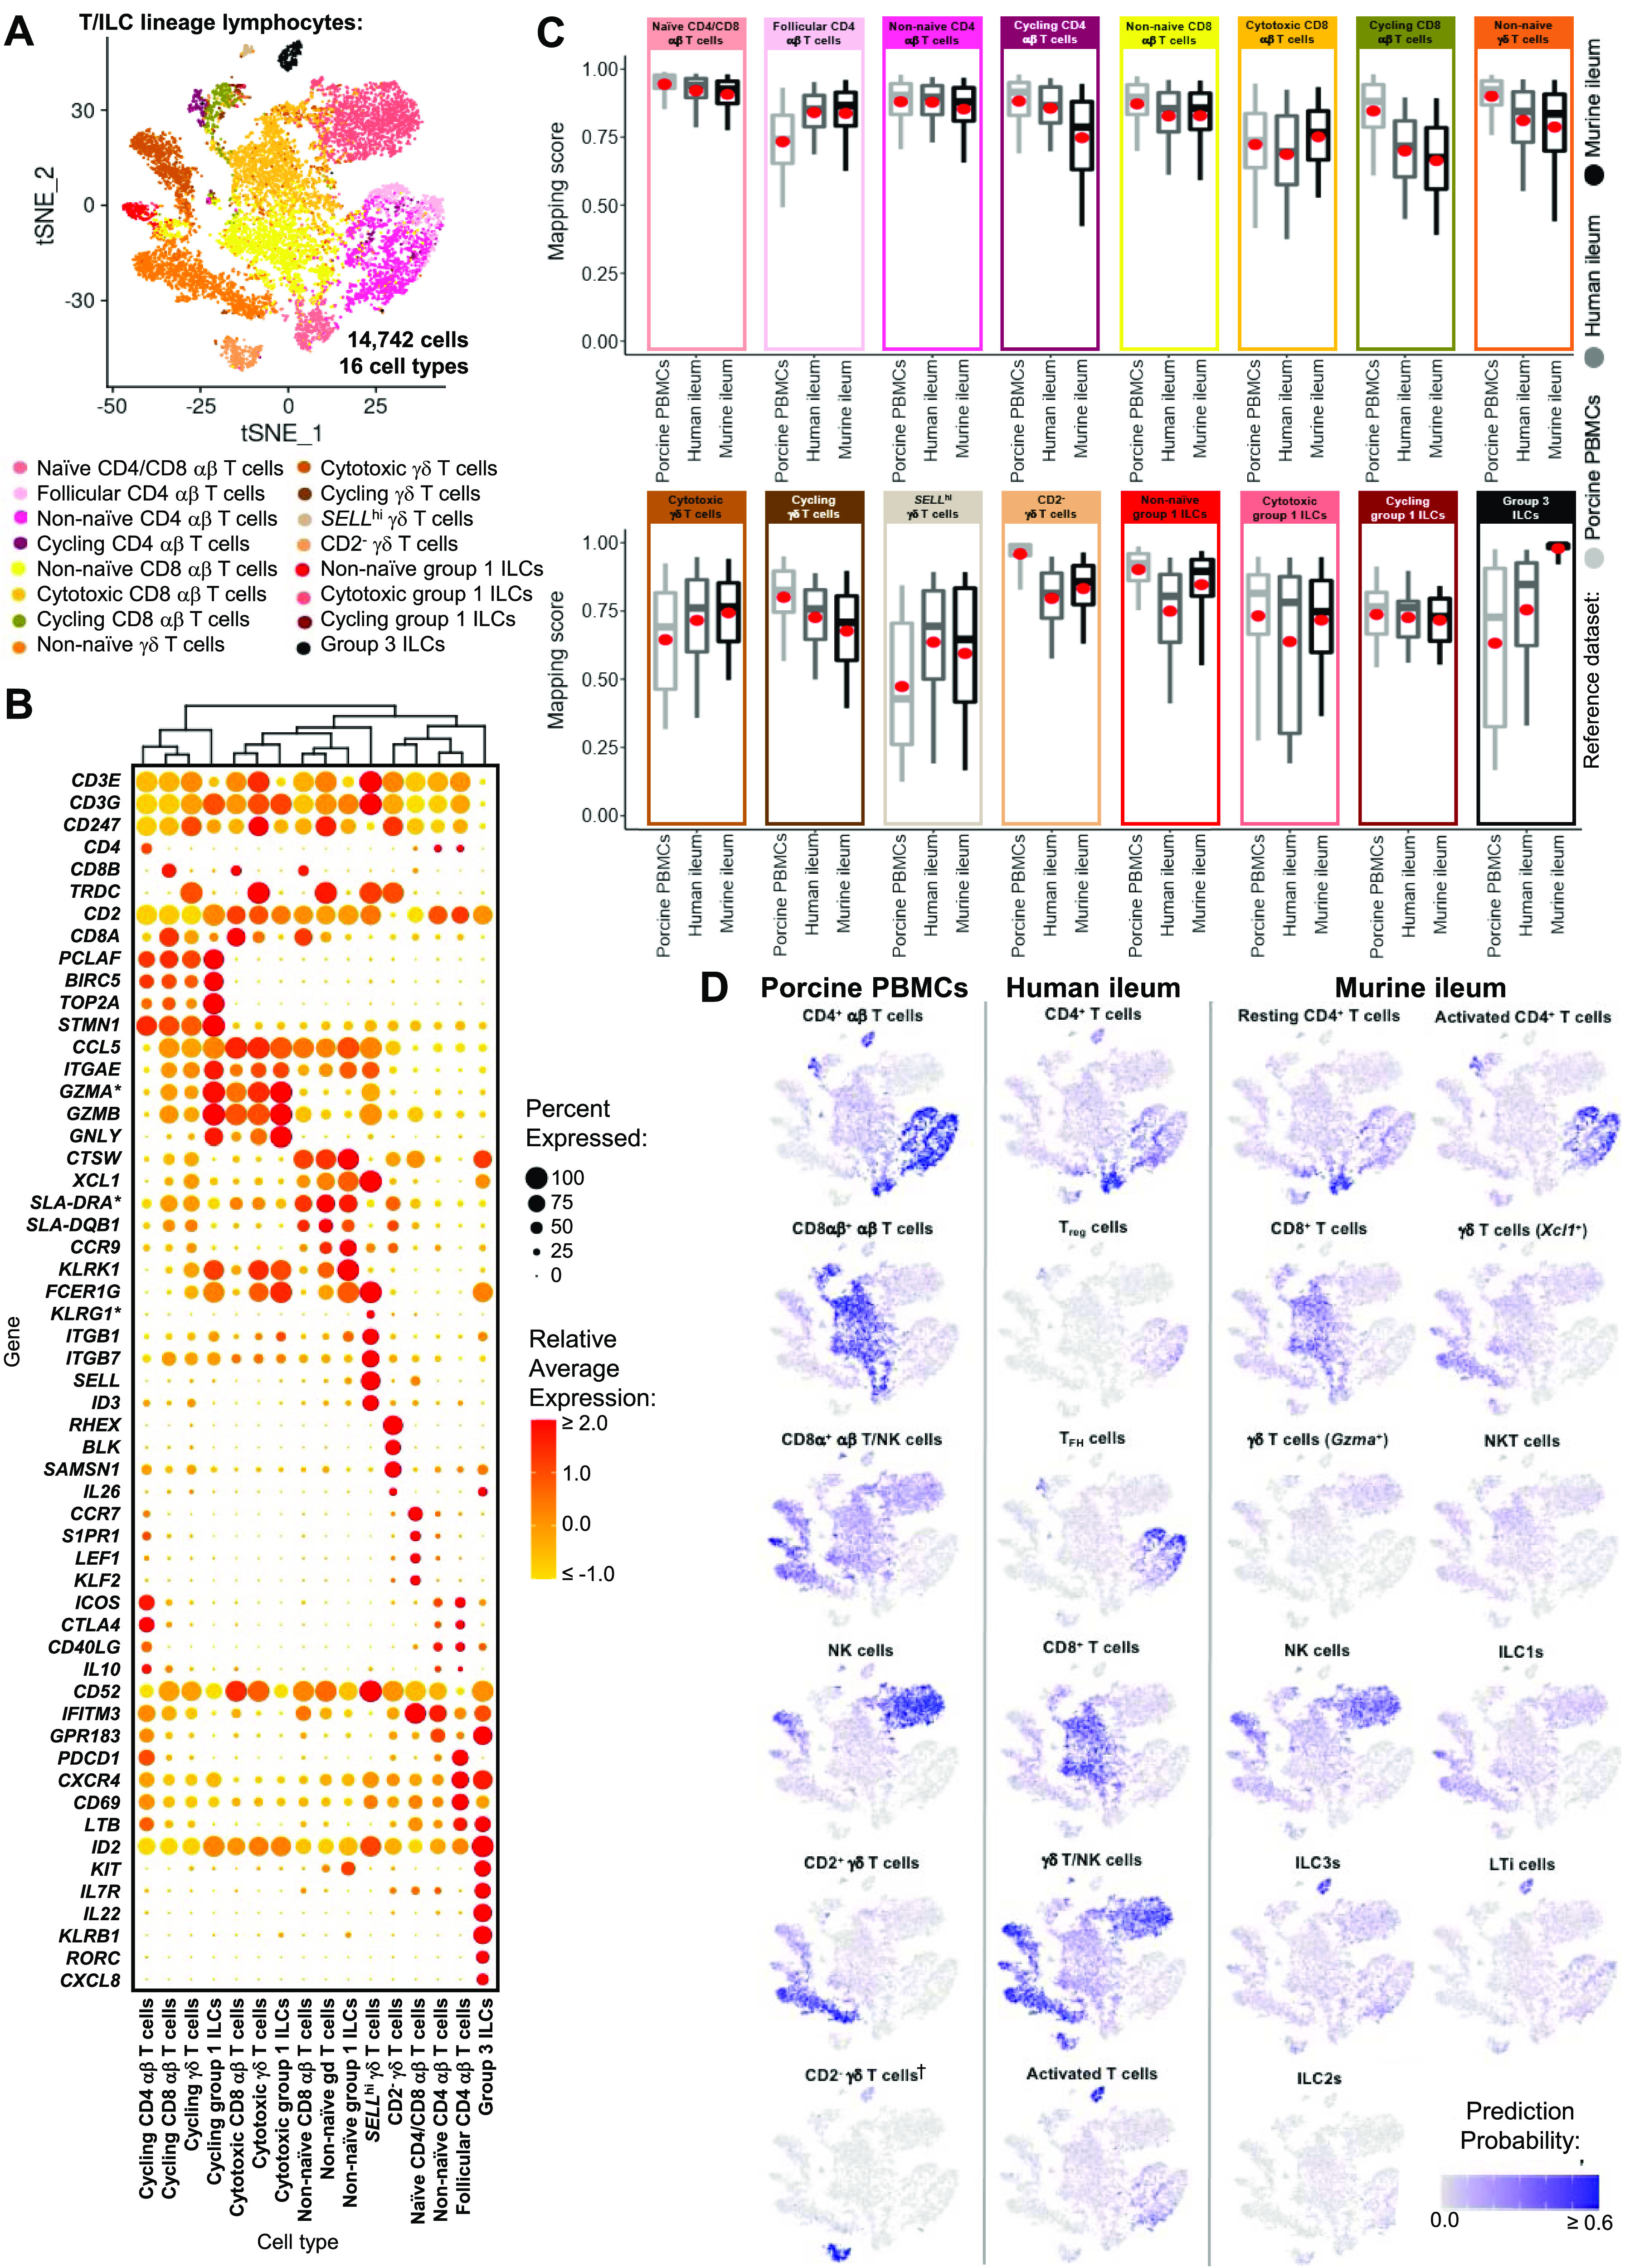
scRNA-seq profiles of T/ILC lineage lymphocytes in the porcine ileum. **(A)** Two-dimensional t-SNE visualization of 14,742 cells recovered from the porcine ileum via scRNA-seq that were classified as T/ILC lineage lymphocytes in Figs 1C and S4B and further annotated into 16 cell types in Figs 1D and S5–S8. Each point represents a single cell; the color of each point indicates cell types shown in Fig 1D. **(B)** Hierarchical relationship of T/ILC lineage lymphocyte cell types from the porcine ileum shown in a dendrogram (upper) and expression patterns of selected genes within each cell type shown in a dot plot (lower). In the dot plot, selected genes are listed on the y-axis, and cell types are listed on the x-axis. Within the dot plot, size of a dot corresponds to the percentage of cells expressing a gene within an annotated cell type; color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell type relative to all other cells in the dataset shown in (A). **(C)** Box plots of the distribution of mapping scores for T/ILC lineage lymphocyte cell types from the porcine ileum mapped to each reference scRNA-seq dataset. Results for a single cell type are located within a single box, with color of the box corresponding to colors used for cell types in (A). The color of each box in a plot corresponds to the reference dataset porcine ileal cells were mapped to, including porcine PBMCs (light gray), human ileum (medium gray), and murine ileum (black). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. **(D)** Prediction probabilities for porcine-ileum scRNA-seq query data from label transfer of selected annotated T/ILC types in reference scRNA-seq datasets of porcine PBMCs (left), human ileum (middle), and murine ileum (right) overlaid onto two-dimensional t-SNE visualization shown in (A). Each point represents a single cell; the color of each point indicates prediction probability to a corresponding cell type from reference data, as indicated directly above each t-SNE plot. A higher prediction probability indicates higher similarity to a specified annotated cell type in a reference scRNA-seq dataset. scRNA-seq data shown in (A, B, C, D) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: ILC, innate lymphoid cell; IQR, interquartile range; LTi, lymphoid tissue inducer; NK, natural killer; NKT, natural killer T; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding; T_FH_, T follicular helper; T_reg_, T regulatory.

**Figure S13.**
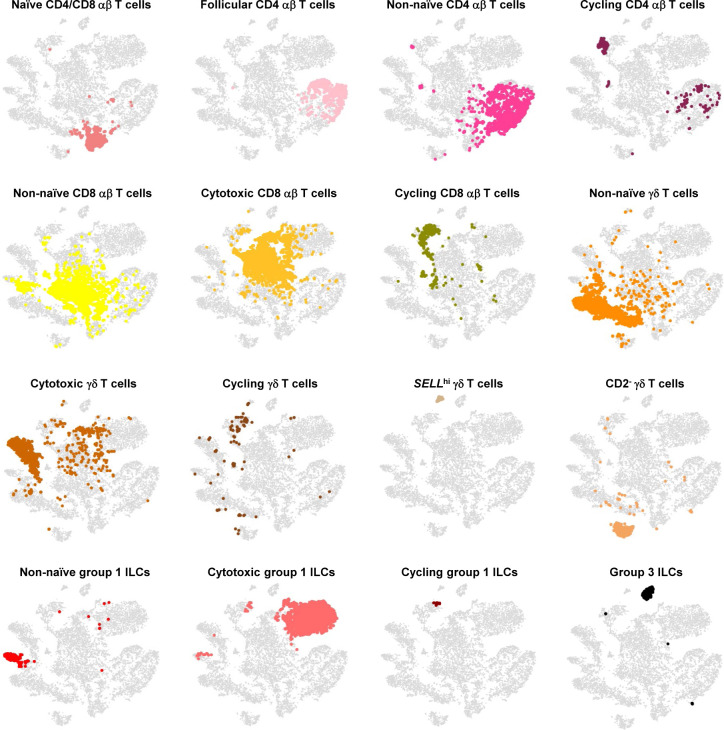
Overlay of T/ILC annotations onto t-SNE visualization of cells from porcine-ileum scRNA-seq data. Overlay of 16 annotated T/ILC types onto two-dimensional t-SNE visualization of 14,742 cells recovered from the ileum of two 7-wk-old pigs via scRNA-seq and classified as T/ILC lineage lymphocytes in Figs 1C and S4B. Each point represents a single cell. Cell type is indicated in a respective panel by one of 16 colors corresponding to cell types shown in Fig 2A, whereas all other cells not corresponding to a specified cell type are shown in light gray. Abbreviations: ILC, innate lymphoid cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

#### Cycling T cells and ILCs

One hierarchical grouping of T/ILC types in Fig 2B was composed of all cycling T/ILCs, including cycling CD4 αβ T, CD8 αβ T, γδ T, and group 1 ILCs. 

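Dividing T cells and ILCs held more of the transcripts of DNA replication and mitosis and less of IL7R and CD74. Of 4 cell cycle genes, 4 were higher and none was lower (4 and none when adjusted over the list alone) in cycling than in non-cycling T/ILCs. Cycling clusters were named by the detection of cycling markers, so higher cell cycle genes were built in. TOP2A encodes the topoisomerase that untangles replicated DNA and lies on chromosome 12 of Sscrofa11.1 from 22001300 to 22028452. It rose from 8.16 ± 2.26 to 414 ± 13.7 CPM (SD, n = 2 pigs), a log2 fold change of 5.66 (standard error 0.21, adjusted p = 2.04e-05). PCLAF, BIRC5, and STMN1, of replication, chromosome segregation, and microtubule control, rose by 4.94, 3.68, and 3.10 on the log2 scale. The mitotic genes CCNB2, KIF11, and AURKB rose by 5.81, 5.66, and 5.65. Of 13 respiratory genes of mitochondrial DNA, 6 were higher and none was lower (6 and none when adjusted over the list alone), and of 14 genes of hypoxia and glycolysis, 6 were higher and 2 were lower (6 and 3 when adjusted over the list alone). IL7R, the receptor for interleukin 7, had a log2 fold change of -2.44, and CD74, the invariant chain of MHC class II, of -1.23. In all, 1581 genes were higher and 1277 lower of 10174 tested, from sums of 550 and 293 cycling cells. Taking pig as a block gave 2377 higher and 2264 lower genes, and without the library labelled whole ileum pig 1, 867 were higher and 545 lower. Leaving out 1 sum at a time, the total was 1541 without the cycling T/ILC sum of pig 1.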

All cycling cells had significantly increased expression of genes associated with replication/division (e.g., *PCLAF*, *BIRC5*, *TOP2A*, *STMN1*; Dabydeen et al, 2019; Giotti et al, 2019) and enrichment of related biological processes (e.g., establishment of mitotic spindle orientation [*GO:0000132*], regulation of mitotic centrosome separation [*GO:0046602*], DNA duplex unwinding [*GO:0032508*]) relative to other T/ILC types (Fig 2B and Table S8). Cycling T/ILCs had highest average mapping scores to reference porcine PBMCs (≥0.737), followed by human ileum (≥0.699) and murine ileum (≥0.664; Figs 2C and S14). Though predictions of many cycling T/ILC types were to similarly annotated T/ILCs in reference datasets (e.g., porcine ileal cycling CD4 αβ T cells having highest average predictions to reference CD4 αβ T cell types; Figs 2D and S15–S17), several cycling T/ILC types had high prediction to B cells in porcine PBMCs or cycling B cells in the human ileum (Figs S15 and S16). For instance, cycling CD8 αβ T, γδ T, and group 1 ILCs all had first or second highest average prediction probabilities to cycling B cells in human ileum (Fig S16), indicating cycling T/ILCs share transcriptional similarities to cycling B cells in the human ileum, likely because of shared replication/division-specific gene expression as opposed to shared expression of genes involved in lymphocyte lineage-specific immune functions of the cell.

**Figure S14.**
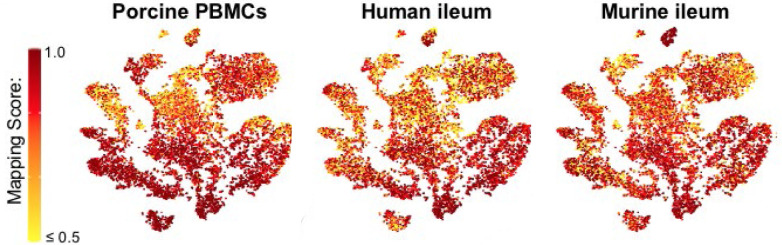
Overlay of mapping scores onto t-SNE reduction of T/ILC lineage lymphocytes from porcine-ileum scRNA-seq data. Mapping scores from mapping of porcine ileum scRNA-seq query data to reference scRNA-seq datasets of porcine PBMCs (left), human ileum (center), and murine ileum (right). Mapping scores are the same as shown in Fig S11 but are now shown only for T/ILC lineage lymphocytes overlaid onto two-dimensional t-SNE visualization of porcine-ileum scRNA-seq data shown in Fig 2A. Each point represents a single cell; the color of each point indicates mapping score to a corresponding reference dataset. Higher mapping scores indicate better representation of a cell from the porcine ileum in a specified reference dataset. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. Abbreviations: ILC, innate lymphoid cell; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S15.**
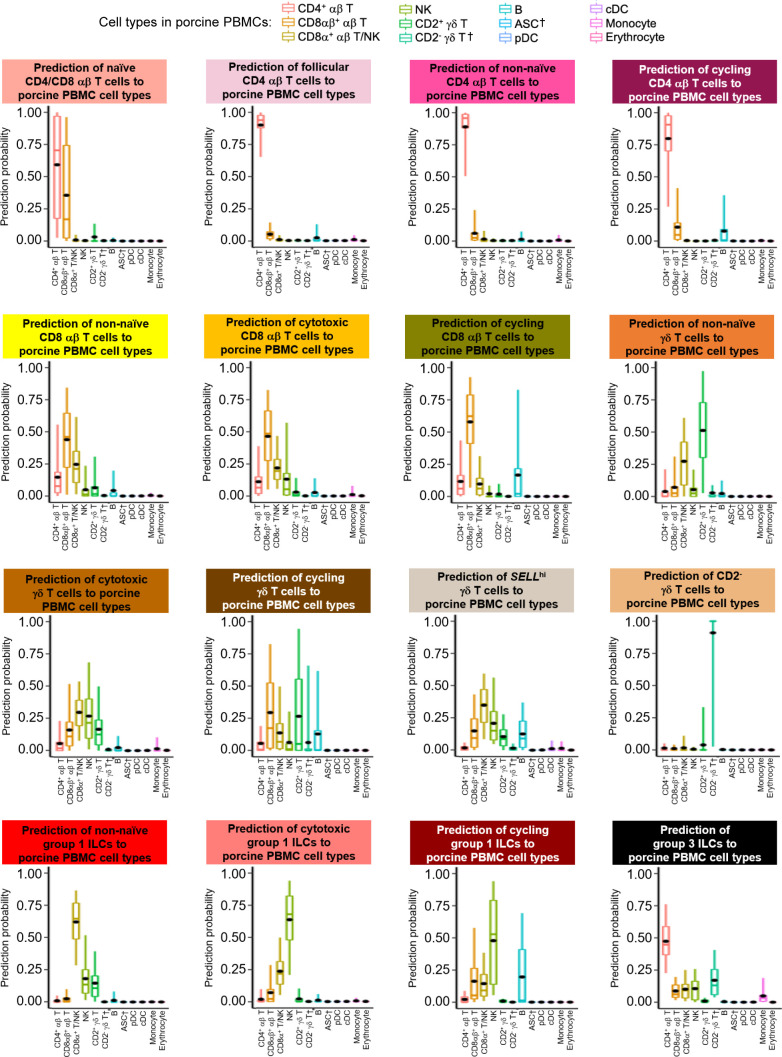
Prediction of porcine ileal T/ILC lineage lymphocytes to annotated cell types in porcine PBMCs. Box plots of the distribution of prediction probabilities (y-axes) for T/ILC lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a porcine PBMC scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: ASC, antibody-secreting cell; cDC, conventional dendritic cell; ILC, innate lymphoid cell; IQR, interquartile range; NK, natural killer; PBMC, peripheral blood mononuclear cell; pDC, plasmacytoid dendritic cell; scRNA-seq, single-cell RNA sequencing.

**Figure S16.**
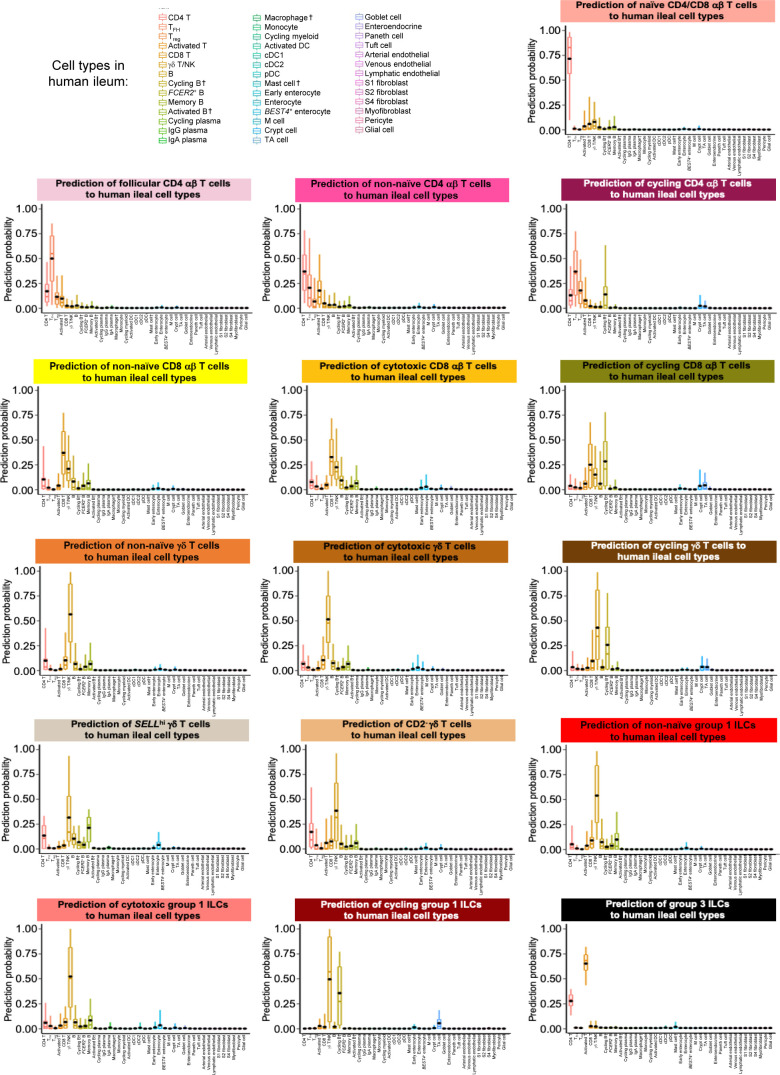
Prediction of porcine ileal T/ILC lineage lymphocytes to annotated cell types in the human ileum. Box plots of the distribution of prediction probabilities (y-axes) for T/ILC lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a human ileum scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: cDC, convnentional dendritic cell; DC, dendritic cell; ILC, innate lymphoid cell; IQR, interquartile range; pDC, plasmacytoid dendritic cell; NK, natural killer; scRNA-seq, single-cell RNA sequencing; TA, transit amplifying; T_FH_, T follicular helper; T_reg_, T regulatory.

**Figure S17.**
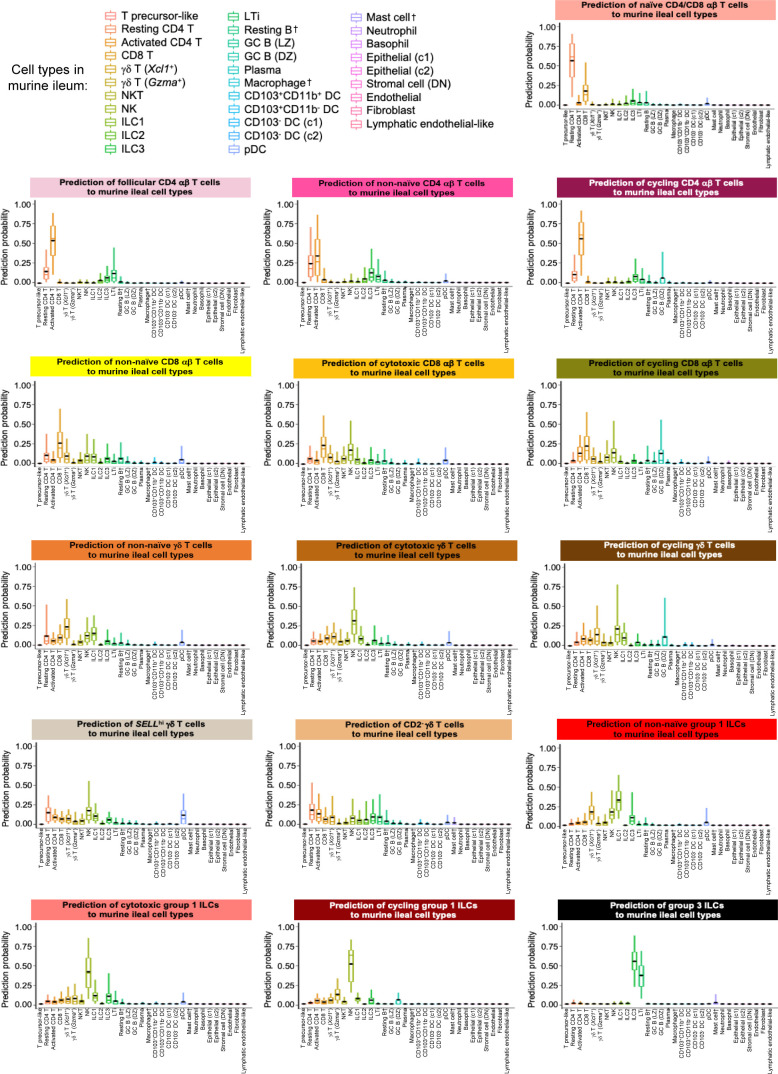
Prediction of porcine ileal T/ILC lineage lymphocytes to annotated cell types in the murine ileum. Box plots of the distribution of prediction probabilities (y-axes) for T/ILC lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a murine-ileum scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: c1, cluster 1; c2, cluster 2; DC, dendritic cell; DN, double-negative; DZ, dark zone; GC, germinal center; ILC, innate lymphoid cell; IQR, interquartile range; LTi, lymphoid tissue inducer; LZ, light zone; pDC, plasmacytoid dendritic cell; NK, natural killer; NKT, natural killer T; scRNA-seq, single-cell RNA sequencing; TA, transit amplifying; T_FH_, T follicular helper; T_reg_, T regulatory.

#### Cytotoxic T cells and ILCs

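Cytotoxic γδ T, CD8 αβ T, and group 1 ILC clusters were set against non-naive γδ and CD8 αβ T cells, as no non-naive group 1 ILC cluster was found. They held more of the granule genes by which lymphocytes kill target cells. Granulysin, encoded by GNLY on chromosome 3 of Sscrofa11.1 from 59067327 to 59072034, had a log2 fold change of 4.45 (standard error 0.21, adjusted p = 0.000634). GZMA, listed in the files by its Ensembl identifier, and GZMB encode granzymes and had log2 fold changes of 4.20 (standard error 0.16, adjusted p = 0.000558) and 3.23 (standard error 0.14, adjusted p = 0.000558). Of 7 cytotoxic effector genes, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone). Clusters were named cytotoxic by marker genes of that state, so this count was partly built in. IFNG, the cytokine interferon γ, rose by 2.02 and ENTPD1, the ectoenzyme CD39, by 3.74 on the log2 scale. Of 7 checkpoint receptor genes, 3 were higher and 1 was lower (4 and 1 when adjusted over the list alone). The sums held 3431 and 3157 cytotoxic and 1978 and 1666 non-naive cells. Only the cytotoxic sums held ILCs, so state and cell type are not separated. In all, 241 genes were higher and 183 lower of 9442. The fit with pig as a block called 1262 genes higher and 1297 lower, and without the library labelled whole ileum pig 1, 31 were higher and 24 lower. Higher and lower genes together came to 148 without the cytotoxic sum of pig 2, 232 without the non-naive γδ, CD8 and group 1 ILC sum of pig 1 and 235 without the non-naive γδ, CD8 and group 1 ILC sum of pig 2.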

Cytotoxic CD8 αβ T, γδ T, and group 1 ILCs were most closely related to one another and had significantly elevated expression of genes encoding for cytotoxic molecules, including GZMA* (*Ensembl identifiers found in gene annotation were converted to gene symbols; refer to the Materials and Methods section “*Gene name modifications*” for more details), *GZMB*, and *GNLY* (Hidalgo et al, 2008), relative to other T/ILC types (Fig 2B and Table S8). The biological process leukocyte mediated cytotoxicity (*GO:0001909*) was enriched in cytotoxic CD8 αβ T cells, whereas regulation of natural killer cell–mediated cytotoxicity (*GO:0042269*) was enriched in cytotoxic γδ T and group 1 ILCs (Table S8). Cytotoxic cell types had some of the lowest average mapping scores to reference porcine PBMCs (range of means 0.645–0.732), indicating dissimilarity between cytotoxic ileal cells from any cells in circulation (Figs 2C and S14). Though cytotoxic cell types had lower mapping scores to porcine PBMCs, cytotoxic CD8 αβ T cells and group 1 ILCs still had the highest prediction to comparable cell types in porcine peripheral blood: CD8 αβ^+^ αβ T cells and NK cells, respectively (Figs 2D and S15). Ileal cytotoxic γδ T cells had highest average prediction to innate-like CD8α^+^ αβ T cells and NK cells from porcine peripheral blood rather than to peripheral CD2^+^ γδ T cells, further supporting poor representation of ileal cytotoxic γδ T cells by porcine peripheral γδ T cells and suggesting greater similarities to other peripheral innate or innate-like T/ILC types instead (Figs 2D and S15). A similar pattern was observed in murine ileum, where porcine ileal cytotoxic γδ T cells had the highest prediction to reference NK cells rather than *Gzma*+ γδ T cells, suggesting again that porcine ileal cytotoxic γδ T cells had greater similarity to other innate/innate-like T/ILC types rather than γδ T cells (Figs 2D and S17).

#### Non-naive γδ T cells, CD8 αβ T cells, and group 1 ILCs

Non-naive γδ T, CD8 αβ T, and group 1 ILCs also formed a hierarchical grouping closely related to cytotoxic cell counterparts in Fig 2B. In contrast to cytotoxic T/ILCs, non-naive γδ T, CD8 αβ T, and group 1 ILCs had lower expression of genes encoding cytotoxic molecules (e.g., GZMA*, *GZMB*, and *GNLY*) but significantly elevated expression of other genes indicative of previous or recent cell activation, including *CTSW*, *XCL1*, SLA-DRA*, *SLA-DQB1*, and *CCR9* (Fig 2B and Table S8; Kelner et al, 1994; Boismenu et al, 1996; Svensson et al, 2002; Uehara et al, 2002; Iwata et al, 2004; Ondr & Pham, 2004; Gerner et al, 2009; Stoeckle et al, 2009). 

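Against cytotoxic cells, non-naive γδ and CD8 αβ T cells held more of the genes given for them and of most MHC class II genes. Values here are cytotoxic over non-naive, so a negative log2 fold change means higher in non-naive cells. The cytotoxic sums include group 1 ILCs and the non-naive sums do not, so state and cell type are not separated. Of 5 genes given for non-naive cells, none was higher and 5 were lower (none and 5 when adjusted over the list alone). The paper named these genes from the same cells, so their count is not independent evidence. CTSW, a cathepsin of lymphocyte granules, had 1689 ± 283 CPM in non-naive and 325 ± 26.9 CPM in cytotoxic cells (SD, n = 2 pigs), a log2 fold change of -2.38 (standard error 0.17, adjusted p = 0.00281). XCL1, a chemokine that draws dendritic cells, had -1.39, and CCR9, the receptor for homing to the small intestine, -1.92. The MHC class II genes SLA-DQB1 and SLA-DRA had -2.13 and -1.26, and SLA-DRA did not pass without the library labelled whole ileum pig 1 (adjusted p = 0.0948). Their invariant chain CD74 had -1.51. Of 7 MHC class II genes, 1 was higher and 5 were lower (1 and 6 when adjusted over the list alone). ZNF683, a transcription factor of tissue-resident T cells, had -4.75 (standard error 0.21, adjusted p = 0.000558), and TCF7, a transcription factor of naive and memory T cells, -2.16. The paper states that CTSW, XCL1, SLA-DRA, SLA-DQB1, and CCR9 are signs of earlier or recent activation.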

Non-naive γδ T, CD8 αβ T, and group 1 ILCs were all enriched for the biological processes positive regulation of T cell differentiation (*GO:0045582*) and positive regulation of T cell–mediated immunity (*GO:0002711*), further supporting a non-naive cell state (Table S8). Non-naive γδ T, CD8 αβ T, and group 1 ILCs had higher average mapping scores to all reference datasets (range of means 0.872–0.902) than did corresponding cytotoxic T/ILCs, indicating better representation by reference data (Figs 2C and S14). Unlike cytotoxic γδ T cells, non-naive γδ T cells had the highest prediction to γδ T cell types in reference datasets, including CD2^+^ γδ T cells (porcine PBMCs), γδ T/NK cells (human ileum), and *Xcl1*+ γδ T cells (murine ileum), suggesting greater similarity of porcine ileal non-naive γδ T cells to reference γδ Τ cell populations than observed for porcine ileal cytotoxic γδ T cells (Figs 2D and S15–S17). Non-naive CD8 αβ T cells had highest average predictions to CD8 αβ T cell types in reference datasets, as did non-naive group 1 ILCs to reference ILC types (Figs 2D and S15–S17). Though both non-naive and cytotoxic group 1 ILCs had the highest prediction to reference group 1 ILC types, activated group 1 ILCs had the highest prediction to porcine peripheral CD8α^+^ αβ T/NK cells and murine ileal ILC1s. In contrast, cytotoxic group 1 ILCs had the highest prediction to NK cells in the same reference datasets, delineating transcriptional distinctions between cytotoxic and non-naive group 1 ILCs that correspond better to different reference cell types (Figs 2D, S15, and S17).

#### SELL^hi^ γδ T cells

*SELL*^hi^ γδ T cells were a minor fraction of porcine ileal γδ T cells (91 cells total) that shared a node with cytotoxic and non-naive T/ILCs expressing effector/activation molecules, including *CCL5* and *ITGAE* (Fig 2B; Ling et al, 2007; Szabo et al, 2019a). *SELL*^hi^ γδ T cells nearly ubiquitously expressed *SELL* (encoding CD62L) and genes related to cytotoxicity (e.g., GZMA* and *GZMB*) but also some genes expressed by non-naive T/ILCs, such as *XCL1* (Fig 2B). *SELL*^hi^ γδ T cells expressed genes encoding innate receptors, including *FCER1G* and KLRG1*, but lacked expression of others, such as *KLRK1* (Fig 2B). Moreover, *SELL*^hi^ γδ T cells had significantly higher expression of genes encoding for adhesion molecules (e.g., *SELL*, *ITGB1*, and *ITGB7*) and the transcriptional regulator and γδ T cell fate determinator, *ID3* (Fig 2B and Table S8; Lauritsen et al, 2009). Five of the top eight enriched biological processes for *SELL*^hi^ γδ T cells (as determined by smallest *P*-values) included actin filament depolymerization (*GO:0030042*), positive regulation of actin filament polymerization (*GO:003038*), establishment or maintenance of cell polarity (*GO:0007163*), integrin-mediated signaling pathway (*GO:0007229*), and natural killer cell activation (*GO:0030101*), indicating a highly activated state potentially related to cell receptor engagement/signaling (Table S8). *SELL*^hi^ γδ T cells had the lowest average mapping scores of all cell types in comparison to each reference dataset (range of means 0.473–0.636; Figs 2C and S14), suggesting they were unique to the porcine ileum.

#### CD2^−^ γδ T cells

CD2^−^ γδ T cells (characterized as *TRDC*-expressing cells that lacked *CD2* expression; Fig 2B) are present in pigs but absent from humans and mice (Stepanova & Sinkora, 2013). Correspondingly, CD2^−^ γδ T cells had higher average mapping scores to porcine PBMCs (0.959) than to ileal cells from human (0.796) or mouse (0.832; Figs 2C and S14). Several lines of work support CD2^−^ γδ T cells as a cell lineage separate from CD2^+^ γδ T cells (Sinkora et al, 2005, 2007; Stepanova & Sinkora, 2013; Sedlak et al, 2014; Rodríguez-Gómez et al, 2019; Hammer et al, 2020), whereas others have suggested CD2^−^ γδ T cells are naive cells in pigs (Stepanova & Sinkora, 2012; Talker et al, 2013; Käser, 2021). We found that CD2^−^ γδ T cells were distantly related from all other annotated γδ T cells (all considered CD2^+^ γδ T cells; Fig 2B), which could suggest that CD2^−^ γδ T cells are a distinct cell lineage from CD2^+^ γδ T cells. 

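CD2− γδ T cells held more of the genes of circulating and naive T cells than other γδ T cells, and less of the effector genes. Of 5 naive T cell genes, 4 were higher and none was lower (4 and 1 when adjusted over the list alone) in CD2− than in other γδ T cells. CCR7, the receptor for homing to T cell zones, had a log2 fold change of 3.28 (standard error 0.28, adjusted p = 8.23e-05), and KLF2, a transcription factor that keeps T cells in circulation, of 3.06 (standard error 0.23, adjusted p = 3.86e-05). Of 7 cytotoxic effector genes, none was higher and 5 were lower (none and 5 when adjusted over the list alone), with GZMB at -2.44. Of 12 genes of helper and follicular T cells, 8 were higher and none was lower (9 and none when adjusted over the list alone). In the same comparison, 19 immediate early genes, which also respond to dissociation, were tested, and 11 were higher and none was lower (16 and none when adjusted over the list alone).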

Contrarily, CD2^−^ γδ T cells were most closely related to naive CD4/CD8 αβ T cells in the porcine ileum by hierarchical clustering (Fig 2B), which could suggest CD2^−^ γδ T cells are naive cells. Regardless of whether CD2^−^ γδ T cells represent a distinct cell lineage or naive cells, CD2^−^ γδ T cells had the highest average mapping scores to porcine PBMCs of all T/ILC types, indicating CD2^−^ γδ T cells to be the porcine ileal T/ILC type most similar to cells in the porcine periphery. 

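Ileal CD2− γδ T cells were marked against other γδ T cells by RHEX, a regulator of erythroid cells, and BLK, a kinase of B cell receptor signalling. RHEX had 1425 ± 22.6 CPM in CD2− and 9.83 ± 1.66 CPM in other γδ T cells (SD, n = 2 pigs), a log2 fold change of 7.18 (standard error 0.21, adjusted p = 1.21e-07). BLK had 5.36 (standard error 0.33, adjusted p = 9.79e-06), SAMSN1, an adaptor of lymphocyte signalling, 2.62 (standard error 0.16, adjusted p = 1.12e-05), and IL26, a cytokine of type 3 immunity on chromosome 5 of Sscrofa11.1 from 32568189 to 32583278, 3.82 (standard error 0.56, adjusted p = 0.00234). IL26 no longer passed without the CD2− γδ T sum of pig 1 (adjusted p = 0.146), without that of pig 2 (0.0650), or without the library labelled whole ileum pig 1 (0.0646). CD2 itself, on chromosome 4 of Sscrofa11.1 from 103963802 to 103976971, had -3.66 (standard error 0.19, adjusted p = 4.63e-06) and a UMI in 11.6% ± 2.56 (SD, n = 2 pigs) of CD2− and 84.7% ± 0.870 (SD, n = 2 pigs) of other γδ T cells. B cells had 8.31% at a median of 2247 UMIs against 2640 in CD2− and 2721 in other γδ T cells, a share that is not taken as a background. Thinned, the CD2 shares were 6.46%, 62.2%, and 4.58%. A low CD2 level was part of the rule that named CD2− γδ T clusters, so this difference was built in. All 4 genes of the CD2− γδ list were higher, over all genes and when adjusted over the list alone. The rule also used a score of CD2− γδ T cell markers, so this count was partly built in. From 179 and 235 CD2− cells, 304 genes were higher and 167 lower of 8135. With pig as a block, 644 genes were higher and 455 lower, and without the library labelled whole ileum pig 1, 136 were higher and 78 lower. The total was 150 without the CD2− γδ T sum of pig 1, 103 without the CD2− γδ T sum of pig 2, 310 without the other γδ T sum of pig 1 and 262 without the other γδ T sum of pig 2.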

Besides lacking *CD2* expression, ileal CD2^−^ γδ T cells had significantly elevated expression of *RHEX*, *BLK*, *SAMSN1*, and *IL26* (Fig 2B and Table S8), which were also highly expressed by CD2^−^ γδ T cells in the porcine periphery (Herrera-Uribe et al, 2021). CD2^−^ γδ T cells were predicted most similar to corresponding CD2^−^ γδ T cells in porcine peripheral blood and to γδ T/NK cells in human ileum, whereas in murine ileum, predictions were lowly distributed across multiple T/ILC subsets (Figs 2D and S15–S17). Thus, CD2^−^ γδ T cells can be found in both the ileum and periphery of pigs but do not have close counterparts in the human or murine ileum.

#### Naive CD4/CD8 αβ T cells

Naive CD4 and CD8 αβ T cells had significantly higher expression of genes related to cell circulation and a naive T cell phenotype, including *CCR7*, *S1PR1*, *LEF1*, and *KLF2* (Fig 2B and Table S8; Willinger et al, 2006; Sebzda et al, 2008; Skon et al, 2013; Cano-Gamez et al, 2020; Shan et al, 2021). 

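Naive αβ T cells were set against all other non-cycling αβ T cells of the ileum. They were marked by genes that keep T cells moving between blood and lymphoid tissue and by low levels of checkpoint receptor genes. KLF2, on chromosome 2 of Sscrofa11.1 from 61270733 to 61273037, had 278 ± 58.6 CPM in naive and 11.9 ± 1.01 CPM in other αβ T cells (SD, n = 2 pigs), a log2 fold change of 4.55 (standard error 0.18, adjusted p = 5.65e-07). CCR7 had 3.21 (standard error 0.13, adjusted p = 5.65e-07), the transcription factor LEF1 2.96 (standard error 0.14, adjusted p = 1.08e-06), and S1PR1, the receptor for exit from tissue, 2.75 (standard error 0.17, adjusted p = 7.92e-06). Of 5 naive T cell genes, 5 were higher and none was lower (5 and none when adjusted over the list alone), and of 10 recirculation genes, 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone). Naive clusters were named by a score of naive T cell markers, so higher naive genes were partly built in. All 7 checkpoint receptor genes were lower, also when adjusted over the list alone, with PDCD1 at -2.21 and CTLA4 at -2.14. GZMB had -1.71 and CXCR6, a chemokine receptor of resident T cells, -3.74. Of 10 heat shock genes, 6 were higher and none was lower (7 and 1 when adjusted over the list alone). In all, 639 genes were higher and 488 lower of 8803, from 437 and 361 naive cells. Taking pig as a block gave 1157 higher and 1021 lower genes, and without the library labelled whole ileum pig 1, 188 were higher and 114 lower. Leaving out 1 sum at a time, the total was 537 without the naive αβ T sum of pig 1.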

Of all T/ILCs, naive CD4/CD8 αβ T cells had the second-highest average mapping scores to porcine PBMCs (0.944; Figs 2C and S14), indicating naive CD4 and CD8 αβ T cells to be the porcine ileal T/ILC type second-best represented by cells in the porcine periphery, trailing only behind CD2^−^ γδ T cells. High mapping scores to human and murine ileum (means 0.921 and 0.917, respectively) were also noted, indicating good representation of naive CD4 and CD8 αβ T cells in the ileum of both human and mouse. Porcine ileal naive CD4/CD8 αβ T cells had the highest prediction to corresponding populations in reference datasets, including CD4 and CD8 αβ T cell populations derived from porcine PBMCs or human ileum and resting CD4 and CD8 T cells derived from murine ileum (Figs 2D and S15–S17).

#### Non-naive and follicular CD4 αβ T cells

Remaining non-naive/non-cycling CD4 αβ T cells in the porcine ileum included follicular and non-naive CD4 αβ T cells, which were most closely related to one another (Fig 2B). Non-naive CD4 αβ T cells did not share elevated expression of several genes highly expressed by other non-naive T/ILC types (e.g., *CCL5*, *ITGAE*, *CTSW*, *XCL1*, SLA-DRA*, *SLA-DQB1*, and *CCR9*) but instead had significantly elevated expression of genes associated with CD4 αβ T cell activation (e.g., *ICOS*, *CTLA4*, and *CD40LG*; Jaiswal et al, 1996; Linsley & Golstein, 1996; Hutloff et al, 1999; Miragaia et al, 2019; Cano-Gamez et al, 2020), which were also elevated in follicular CD4 αβ T cells (Fig 2B and Table S8). However, non-naive CD4 αβ T cells had higher expression of activation-associated genes *IFITM3* and *GPR183* (Clottu et al, 2017; Bedford et al, 2019; Szabo et al, 2019a) relative to follicular CD4 αβ T cells. 

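Non-naive CD4 αβ T cells had more GPR183, IFITM3, FOXP3, and IL12RB2 than follicular CD4 αβ T cells. Values are follicular over non-naive. GPR183, a receptor that guides lymphocytes to the edge of follicles, had a log2 fold change of -1.07 (standard error 0.16, adjusted p = 0.00398). IFITM3, an interferon-induced membrane protein, had -0.85 (standard error 0.22, adjusted p = 0.0376), and did not pass without the non-naive CD4 T sum of pig 2 (adjusted p = 0.128) or without the library labelled whole ileum pig 1 (0.191). FOXP3, the transcription factor of regulatory T cells, had -2.79 (standard error 0.34, adjusted p = 0.00139), and IL12RB2, a chain of the interleukin 12 receptor, -3.43 (standard error 0.46, adjusted p = 0.00250).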

Follicular CD4 αβ T cells were characterized by higher expression of *PDCD1*, *CXCR4*, *CD69*, and *LTB*, all genes highly expressed by follicle-associated T cells (Schaerli et al, 2000; Haynes et al, 2007; Shi et al, 2018), such as T follicular helper (T_FH_) or T follicular regulatory (T_FR_) cells (Fig 2B). 

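Follicular CD4 αβ T cells carried the receptors and transcription factors of T cells that help B cells in germinal centers. PDCD1, the checkpoint receptor PD-1 on chromosome 15 of Sscrofa11.1 from 140337353 to 140347493, had 546 ± 67.4 CPM in follicular and 135 ± 12.0 CPM in non-naive CD4 αβ T cells (SD, n = 2 pigs), a log2 fold change of 2.02 (standard error 0.14, adjusted p = 0.000126). CXCR4, a chemokine receptor, had 1.10 (standard error 0.10, adjusted p = 0.000446), the activation marker CD69 1.90 (standard error 0.12, adjusted p = 0.000108), and LTB, a cytokine that organizes lymphoid tissue, 2.23 (standard error 0.12, adjusted p = 7.26e-05). CXCR5, the receptor for homing to B cell follicles on chromosome 9 of Sscrofa11.1 from 46134243 to 46146638, rose by 2.68 on the log2 scale, CD200 by 3.84, and TOX2, a transcription factor of follicular helper T cells, by 2.74. ASCL2, a transcription factor that starts the follicular program, was at least 10.9-fold higher (floor of 3 counts over the group). Of 15 genes of helper and follicular T cells, 7 were higher and 2 were lower (7 and 2 when adjusted over the list alone). Clusters were named by scores of follicular and non-naive markers, and CXCR5 was among the markers used, so these rises were partly built in. ICOS, CD40LG, and CTLA4 had 0.18, 0.16, and -0.29 (adjusted p = 0.589, 0.539, and 0.240), and with pig as a block CTLA4 passed (adjusted p = 0.0279). FOS and other immediate early genes rose too (12 of 19 higher, 14 when adjusted over the list alone). In all, 352 genes were higher and 420 lower of 6883, from 893 and 699 follicular cells. The fit with pig as a block called 767 genes higher and 914 lower, and without the library labelled whole ileum pig 1, 128 were higher and 130 lower. Higher and lower genes together came to 389 without the non-naive CD4 T sum of pig 2.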

The top two enriched biological processes in follicular CD4 αβ T cells (smallest *P*-values) were related to B cell activation/humoral immunity, including humoral immune response mediated by circulating immunoglobulin (*GO:0002455*) and plasma cell differentiation (*GO:0002317*; Table S8). Follicular CD4 αβ T cells had lower mapping scores to porcine PBMCs (mean 0.733) than did non-naive CD4 αβ T cells (mean 0.880; Figs 2C and S15), indicating greater dissimilarity of follicular CD4 αβ T cells than non-naive CD4 αβ T cells to circulating cells in pigs. Porcine follicular CD4 αβ T cells had the highest prediction to T_FH_ cells in human ileum and activated CD4 T cells in murine ileum (Figs 2D, S16, and S17), further supporting an activated role associated with follicular helper/regulatory functions. Non-naive CD4 αβ T cells were largely predicted as activated CD4 T cells in murine ileum and more so as CD4 T than T_FH_ in human ileum (Figs 2D, S16, and S17), supporting an activated cell state.

#### Group 3 ILCs

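Group 3 ILCs were marked by the cytokines of type 3 immunity. IL22, a cytokine that acts on the epithelium, lies on chromosome 5 of Sscrofa11.1 from 32599522 to 32604507 and had 7870 ± 2381 CPM in group 3 and 2.84 ± 1.49 CPM in group 1 ILCs (SD, n = 2 pigs), a log2 fold change of 11.47 (standard error 0.41, adjusted p = 1.69e-07). CXCL8, a neutrophil chemokine, had 7.99 (standard error 0.34, adjusted p = 2.51e-07), and IL23R, the receptor chain for interleukin 23, rose by 7.79 on the log2 scale. IL17F was at least 294-fold higher, CSF2 at least 172-fold, and IL17A at least 165-fold (floor of 3 counts over the group). Of 17 genes given for group 3 ILCs, 17 were higher and none was lower (17 and none when adjusted over the list alone). The list holds genes that the paper named from these cells, so this count is not independent evidence. Of 15 cytokine and chemokine genes, 11 were higher and 3 were lower (11 and 4 when adjusted over the list alone). LTB rose by 7.21 and CD109, a surface protein, by 7.69 on the log2 scale. In all, 856 genes were higher and 579 lower of 7489, from 116 and 155 group 3 and 1050 and 1296 group 1 ILCs. Without the library labelled whole ileum pig 1, 472 genes were higher and 339 lower.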

Group 3 ILCs expressed many genes characteristic of type 3 immunity, including *IL22*, *RORC*, and *CXCL8* (Schaerli et al, 2000; Haynes et al, 2007; Shi et al, 2018; Qi et al, 2021) and were more closely related to non-cycling CD4 αβ and naive T cell subsets than to any type of group 1 ILC (Fig 2B). 

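CD3 chain genes were lower in group 3 than in group 1 ILCs. In group 3 over group 1 ILCs, CD3G, the γ chain, had a log2 fold change of -4.18 (standard error 0.20, adjusted p = 4.23e-07) and CD247, the ζ chain, of -2.56 (standard error 0.18, adjusted p = 8.21e-06). CD3D, the δ chain, had -3.93, and CD3E -2.01 (standard error 0.54, adjusted p = 0.0260). Levels of CD247 were 775 ± 10.2 CPM in group 1 and 131 ± 4.03 CPM in group 3 ILCs (SD, n = 2 pigs), and of CD3G 2112 ± 122 and 116 ± 3.68 CPM. All 4 CD3 complex genes were lower in group 3 ILCs, also when adjusted over the list alone. Most group 1 ILCs of the PP and non-PP libraries of pig 1 had a CD3E UMI, so T cells among them are not excluded. CD3E was also part of the rule that named ILC clusters.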

Though ILCs largely lacked expression of pan-T cell marker *CD3E*, group 1 ILCs still expressed other CD3 complex-associated genes, such as *CD3G* and *CD247* (encoding CD3γ and CD3ζ, respectively). In contrast, group 3 ILCs largely lacked expression of all aforementioned CD3 subunit-encoding genes and also had significantly higher expression of classical ILC gene markers, including *KIT*, *ID2*, *IL7R*, and *KLRB1* (Fig 2B and Table S8; Yokota et al, 1999; Yoshida et al, 1999; Boos et al, 2007; Satoh-Takayama et al, 2010; Spits et al, 2013), though these markers are already known to be variably expressed by intestinal group 1 ILCs based on species and regional location (Robinette et al, 2015; Simoni et al, 2017; Simoni & Newell, 2017; Van Acker et al, 2017; Meininger et al, 2020). 

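Genes for the survival, growth, and development of ILCs were higher in group 3 than in group 1 ILCs. IL7R, needed for survival on interleukin 7, had a log2 fold change of 6.82 (standard error 0.37, adjusted p = 1.12e-06). KLRB1, the C-type lectin CD161, had 3.99 (standard error 0.38, adjusted p = 5.08e-05), KIT, a growth factor receptor, 3.19 (standard error 0.20, adjusted p = 2.68e-06), and ID2, a transcription factor needed for ILC development, 1.53 (standard error 0.18, adjusted p = 0.000243). ID2 was also abundant in group 1 ILCs, at 1137 ± 79.2 CPM against 3293 ± 499 CPM in group 3 (SD, n = 2 pigs). Of the granule genes, GNLY had -5.57 and 5 of 6 were lower in group 3 (5 when adjusted over the list alone).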

Group 3 ILCs mapped best to cells of murine ileum (mean mapping score 0.979) and were predicted most similar to corresponding group 3 ILC populations of ILC3s or lymphoid tissue inducer (LTi) cells (Figs 2C and D and S17). In contrast, group 3 ILCs did not have as close a counterpart in porcine PBMCs or human ileum, as indicated by lower average mapping scores (0.632 and 0.754, respectively) and prediction most similar to CD4 αβ T cells or activated T cells, respectively (Figs 2C and D, S15, and S16).

### Defining the porcine ileal immune landscape: B cells and antibody-secreting cells (ASCs)

B lineage lymphocytes were annotated as ASCs, B cells transitioning into ASCs (referred to as transitioning B cells), and three additional populations of B cells, including resting, cycling, and activated B cells (Figs 3A and S9F).

**Figure 3.**
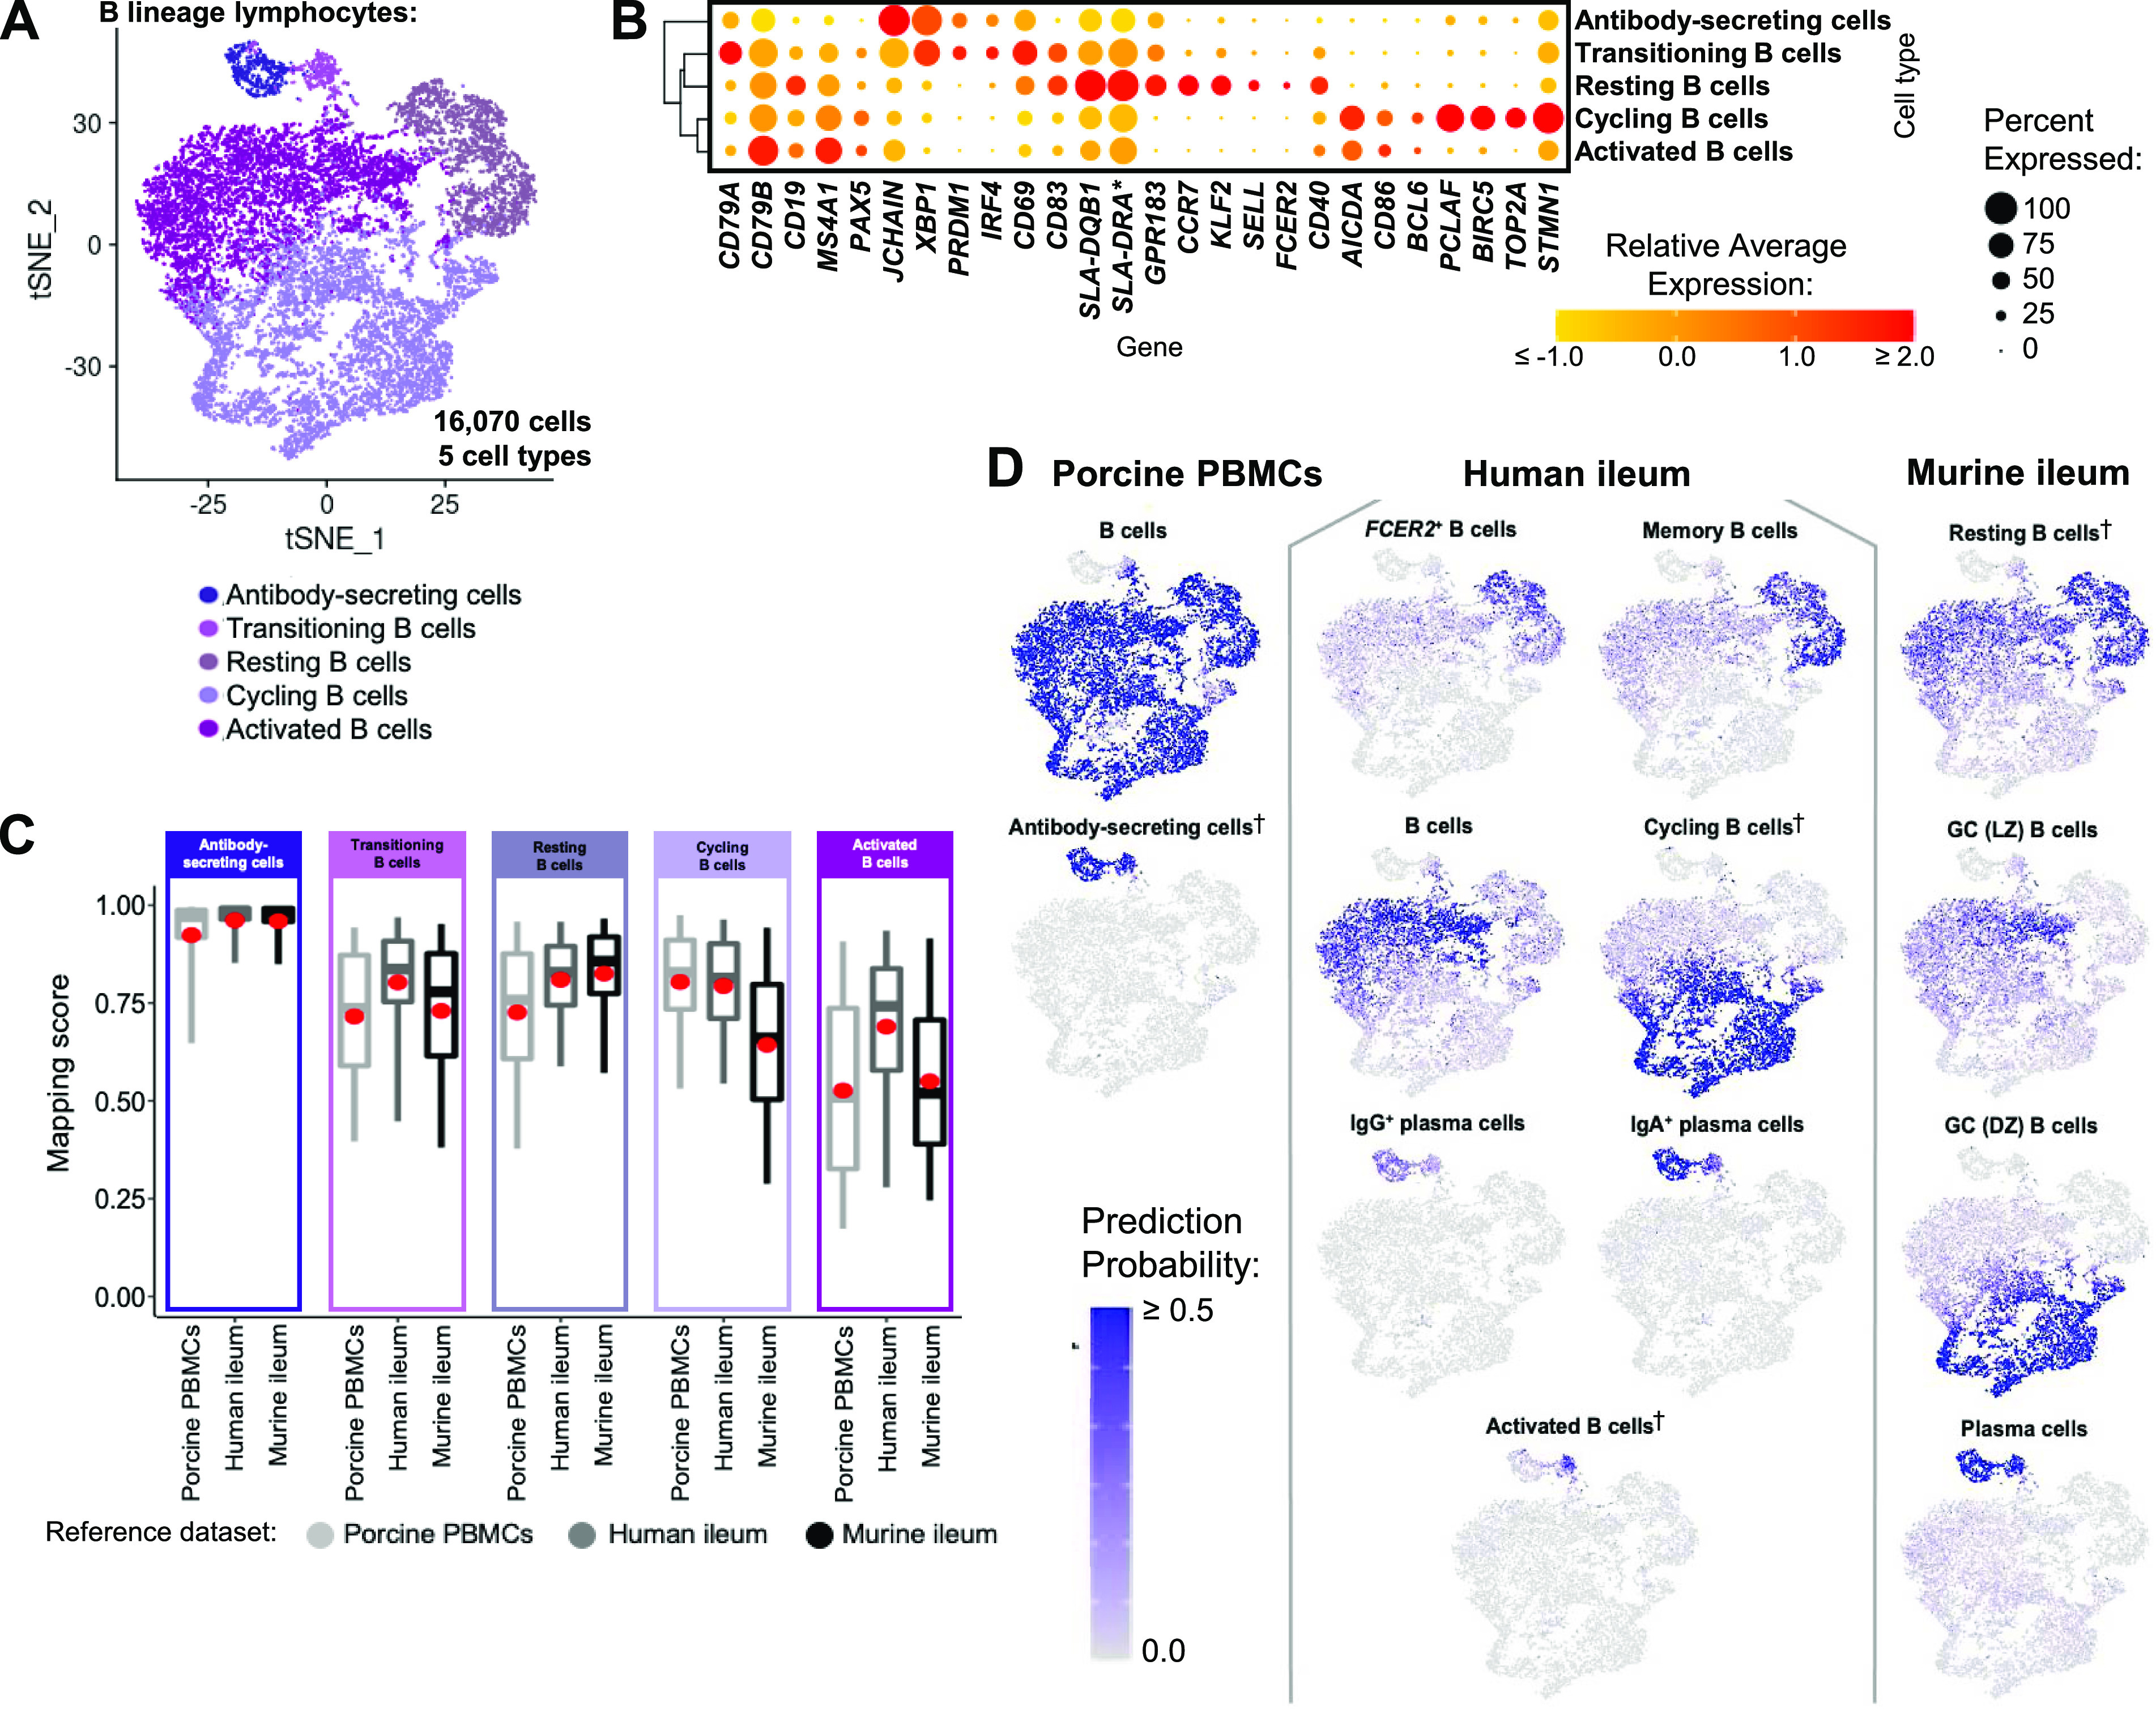
scRNA-seq profiles of B lineage lymphocytes in the porcine ileum. **(A)** Two-dimensional t-SNE visualization of 16,070 cells recovered from the porcine ileum via scRNA-seq that were classified as B lineage lymphocytes in Figs 1C and S4B and further annotated into five cell types in Figs 1D and S9. Each point represents a single cell; the color of each point indicates cell types shown in Fig 1D. **(B)** Hierarchical relationship of B lineage lymphocyte cell types from the porcine ileum shown in a dendrogram (left), and expression patterns of selected genes within each cell type shown in a dot plot (right). In the dot plot, selected genes are listed on the x-axis, and cell types are listed on the y-axis. Within the dot plot, size of a dot corresponds to the percentage of cells expressing a gene within an annotated cell type; color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell type relative to all other cells in the dataset shown in (A). **(C)** Box plots of the distribution of mapping scores for B lineage lymphocyte cell types from the porcine ileum mapped to each reference scRNA-seq dataset. Results for a single cell type are located within a single box, with color of the box corresponding to colors used for cell types in (A). The color of each box in a plot corresponds to the reference dataset porcine ileal cells were mapped to, including porcine PBMCs (light gray), human ileum (medium gray), and murine ileum (black). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. **(D)** Prediction probabilities for porcine-ileum scRNA-seq query data from label transfer of selected annotated B/antibody-secreting cell types in reference scRNA-seq datasets of porcine PBMCs (left), human ileum (middle), and murine ileum (right) overlaid onto two-dimensional t-SNE visualization shown in (A). Each point represents a single cell; the color of each point indicates prediction probability to a corresponding cell type from reference data, as indicated directly above each t-SNE plot. A higher prediction probability indicates higher similarity to a specified annotated cell type in a reference scRNA-seq dataset. scRNA-seq data shown in (A, B, C, D) were derived from ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. † Identical cell type annotations were given to cells in both porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: DZ, dark zone; GC, germinal center; IQR, interquartile range; LZ, light zone; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

#### ASCs

ASCs were most distantly related from other B cell types by hierarchical clustering and had significantly lower expression of several canonical B cell genes, including *CD19*, *CD79A*, *CD79B*, *MS4A1*, and *PAX5* (Fig 3B and Table S9; Herrera-Uribe et al, 2021; Lee et al, 2021). 

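ASCs were set against all other B lineage cells. They had less of most pan-B and MHC class II genes and of the cell cycle genes. Of 5 pan-B genes, 1 was higher and 4 were lower (1 and 4 when adjusted over the list alone) in ASCs. PAX5, the transcription factor that keeps B cell identity, had a log2 fold change of -2.58 (standard error 0.16, adjusted p = 8.65e-06). MS4A1, the surface protein CD20 on chromosome 2 of Sscrofa11.1 from 11216238 to 11229060, had -1.85 (standard error 0.11, adjusted p = 7.73e-06) and CD79B, a signalling chain of the B cell receptor, -1.12 (standard error 0.11, adjusted p = 0.000109). CD79A, its partner chain on chromosome 6 of Sscrofa11.1 from 49996116 to 49999294, was higher in ASCs, at 1.46 (standard error 0.11, adjusted p = 2.67e-05). Of 8 MHC class II genes, none was higher and 7 were lower (none and 8 when adjusted over the list alone), and their regulator CIITA had -2.05. All 4 cell cycle genes were lower, also when adjusted over the list alone.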

Genes known to be expressed by porcine peripheral ASCs (e.g., *JCHAIN*, *XBP1*, *IRF4*, and *PRDM1*; Herrera-Uribe et al, 2021) had elevated expression in ileal ASCs as well. 

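JCHAIN and other antibody secretion genes rose in ASCs. JCHAIN, which joins IgA and IgM into polymers, lies on chromosome 8 of Sscrofa11.1 from 67439405 to 67448628 and had a log2 fold change of 8.83 (standard error 0.22, adjusted p = 9.58e-08). XBP1, the transcription factor of the secretory apparatus on chromosome 14 of Sscrofa11.1 from 46011239 to 46016526, had 4.19 (standard error 0.12, adjusted p = 1.45e-07), IRF4 3.56 (standard error 0.14, adjusted p = 8.08e-07), and PRDM1, which ends the B cell program, 5.22 (standard error 0.27, adjusted p = 3.18e-06). TNFRSF17, the survival receptor BCMA, had 8.98 (standard error 0.26, adjusted p = 1.49e-07). MZB1, a chaperone of antibody assembly, rose by 4.46 and the plasma cell proteoglycan SDC1 by 6.33 on the log2 scale. The gut homing receptors ITGB7 and CCR9 rose by 3.93 and 2.69. All 7 antibody secretion genes were higher, also when adjusted over the list alone. ASC clusters were named by a score of antibody-secreting cell markers, so this count was partly built in. T cell genes were found in the ASC sums too: of 4 CD3 complex genes, 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone), and 6 of 6 cytotoxic effector genes were higher (6 when adjusted over the list alone). In all, 1895 genes were higher and 1971 lower of 10202, from 283 and 412 ASCs.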

The top two enriched biological processes in ASCs relative to other B cells were related to B cell activation (positive regulation of B cell activation [*GO:0050871*]) and protein production, such as required for producing antibodies (positive regulation of protein exit from the endoplasmic reticulum [*GO:0070863*]; Table S9). ASCs were well-represented by all reference datasets, as indicated by high mapping scores (means ≥ 0.927; Figs 3C and S18) and were almost unanimously predicted as ASC/plasma cell types from all reference datasets (Figs 3D and S19–S21).

Table S9 Differential gene expression and biological process enrichment results in porcine ileal B/ASCs.

**Figure S18.**
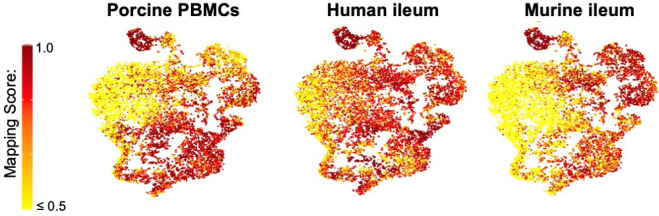
Overlay of mapping scores onto t-SNE reduction of B lineage lymphocytes from porcine-ileum scRNA-seq data. Mapping scores from mapping of porcine-ileum scRNA-seq query data to reference scRNA-seq datasets of porcine PBMCs (left), human ileum (center), and murine ileum (right). Mapping scores are the same as shown in Fig S11 but are now shown only for B lineage lymphocytes overlaid onto two-dimensional t-SNE visualization of porcine-ileum scRNA-seq data shown in Fig 3A. Each point represents a single cell; the color of each point indicates mapping score to a corresponding reference dataset. Higher mapping scores indicate better representation of a cell from the porcine ileum in a specified reference dataset. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. Abbreviations: PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure S19.**
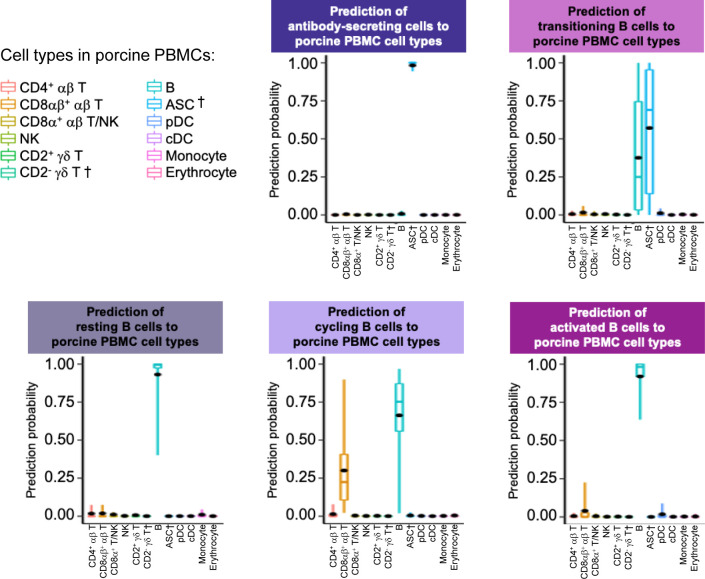
Prediction of porcine ileal B lineage lymphocytes to annotated cell types in porcine PBMCs. Box plots of the distribution of prediction probabilities (y-axes) for B lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a porcine PBMC scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: ASC, antibody-secreting cell; cDC, conventional dendritic cell; IQR, interquartile range; NK, natural killer; PBMC, peripheral blood mononuclear cell; pDC, plasmacytoid dendritic cell; scRNA-seq, single-cell RNA sequencing.

**Figure S20.**
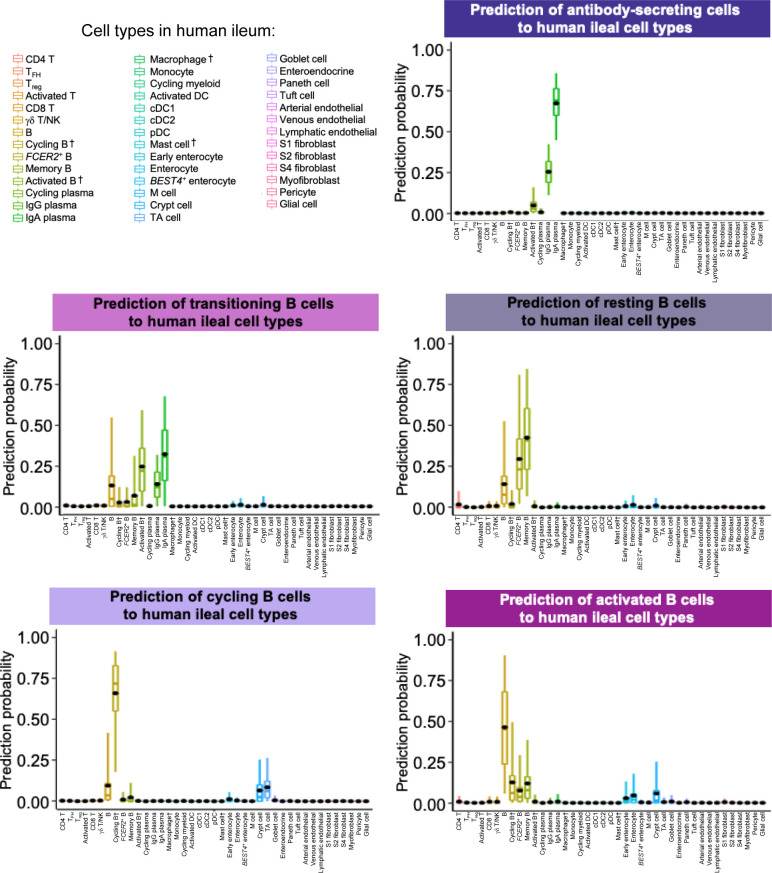
Prediction of porcine ileal B lineage lymphocytes to annotated cell types in the human ileum. Box plots of the distribution of prediction probabilities (y-axes) for B lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a human-ileum scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: cDC, convnentional dendritic cell; DC, dendritic cell; IQR, interquartile range; pDC, plasmacytoid dendritic cell; NK, natural killer; scRNA-seq, single-cell RNA sequencing; TA, transit amplifying; T_FH_, T follicular helper; T_reg_, T regulatory.

**Figure S21.**
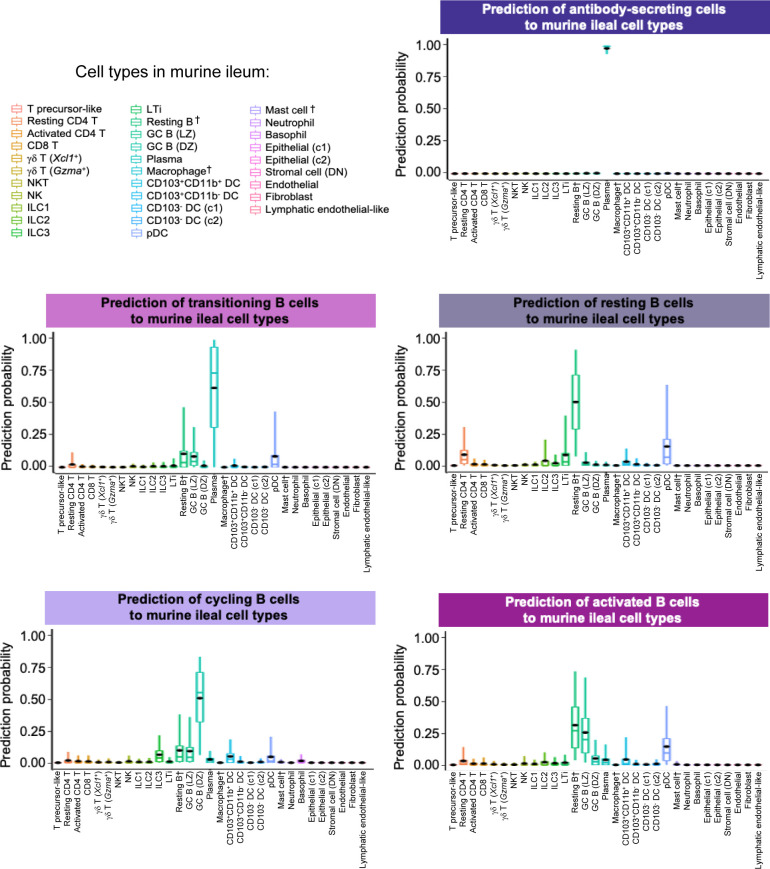
Prediction of porcine ileal B lineage lymphocytes to annotated cell types in the murine ileum. Box plots of the distribution of prediction probabilities (y-axes) for B lineage lymphocyte cell types from the porcine ileum (represented by individual box plots) with labels transferred to annotated cell types of a murine-ileum scRNA-seq reference dataset (x-axes and box plot color). Boxes span the interquartile range (IQR) of the data (25^th^ and 75^th^ percentiles), with the median (50^th^ percentile) indicated by a horizontal line. Whiskers span the 5^th^ and 95^th^ percentiles of the data. A red dot represents the data mean. Query scRNA-seq data were derived from the ileum of two 7-wk-old pigs. † Identical cell type annotations were given to cells in both the porcine ileum and a reference scRNA-seq dataset. Cell type annotations were given to each dataset by independent rationales, and identical annotations do not necessarily indicate identical cell types were recovered from both porcine-ileum and reference data. Abbreviations: c1, cluster 1; c2, cluster 2; DC, dendritic cell; DN, double-negative; DZ, dark zone; GC, germinal center; ILC, innate lymphoid cell; IQR, interquartile range; LTi, lymphoid tissue inducer; LZ, light zone; pDC, plasmacytoid dendritic cell; NK, natural killer; NKT, natural killer T; scRNA-seq, single-cell RNA sequencing; TA, transit amplifying; T_FH_, T follicular helper; T_reg_, T regulatory.

#### Transitioning B cells

Similar to ASCs, transitioning B cells had high expression of genes characteristic of porcine ASCs, including *JCHAIN*, *XBP1*, *IRF4*, and *PRDM1*, and were enriched for biological processes supporting antibody production, including the top three enriched processes of posttranslational protein targeting to endoplasmic reticulum membrane (*GO:0006620*), protein N-linked glycosylation (*GO:0006487*), and glycoprotein catabolic process (*GO:0006516*; Fig 3B and Table S9). Porcine ileal ASCs had highest average prediction to ASC/plasma cell types in reference datasets; however, prediction scores to ASC/plasma cell types for transitioning B cells were lower than those observed in ASCs, and transitioning B cells also had high prediction to activated B cells in human ileum (Figs 3D and S19–S21). Transitioning B cells had lower average mapping scores to all reference datasets than did ASCs (means ≥ 0.718; Figs 3C and S18), indicating poorer representation by the reference data. In contrast to ASCs, transitioning B cells had greater expression of canonical B cell genes (e.g., *CD19*, *CD79A*, *CD79B*, *MS4A1*, and *PAX5*) and higher expression of several markers of early B cell activation, including *CD69*, *CD83*, *SLA-DQB1*, and SLA-DRA* (Fig 3B; Van der Stede et al, 2005; Breloer et al, 2007; Prazma et al, 2007; Ashouri & Weiss, 2017; Rahe & Murtaugh, 2017), supporting functional inference that cells were a subset of more recently activated B cells transitioning to produce and secrete antibody.

#### Resting B cells

Remaining B cell types (resting, cycling, and activated B cells) all had greater expression of B cell canonical genes (e.g., *CD19*, *CD79A*, *CD79B*, *MS4A1*, and *PAX5*) than did ASCs and lesser expression of aforementioned genes expressed by both ASCs and transitioning B cells (e.g., *JCHAIN*, *XBP1*, *IRF4*, and *PRDM1*; Fig 3B). 

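Resting B cells, set against activated B cells, had less of the genes of germinal center B cells. BCL6, the transcription factor of germinal centers, lies on chromosome 13 of Sscrofa11.1 from 125377247 to 125401328 and had 31.6 ± 8.39 CPM in resting and 75.2 ± 3.77 CPM in activated B cells (SD, n = 2 pigs), a log2 fold change of -1.24 (standard error 0.17, adjusted p = 0.00123). CD86, a costimulator of T cells, had -0.93 (standard error 0.10, adjusted p = 0.000467). All 3 genes of the activated B list were lower, also when adjusted over the list alone. Resting and activated clusters were named by scores of markers of these states, so this count was partly built in.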

Resting B cells were most closely related to transitioning B cells in porcine ileum but, unlike remaining cycling/activated B cell subsets, lacked expression of several genes associated with activation and/or germinal centers, including *AICDA*, *BCL6*, and *CD86* (Engel et al, 1994; Allman et al, 1996; Muramatsu et al, 1999; Lee et al, 2021), indicating cells in a resting state (Fig 3B). Resting B cells had increased expression of genes characteristic of cell circulation and naive/memory B cells, including *KLF2*, *SELL* (CD62L), *CCR7*, *FCER2* (CD23), and *CD40* (Fig 3B; Waldschmidt et al, 1988; Förster et al, 1999; Bhattacharya et al, 2007; Winkelmann et al, 2011; Rahe & Murtaugh, 2017; Zhang et al, 2021a; Lee et al, 2021); however, it remained indiscriminate as to whether resting B cells were naive, memory, or a combination of both as many of the same genes are expressed by both naive and memory B cell subsets. In comparison to reference datasets, resting B cells were mostly predicted as memory B cell types (memory or *FCER2*^*+*^ B cells) in human ileum and as resting B cells in murine ileum (Figs 3D, S20, and S21).

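CCR7, KLF2, and S1PR1 were among the genes higher in resting than in activated B cells. CCR7, the receptor for homing to lymphoid tissue on chromosome 12 of Sscrofa11.1 from 21857286 to 21869211, had 430.5 ± 12.0 CPM in resting and 4.55 ± 1.43 CPM in activated B cells (SD, n = 2 pigs), a log2 fold change of 6.59 (standard error 0.20, adjusted p = 4.03e-06). KLF2 had 5.52 (standard error 0.21, adjusted p = 6.33e-06), FCER2, the IgE receptor CD23, 4.46 (standard error 0.32, adjusted p = 6.26e-05), and CD40, the receptor for T cell help, 1.08 (standard error 0.11, adjusted p = 0.000280). S1PR1 rose by 4.15 on the log2 scale. All 5 resting B genes and all 4 genes given for transitioning B cells were higher, also when adjusted over each list alone. Resting clusters were named by a score of resting B cell markers, so the count of resting B genes was partly built in. Of 21 interferon-stimulated genes, 20 were higher and none was lower (20 and none when adjusted over the list alone), with ISG15 at 2.08 and MX1 at 1.97. CD74 rose by 1.19, and of 8 MHC class II genes, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone). FOS rose by 2.60, and of 20 immediate early genes, 17 were higher and none was lower (18 and none when adjusted over the list alone). In all, 1733 genes were higher and 1468 lower of 9175, from 1857 and 1650 resting and 1986 and 3173 activated cells. Without the library labelled whole ileum pig 1, 1183 genes were higher and 892 lower.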

#### Activated and cycling B cells

The remaining two B cell types in porcine ileum included cycling and activated B cells, which were most closely related to one another in Fig 3B. Both cell types had high expression of genes related to B cell activation and/or germinal center–associated responses (e.g., *AICDA*, *BCL6*, and *CD86*; Ye et al, 1997; Muramatsu et al, 1999; Victora et al, 2010), but cycling B cells also had characteristics of cellular replication/division, including elevated expression of *PCLAF*, *BIRC5*, *TOP2A*, and *STMN1* (Dabydeen et al, 2019; Giotti et al, 2019) and enrichment of biological processes such as nucleosome organization (*GO:0034728*), centriole–centriole cohesion (*GO:0010457*), and mitotic spindle organization (*GO:0007052*; Fig 3B and Table S9). 

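Cycling B cells, set against non-cycling B cells, had more of the genes of division and less CCR7 and KLF2. Their clusters were named by the detection of cycling markers, so higher cell cycle genes were built in. TOP2A had 520.2 ± 41.3 CPM in cycling and 25.6 ± 9.72 CPM in non-cycling B cells (SD, n = 2 pigs), a log2 fold change of 4.34 (standard error 0.27, adjusted p = 0.000297). PCLAF had 3.52 (standard error 0.12, adjusted p = 8.24e-05), STMN1 2.17 (standard error 0.094, adjusted p = 0.000104), and BIRC5 2.08 (standard error 0.09, adjusted p = 0.000104). BCL6 had 0.68 (standard error 0.089, adjusted p = 0.00340), while CD86 did not differ beyond its error, at 0.02 (adjusted p = 0.906), and its sign changed in 3 of the alternatives. The circulation genes CCR7 and KLF2 had -5.53 and -5.30. CD74 had -1.19. Of 22 interferon-stimulated genes, 1 was higher and 17 were lower (1 and 19 when adjusted over the list alone), with ISG15 at -2.29. In all, 1647 genes were higher and 1574 lower of 10147, from 2558 and 3746 cycling cells. The fit with pig as a block called 2799 genes higher and 2966 lower, and without the library labelled whole ileum pig 1, 1072 were higher and 952 lower. Higher and lower genes together came to 2102 without the cycling B sum of pig 1 and 1763 without the cycling B sum of pig 2.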

Porcine ileal cycling B cells had the highest prediction to cycling B cells in human ileum and germinal center dark zone (GC DZ) B cells in murine ileum, whereas activated B cells instead had highest the prediction to cells labeled as B cells in the human ileum and germinal center light zone (GC LZ) or resting B cells in murine ileum (Figs 3D, S20, and S21). A subset of cycling B cells had higher prediction scores to porcine peripheral T/ILC lineage lymphocytes and were more specifically predicted to be CD8αβ^+^ αβ T cells (Fig S19). Of all B/ASC types, porcine ileal activated B cells had the lowest average mapping scores to all reference datasets (range of means 0.530–0.692), suggesting lack of a similar cell population in porcine circulation and human or murine ileum (Figs 3C and S18).

### B lineage and cycling lymphocytes enriched in the ileum containing Peyer’s patches

Because Peyer’s patches are niches of GALT with specialized cellular functions different from those performed by cells in the lamina propria or epithelium, we assessed the impact of inclusion versus exclusion of Peyer’s patches on cellular compositions recovered from the porcine ileum. As already shown in Figs 1A and S1B, ileal tissue was dissected into sections with Peyer’s patches (PP), without Peyer’s patches (non-PP), and a whole cross section of ileum (whole ileum) for cell isolation and scRNA-seq. At pseudo-bulk RNA-seq rather than scRNA-seq resolution, overall gene expression profiles of PP and the whole ileum were distinct from non-PP samples both before and after data quality control/filtering (Fig S22A). 

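Summed over all kept cells, PP libraries held more B cell and cell cycle transcripts than non-PP libraries and less of the T cell and effector transcripts. All 5 pan-B genes, 8 MHC class II genes, and 4 cell cycle genes were higher in PP, also when adjusted over each list alone. MS4A1 rose by 5.27 on the log2 scale. Of 4 CD3 complex genes, none was higher and 4 were lower (none and 4 when adjusted over the list alone), and of 7 cytotoxic effector genes, none was higher and 6 were lower (none and 7 when adjusted over the list alone). Of 10 tissue residence genes, none was higher and 7 were lower (1 and 8 when adjusted over the list alone). Of 12 epithelial and 8 myeloid genes none passed, of 9 stromal genes 1 was higher (none when adjusted over the list alone), and of 5 red cell and platelet genes, none was higher and 2 were lower (none and 4 when adjusted over the list alone). On the 500 most variable genes of each pair, the leading log2 fold change between libraries was 3.60 to 4.61 for PP against non-PP, 3.07 to 4.31 for whole ileum against non-PP, and 1.54 to 2.67 for whole ileum against PP. The 2 PP libraries lay 2.92 apart and the 2 non-PP libraries 3.13. The first dimension of the scaling plot, with 58.3% of the spread, put both non-PP libraries on one side and the other 4 on the other. In a fit of the 6 libraries, 1373 genes were higher in PP and 914 lower of 12342. The total was 433 without the PP library of pig 1, 158 without the PP library of pig 2, 1034 without the non-PP library of pig 1 and 1383 without the non-PP library of pig 2.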

Analysis at single-cell resolution revealed similar results, whereby cell type proportions and overall cell numbers in whole ileum samples more closely resembled PP than non-PP samples (Figs 4A and S22B and C). 

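The 2 whole ileum libraries differed in their shares of B and T/ILC lineage cells. That of pig 2 had 70.0% B lineage and 26.7% T/ILC lineage cells, and the library labelled whole ileum pig 1 had 43.1% and 53.0%.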

At the cell lineage level, whole ileum and PP samples were composed primarily of B lineage lymphocytes (59.12% and 63.89%, respectively), followed by T/ILC lineage lymphocytes (38.13% and 33.17%, respectively; Fig 4B). In contrast, most cells from non-PP samples were T/ILC lineage lymphocytes (82.07%), and only 11.45% were B lineage lymphocytes (Fig 4B).

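B lineage cells made up 63.3% ± 0.297 (SD, n = 2 pigs) of cells in PP and 56.5% ± 19.0 in the whole ileum. T/ILC lineage cells made up 32.9% ± 1.82 and 39.8% ± 18.6. Pooled over the cells of each region, B lineage cells were 63.3% of PP and 58.4% of whole ileum cells, and T/ILC lineage cells 32.8% and 38.0%.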

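Without Peyer's patches, T/ILC lineage cells prevailed and few B cells were left. T/ILC lineage cells were 87.7% of cells in the non-PP library of pig 1 (95% Wilson interval 86.6 to 88.7%) and 91.6% in that of pig 2 (90.6 to 92.4%). B lineage cells were 3.84% (3.27 to 4.50%) and 3.14% (2.62 to 3.76%). PP exceeded non-PP in the B lineage share by 59.8 percentage points, far more than the spread between pigs (exact two-sided permutation test, p = 0.33, the smallest that 2 against 2 allow). A tally by marker UMIs alone, chosen after these shares were seen, took cells with at least 2 pan-B or JCHAIN UMIs and no CD3 UMI as B cells, and called 0.529% and 0.606% of non-PP and 27.2% and 23.9% of PP cells.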

**Figure S22.**
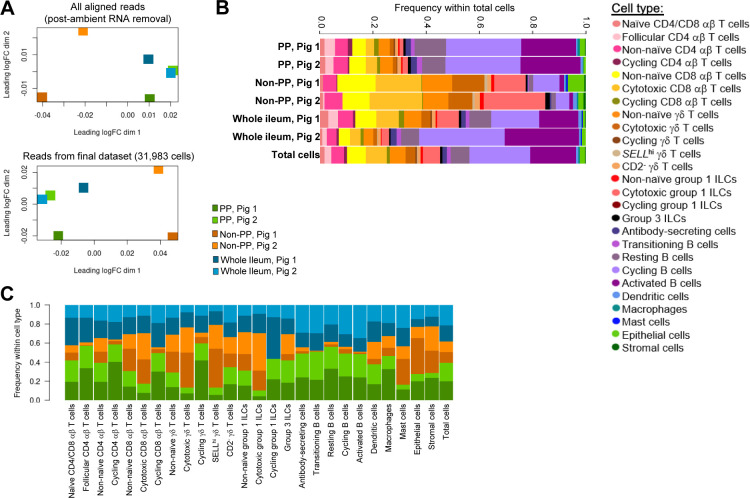
Comparison of sample types from scRNA-seq of the porcine ileum. **(A)** Multidimensional scaling (MDS) plot of pseudobulk samples from six porcine ileal samples subjected to scRNA-seq. Pseudobulk samples are comprised of the cumulative gene counts from all reads/cells of each sample before quality control filtering (top) and in the final filtered dataset (bottom). **(B)** Stacked bar plot of annotated cell type frequencies (x-axis) within each porcine-ileal sample and total cells (y-axis) subjected to scRNA-seq. Bar size is indicative of total frequency (1) within each sample and is not indicative of the number of cells in each sample. **(C)** Stacked bar plot of sample frequencies (y-axis) within each annotated porcine ileal cell type and total cells (x-axis) recovered via scRNA-seq. Bar size is indicative of total frequency (1) within each cell type and is not indicative of the number of cells in each cell type. scRNA-seq data shown in (A, B, C) were derived from the ileum of two 7-wk-old pigs. Abbreviations: dim, dimension; ILC, innate lymphoid cell; logFC, log fold-change; MDS, multidimensional scaling; PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing.

**Figure 4.**
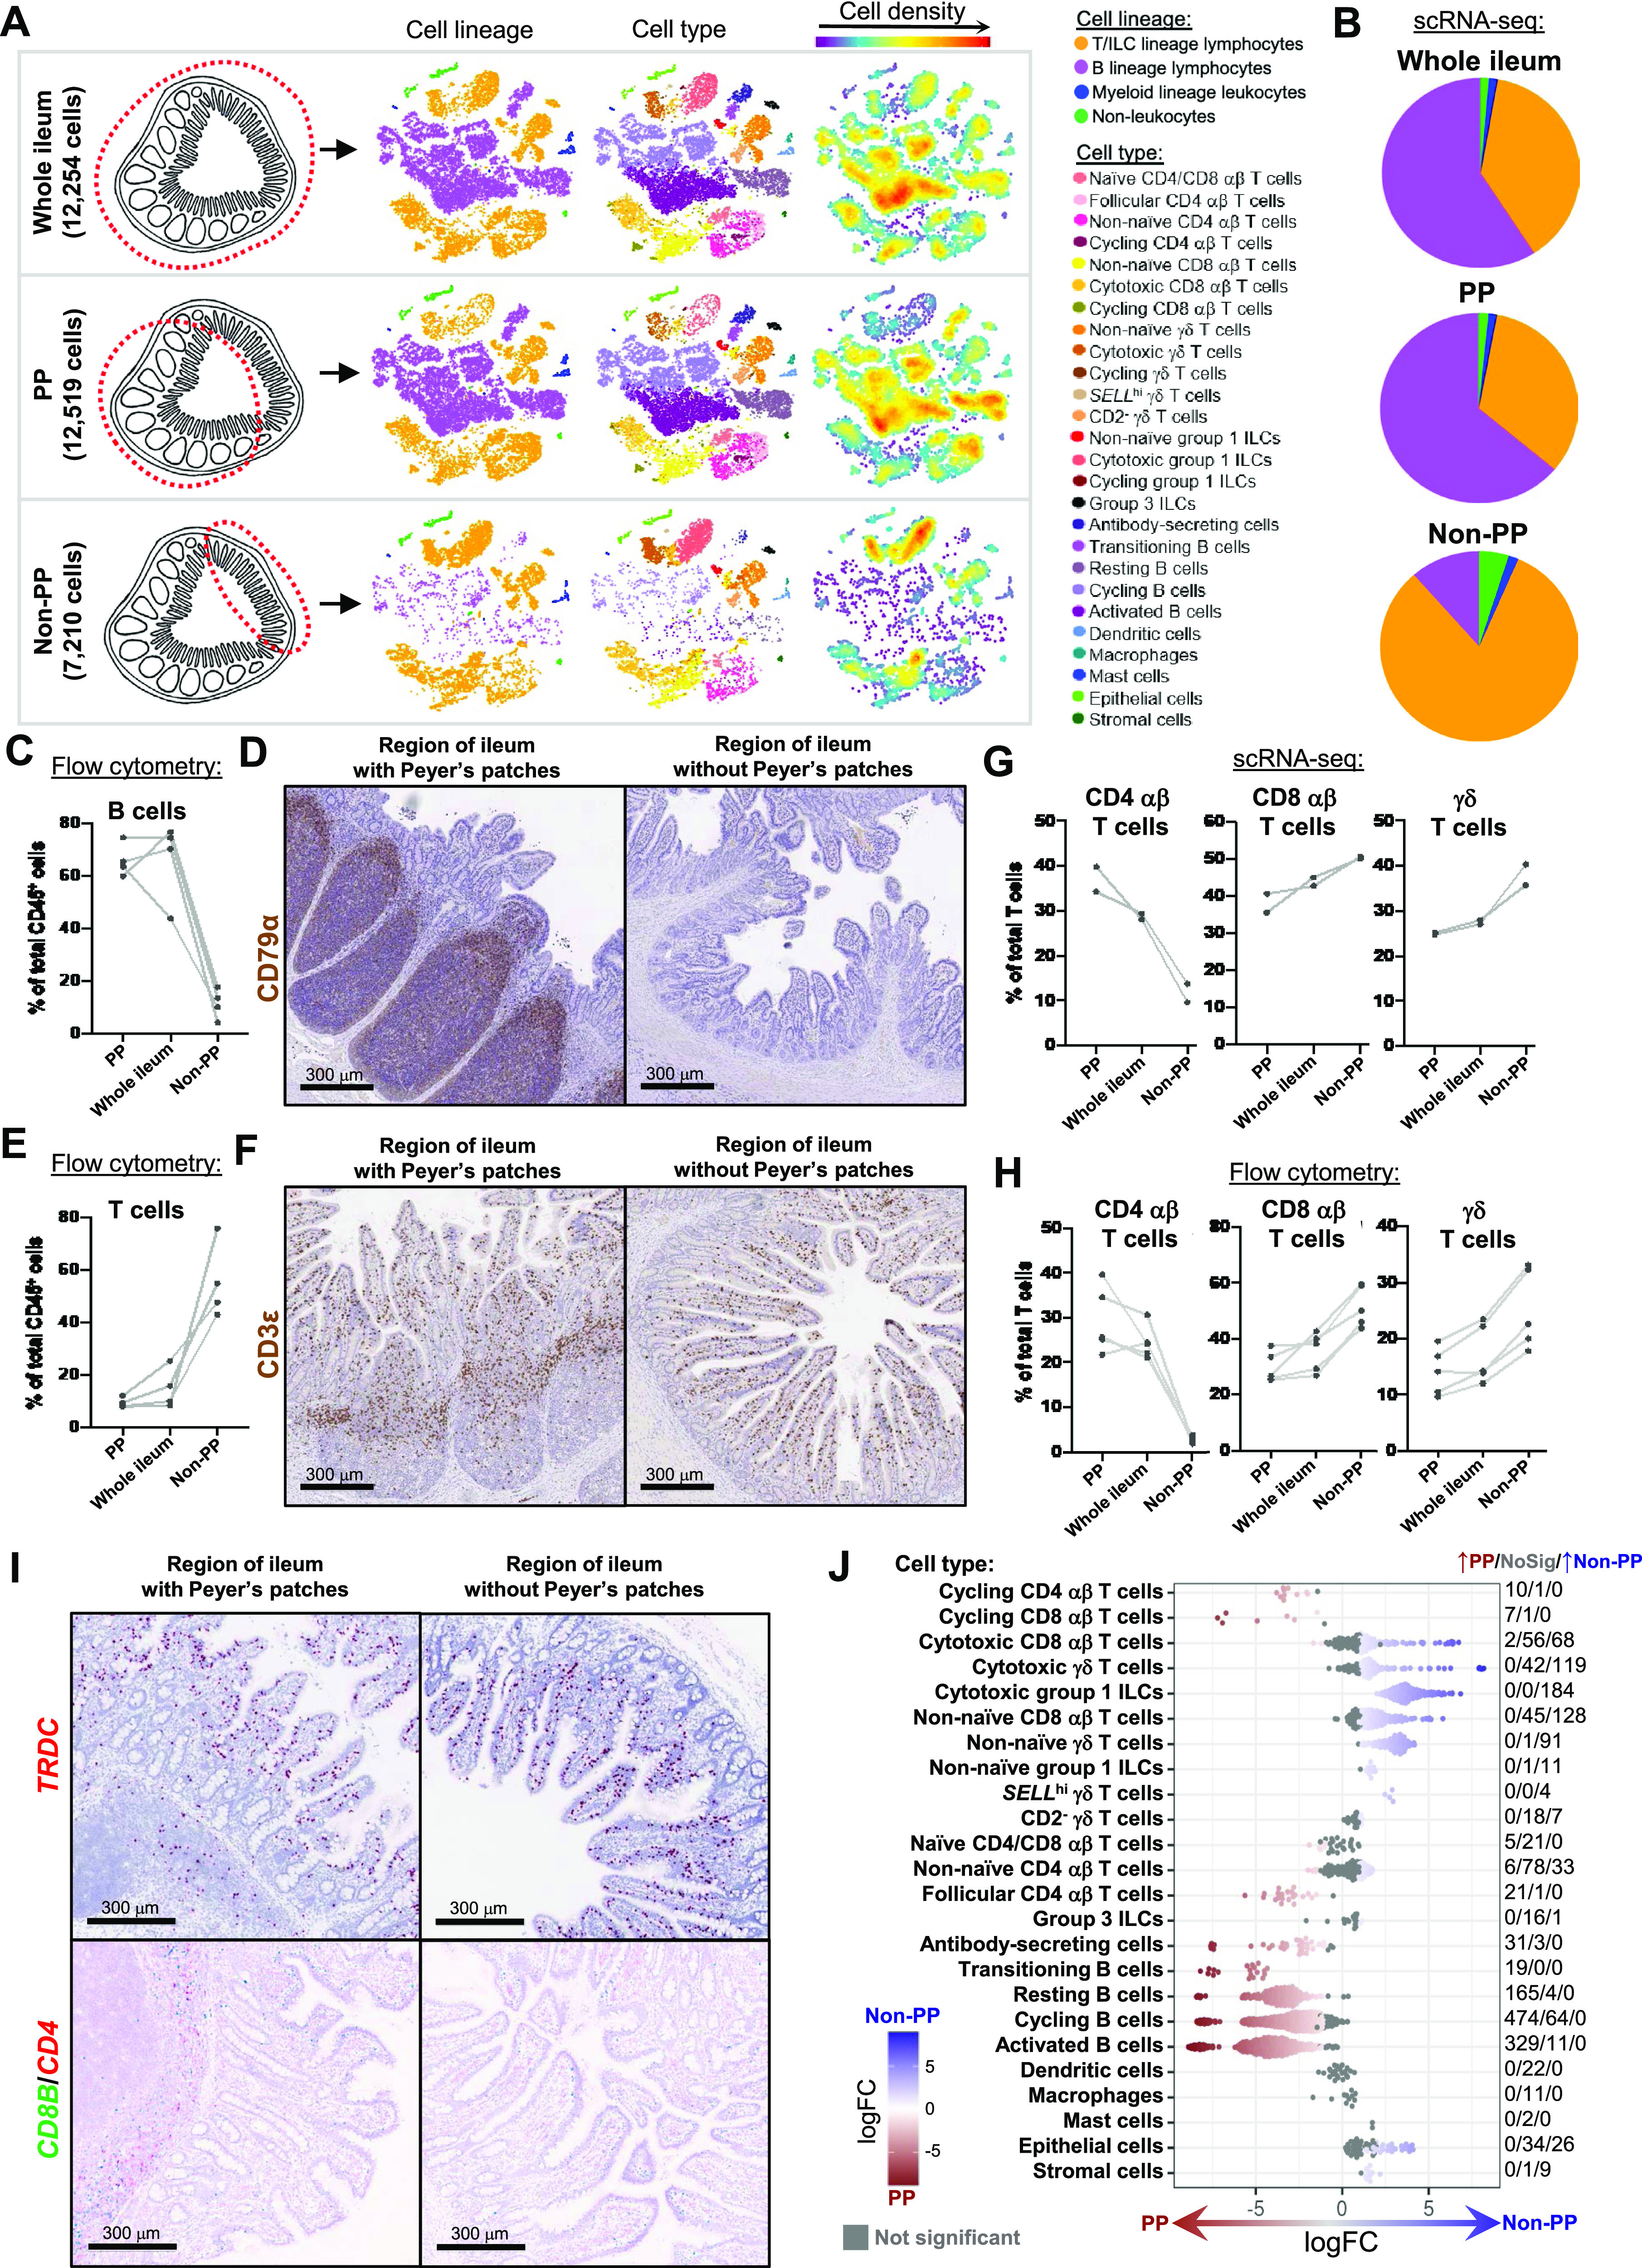
Compositional differences in lymphocytes from the ileum with or without Peyer’s patches. **(A)** Cell compositions of scRNA-seq data from the whole ileum (top), PP (middle), and non-PP (bottom) samples. Cells from each sample type (depicted on the far left) were combined from a total of two animals and overlaid onto t-SNE coordinates originally presented in Fig 1B–D. The total numbers of cells derived from the total of two animals for each sample type are listed on the far left. On the t-SNE plots, each point represents a single cell; the color of each point corresponds to cell lineage (left t-SNE), cell type (center t-SNE), or cell density (right t-SNE). **(B)** Pie charts showing proportions of cells from each annotated cell lineage within total cells derived from each sample type in (A). The color of a pie slice indicates cell lineage. The total area of each pie chart is not proportional to the total number of cells derived from each sample type. Proportions were calculated from total cells derived from two pigs for each sample type. **(C)** Plot of the percentage of B cells (CD79α^+^) within total leukocytes (CD45^+^; y-axis) from samples of the whole ileum, PP, and non-PP (x-axis), as assessed by flow cytometry gating shown in Fig S23A. Measurements from different sample types derived from the same animal are connected by a light gray line. **(D)** IHC staining for B cell CD79α protein (brown) in a region of the ileum with Peyer’s patches (left) or without Peyer’s patches (right). **(E)** Plot of the percentage of T cells (CD3ε^+^) within total leukocytes (CD45^+^; y-axis) from samples of the whole ileum, PP, and non-PP (x-axis), as assessed by flow cytometry gating shown in Fig S23A. Measurements from different sample types derived from the same animal are connected by a light gray line. **(F)** IHC staining for T cell CD3ε protein (brown) in a region of the ileum with Peyer’s patches (left) or without Peyer’s patches (right). **(G)** Plot of the percentage of CD4 αβ T cells (left), CD8 αβ T cells (center), or γδ T cells (right) within total T cells (y-axis) of the porcine-ileum scRNA-seq dataset. Percentages from samples of the whole ileum, PP, and non-PP are shown on the x-axis. CD4 αβ T cells included cells annotated as follicular CD4 αβ T cells, non-naive CD4 αβ T cells, or cycling CD4 αβ T cells and cells annotated as naive CD4/CD8 αβ T cells with prediction probability to porcine PBMC CD4^+^ αβ T cells > prediction probability to porcine PBMC CD8 αβ^+^ αβ T cells. CD8 αβ T cells included cells annotated as non-naive CD8 αβ T cells, cytotoxic CD8 αβ T cells, or cycling CD8 αβ T cells and cells annotated as naive CD4/CD8 αβ T cells with prediction probability to porcine PBMC CD8αβ^+^ αβ T cells > prediction probability to porcine PBMC CD4^+^ αβ T cells. γδ T cells included cells annotated as non-naive γδ T cells, cytotoxic γδ T cells, cycling γδ T cells, *SELL*^hi^ γδ T cells, and CD2^−^ γδ T cells. Measurements from different sample types derived from the same animal are connected by a light gray line. **(H)** Plot of the percentage of CD4 αβ T cells (γδTCR^−^CD4^+^; left), CD8 αβ T cells (γδTCR^−^CD8β^+^; center), or γδ T cells (γδTCR^+^; right) within total T cells (CD3ε^+^; y-axis) from samples of the whole ileum, PP, and non-PP (x-axis), as assessed by flow cytometry gating shown in Fig S23B. Measurements from different sample types derived from the same animal are connected by a light gray line. **(I)** RNA ISH staining for *TRDC* (top, red), *CD8B* (bottom, green), or *CD4* (bottom, red) transcripts in regions of the ileum with Peyer’s patches (left) or regions of the ileum without Peyer’s patches (right). **(J)** Differential abundance analysis of cell types from porcine-ileum scRNA-seq PP versus non-PP samples. Annotated cell types are listed on the y-axis. Each point represents an individual cell neighborhood, where a neighborhood was assigned as a specific cell type if >70% of cells within the neighborhood belonged to the specified cell type annotation. Cell neighborhoods with <70% of cells belonging to a single cell type are not shown. Gray points indicate cell neighborhoods that were not significantly more abundant in a specific sample type. Non-gray points indicate cell neighborhoods exhibiting differential abundance (*P* < 0.1), and red/blue fill of differentially abundant points corresponds to the magnitude and direction of logFC (also corresponding to values listed on the x-axis). Red indicates increased abundance in PP samples, whereas blue indicates increased abundance in non-PP samples. On the far right, counts of cell neighborhoods with increased abundance in PP samples/no differential abundance/increased abundance in non-PP samples are shown for each cell type. Cycling γδ T cells and cycling group 1 ILCs are not shown on the y-axis because of no cell neighborhoods being assigned to these cell types. scRNA-seq data shown in (A, B, G, J) were derived from the ileum of two 7-wk-old pigs. **(I)** Images shown in (I) were also taken from a 7-wk-old pig used for ileum scRNA-seq. Flow cytometry and IHC experiments were not performed on animals used for scRNA-seq. Flow cytometry experiments shown in (C, E) were conducted using four 6-wk-old pigs. Flow cytometry data shown in (H) was performed using five 9-wk-old pigs. IHC staining in (D) and (F) was completed on 6-wk-old pigs. Abbreviations: IHC, immunohistochemistry; ILC, innate lymphoid cell; ISH, in situ hybridization; logFC, log fold-change; NoSig, no significance; PBMC, peripheral blood mononuclear cell; PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding; TCR, T cell receptor.

The presence and abundance of selected lymphocyte populations in different ileal regions were further validated ex vivo and in situ. Flow cytometry was used to assess B cell abundance via intracellular CD79α protein expression. Larger proportions of CD45^+^ leukocytes were CD79α^+^ in PP and whole ileum samples when compared with non-PP samples (Figs 4C and S23A). Immunohistochemistry (IHC) labeling revealed CD79α protein primarily in follicular areas of Peyer’s patches but largely absent in lamina propria and epithelium (Fig 4D), indicating minimal CD79α detected in regions representative of non-PP samples. Because a dependable marker has not yet been established to identify ILCs in pigs, CD3ε protein staining was performed to label only T cells. By flow cytometry, higher percentages of CD3ε^+^ cells were detected within total CD45^+^ leukocyte populations of non-PP samples compared with PP or whole ileum samples (Figs 4E and S23A). By IHC, CD3ε protein staining was abundant in lamina propria, epithelium, and T cell areas of Peyer’s patches (Fig 4F), indicating CD3ε was present in regions representative of all ileal sections (PP, non-PP, and whole ileum). Collectively, ex vivo and in situ staining for CD79α and CD3ε protein supported scRNA-seq observations: B cells comprised a larger proportion of cells in PP and whole ileum samples, whereas T cells comprised a larger proportion of cells in non-PP samples. These results are informative in deciding sample preparation for inclusion of cells relevant to biological questions under investigation.

**Figure S23.**
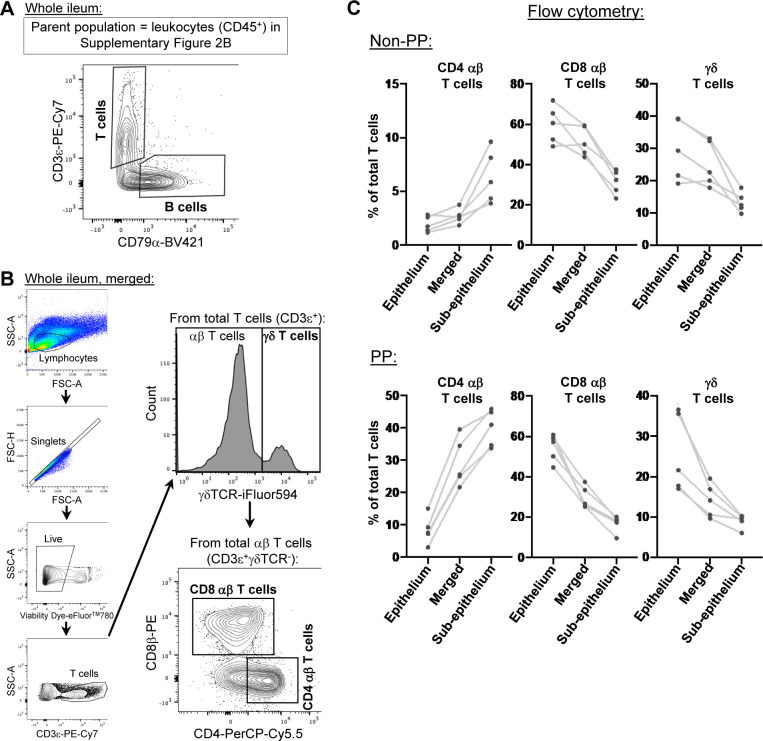
Validation of scRNA-seq lymphocyte compositions via flow cytometry. **(A)** Flow cytometry gating strategy used to identify percentages of T cells (CD3ε^+^) and B cells (CD79α^+^) from total viable CD45^+^ leukocytes within porcine ileal samples. Gating is shown for the same whole-ileum sample (containing both regions with and without Peyer’s patches) shown in Fig S2B, starting from the parent population of cells captured and gated as leukocytes in Fig S2B. **(B)** Flow cytometry gating strategy used to identify percentages of CD4 αβ T cells (γδTCR^−^CD4^+^), CD8 αβ T cells (γδTCR^−^CD8β^+^), or γδ T cells (γδTCR^+^) within total viable CD3ε^+^ T cells of porcine ileal samples. Gating is shown for a whole-ileum sample (containing both regions with and without Peyer’s patches). **(C)** Plot of the percentage of CD4 αβ T cells (γδTCR^−^CD4^+^; left), CD8 αβ T cells (γδTCR^−^CD8β^+^; center), or γδ T cells (γδTCR^+^; right) within total T cells (CD3ε^+^; y-axis) from PP (upper) and non-PP (lower) samples. Within each sample, cells were collected from epithelial, subepithelial, and merged (containing epithelial and subepithelial cell fractions; same as shown in Fig 4H) cell fractions (x-axes) and assessed by the flow cytometry gating strategy in (B). Measurements from different cell fractions derived from the same animal are connected by a light gray line. Flow cytometry experiments were not performed on animals used for scRNA-seq and were instead performed on four 6-wk-old pigs in (A) and five 9-wk-old pigs in (B, C). Abbreviations: FSC-A, forward scatter area; FSC-H, forward scatter height; PP, Peyer’s patch; scRNA-seq, single-cell RNA sequencing; SSC-A, side scatter area; TCR, T cell receptor.

We further validated proportions of CD4 αβ, CD8 αβ, and γδ T cells in various regions of the ileum using flow cytometry and RNA in situ hybridization (ISH). T cells recovered via scRNA-seq were regrouped into CD4 αβ, CD8 αβ, and γδ T cells, and percentages of each subset within total T cells were calculated for each ileal scRNA-seq sample. 

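Among T cells, CD4 αβ T cells were more frequent with Peyer's patches, and CD8 αβ and γδ T cells without them. CD4 αβ T cells were 43.0% ± 2.61 (SD, n = 2 pigs) of T cells in PP, 15.6% ± 2.95 in non-PP, and 31.6% ± 0.370 in the whole ileum. CD8 αβ T cells were 29.1% ± 2.76, 39.2% ± 4.56, and 38.6% ± 0.808. γδ T cells were 27.8% ± 0.147, 45.2% ± 7.51, and 29.8% ± 0.438. Each difference between PP and non-PP was larger than the spread between pigs, with exact two-sided permutation p = 0.33 for every subset, which is the smallest possible. Cycling cells were left out of these shares.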

Analysis revealed (1) increased proportions of CD4 αβ T cells in PP versus non-PP samples; (2) increased proportions of CD8 αβ T cells and γδ T cells in non-PP versus PP samples; and (3) intermediate proportions of all three T cell subsets in the whole ileum compared with PP and non-PP samples (Fig 4G). By flow cytometry, T cell proportions mirrored patterns obtained from scRNA-seq (Figs 4H and S23B). RNA ISH staining in regions of the ileum without Peyer’s patches (Fig 4I, right) revealed *TRDC* (γδ T cells) and *CD8B* (CD8 αβ T cells) transcripts were primarily expressed within the epithelial layer, whereas *CD4* (CD4 αβ T cells) was expressed primarily within the lamina propria, supporting the conclusion that most γδ and CD8 αβ T cells were intraepithelial, and most CD4 αβ T cells resided in the lamina propria. Localization of *CD4*, *CD8B*, and *TRDC* did not change in epithelium and lamina propria adjacent to Peyer’s patches. However, all three transcripts were also expressed by cells in the T cell zones of Peyer’s patches, which were removed from non-PP samples (Fig 4I, left). Flow cytometry staining of epithelium-enriched, subepithelium-enriched, and merged cell fractions from PP and non-PP ileal samples was performed to validate ISH findings. The results revealed epithelium-enriched fractions from both PP and non-PP samples had higher percentages of γδ and CD8 αβ T cells and lower percentages of CD4 αβ T cells compared with subepithelium-enriched cell fractions (Fig S23C). In all, ex vivo and in situ staining to identify location of CD4 αβ, CD8 αβ, and γδ T cells mirrored results from scRNA-seq and provided further locational context of T cells in ileal epithelium, lamina propria, and Peyer’s patches.

PP and non-PP samples were dissected by complete inclusion or exclusion of Peyer’s patches, respectively, and could thus be directly compared to identify annotated cell types enriched in the presence versus absence of Peyer’s patches. To identify cell type enrichment, cell neighborhoods (conglomerates of cells located near each other in the multidimensional space of the dataset) were identified from cells of PP and non-PP samples, and differential abundance analysis was performed on cell neighborhoods (Figs 4J and S24). 

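Neighbourhoods of 20 nearest neighbours were drawn apart for T/ILC and B lineage cells of the PP and non-PP libraries, around 20% of cells as index cells. Numbers of cells per neighbourhood and library were compared by edgeR's quasi-likelihood test with library totals as offsets, and called at a weighted adjusted p under 0.1, as in the paper. Of 1208 T/ILC neighbourhoods, 582 were more abundant in non-PP and 1 in PP. Of 844 B lineage neighbourhoods, 730 were more abundant in PP and none in non-PP. With lineage totals as offsets, run first and replaced by the planned library totals, no T/ILC neighbourhood and 9 B lineage neighbourhoods (in non-PP) were called, against 86 and 17 at an unadjusted p under 0.05. TMM offsets called none in either lineage (144 and 224 at an unadjusted p under 0.05). Without 1 library, T/ILC calls were 33 (PP of pig 1), 380 (PP of pig 2), and 173 (non-PP of pig 1), and B lineage calls were 0 (PP of pig 2, 316 unadjusted), 334 (non-PP of pig 1), 285 (non-PP of pig 2), and, with pig as a block, 0 (151 unadjusted).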

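Of 80 neighbourhoods of follicular CD4 αβ T cells, none was more abundant in PP and 3 in non-PP. Cycling T cells and ILCs shared 1 cluster, and 51.5% of its 66 neighbourhoods were more abundant in non-PP and none in PP. A median log2 ratio of PP over non-PP of -0.19 for follicular and -1.83 for cycling neighbourhoods compares with -1.55 over all T/ILC neighbourhoods. The direction for follicular neighbourhoods turned with the offset, to a median of 1.27 with TMM and 1.23 with lineage totals (24 and 24 of the 80 at an unadjusted p under 0.05, none called).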

Though T/ILC lineage lymphocytes comprised a greater proportion of total cells in non-PP than PP samples (Fig 4B), several T/ILC types were more abundant in PP samples, including cycling CD4 αβ T cells, cycling CD8 αβ T cells, and follicular CD4 αβ T cells, with at least 87.5% of cell neighborhoods significantly more abundant in PP samples for each cell type (Fig 4J). In contrast, cytotoxic and non-naive γδ T, CD8 αβ T, and group 1 ILCs, along with *SELL*^hi^ γδ T cells, had most of the cell neighborhoods (>50% for each cell type) significantly enriched in non-PP samples (Fig 4J). 

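With all 4 libraries and library totals as offsets, group 1 ILCs and cytotoxic T cells had the largest shares of T/ILC neighbourhoods that were more abundant in non-PP. These were 97.4% of 115 group 1 ILC, 93.3% of 135 cytotoxic γδ T, and 54.7% of 128 cytotoxic CD8 αβ T cell neighbourhoods. For non-naive cells they were 47.0% of 117 CD8 αβ T and 38.9% of 157 γδ T cell neighbourhoods. With pig as a block, they were 95.7% for group 1 ILC, 82.2% for cytotoxic γδ T, and 35.9% for cytotoxic CD8 αβ T cell neighbourhoods. Cycling T/ILC neighbourhoods, at 37.9%, then came before cytotoxic CD8 αβ T cells, and non-naive CD8 αβ and γδ T cells had 26.5% and 21.0%. Shares and their order changed when 1 library was left out. Without PP of pig 1 they were 9.09% for cycling T/ILC, 8.89% for cytotoxic γδ T, 6.09% for group 1 ILC, and 0.781% for cytotoxic CD8 αβ T cell neighbourhoods. Without PP of pig 2 non-naive CD8 αβ T cells, at 47.0%, came before cytotoxic γδ T cells, at 31.1%, and without non-PP of pig 2 cycling T/ILCs, at 66.7%, before group 1 ILCs, at 35.7%. In pig 1, 83.8% of group 1 ILCs of non-PP and 78.7% of those of PP had a CD3E UMI, so T cells among them are not excluded.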

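Group 3 ILCs, CD2− γδ T cells, naive αβ T cells, and non-naive CD4 αβ T cells had few called neighbourhoods. Of 19 group 3 ILC neighbourhoods, 94.7% were not called. Of 21 CD2− γδ T cell neighbourhoods, 14.3% were more abundant in non-PP. Of 41 naive αβ T cell neighbourhoods, 1 was more abundant in PP and 1 in non-PP. Of 47 non-naive CD4 αβ T cell neighbourhoods, 14.9% were more abundant in non-PP and none in PP.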

Remaining T/ILC types had no or lower percentages of differentially abundant cell neighborhoods: 94.1% of group 3 ILC cell neighborhoods were not significantly differentially abundant; CD2^−^ γδ T cells had 28.0% of cell neighborhoods significantly increased in non-PP samples; naive CD4/CD8 αβ T cells had 19.2% of cell neighborhoods significantly increased in PP samples; and non-naive CD4 αβ T cells had 5.1% and 28.2% of cell neighborhoods significantly enriched in PP and non-PP samples, respectively (Fig 4J). Cycling γδ T and group 1 ILCs did not have any cell neighborhoods recovered for the analysis; however, no cycling group 1 ILCs were recovered from non-PP samples, and cycling γδ T cells derived from PP samples outnumbered those derived from non-PP samples by sixteen-to-three (Fig S22C). Similar to results evaluating compositions at the cell lineage level, all cell types from the B lymphocyte lineage (ASCs, transitioning B, resting B, cycling B, and activated B) had at least 88.1% of cell neighborhoods significantly more abundant in PP samples, indicating enrichment within Peyer’s patches (Fig 4J). Collectively, differential abundance analysis indicated that B cells, ASCs, cycling T/ILCs, and follicular CD4 αβ T cells were more abundant in PP samples, likely because of association of these cell types with functions of ileal Peyer’s patches and germinal center responses. 

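With all 4 libraries and library totals as offsets, resting, activated, and cycling B cells were more abundant in PP in most of their neighbourhoods. These were 93.7% of 191 resting, 91.7% of 216 activated, and 87.7% of 310 cycling B cell neighbourhoods. Of 44 ASC neighbourhoods, 25.0% were, but none was with pig as a block or with TMM or lineage totals as offsets. No resting, activated, or cycling B cell neighbourhood was called with pig as a block, with TMM or lineage totals as offsets, or without PP of pig 2. Without non-PP of pig 1 the shares of the 3 classes were 61.3%, 25.0%, and 41.0%, and without non-PP of pig 2 51.8%, 24.1%, and 33.2%.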

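Numbers of cells per class, out of all cells of a library, were compared between PP and non-PP by the same test at an adjusted p under 0.1, and 11 of 20 classes passed. Higher in PP were activated B cells, with a log2 fold change of 5.68 (standard error 0.65, adjusted p = 1.91e-09), cycling B cells at 4.99 (standard error 0.60, adjusted p = 2.23e-09), resting B cells at 4.57 (standard error 0.55, adjusted p = 2.23e-09), ASCs at 2.34 (standard error 0.60, adjusted p = 0.00109), and follicular CD4 αβ T cells at 0.68 (standard error 0.26, adjusted p = 0.0260). Higher in non-PP were group 1 ILCs at -3.31 (standard error 0.55, adjusted p = 2.56e-06), cytotoxic γδ T cells at -2.84 (standard error 0.53, adjusted p = 1.45e-05), cytotoxic CD8 αβ T cells at -1.90 (standard error 0.53, adjusted p = 0.00248), non-naive CD8 αβ T cells at -1.53 (standard error 0.28, adjusted p = 8.82e-06), non-naive γδ T cells at -1.53 (standard error 0.50, adjusted p = 0.00924), and epithelial cells at -1.64 (standard error 0.57, adjusted p = 0.0132). Group 1 ILCs were 13.1% and 25.8% of non-PP cells and 1.52% and 2.41% of PP cells. In pig 1, 83.8% of those of non-PP and 78.7% of those of PP had a CD3E UMI, so T cells among them are not excluded. Follicular cells did not pass in any leave-out (adjusted p = 0.597 and 0.546 without PP of pigs 1 and 2, 0.329 and 0.228 without non-PP), ASCs without PP (0.100) or non-PP of pig 1 (0.127), non-naive CD8 αβ T cells without PP of pig 1 (0.197) or 2 (0.127), non-naive γδ T cells without PP of pig 1 (0.102), and epithelial cells without PP of pig 1 (0.102) or 2 (0.505) or non-PP of pig 1 (0.553). With TMM over classes, cytotoxic CD8 αβ T cells (adjusted p = 0.133), non-naive γδ T cells (0.192), and epithelial cells (0.192) did not pass. Follicular cells did not pass with DESeq2 (0.286), follicular and epithelial cells with clusters at a coarser resolution (0.257 for each), and epithelial cells with cells up to 5% mitochondrial UMIs (0.285). The 7 classes that passed without PP of pig 1 fell below the 11 by over 1.5 times. Cycling T/ILCs did not pass, at -0.96 (standard error 0.50, adjusted p = 0.101), but passed with pig as a block (adjusted p = 0.0327), without non-PP of pig 2 (0.0401), with doublet scores up to 0.15 (0.0955), and with tested genes kept among the variable genes (0.0880). The paper proposes that the classes it finds more abundant in PP are tied to functions of Peyer's patches and germinal centers.

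**Figure D1:**
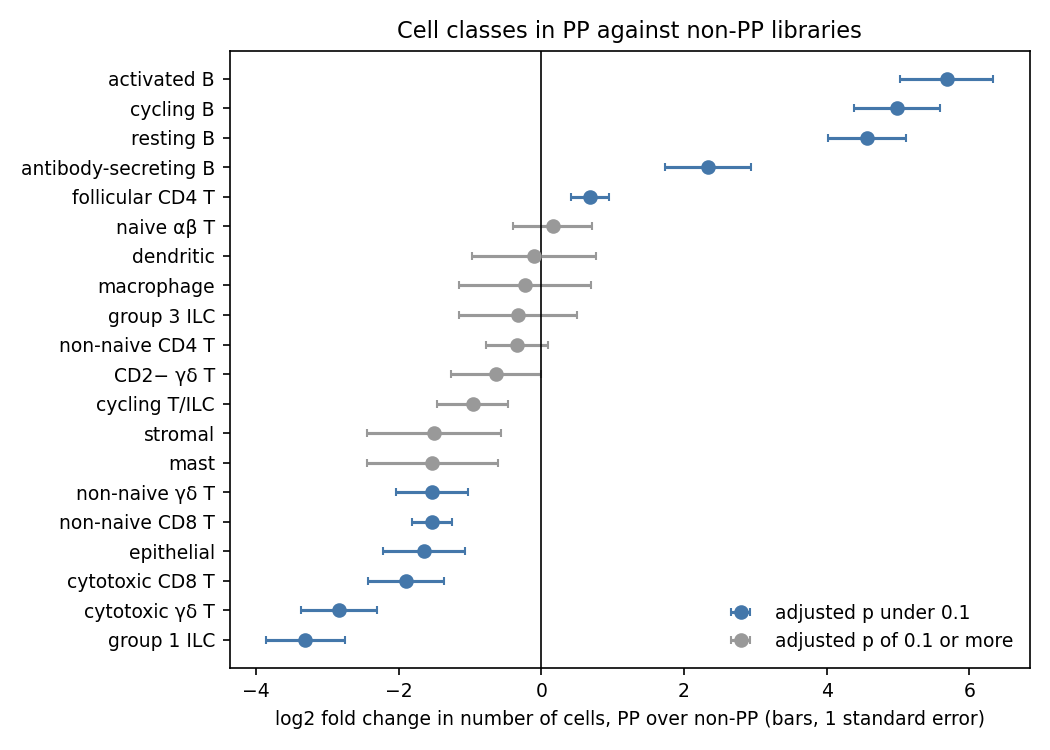
Log2 fold change of abundance, PP over non-PP, of each class (horizontal axis), with bars of 1 standard error; n = 2 pigs per region. Activated B cells lie at 5.68 and group 1 ILCs at -3.31.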

Cytotoxic and non-naive subsets of γδ T, CD8 αβ T, and group 1 ILCs were more abundant in non-PP samples, indicating location and functions within the epithelium and/or lamina propria rather than in Peyer’s patches of the ileum.

**Figure S24.**
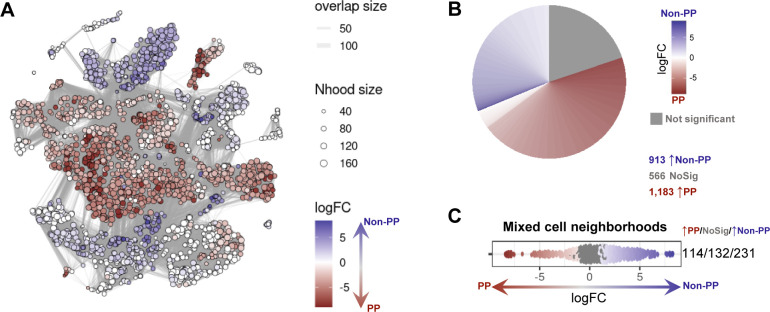
Differential abundance analysis of the porcine ileum with versus without Peyer’s patches. **(A)** Cell neighborhoods identified by differential abundance analysis. Only cells derived from PP and non-PP samples were included in differential abundance analysis but were overlaid back onto their original t-SNE coordinates of the full dataset that included whole-ileum samples, shown in Fig 1C and D. Size of a circle indicates the number of cells in a neighborhood (Nhood size); color of a circle indicates magnitude of logFC in abundance in non-PP (blue) versus PP (red) samples; width of lines between cell neighborhoods indicates the number of overlapping cells found in each of two neighborhoods (overlap size). **(B)** Pie chart of differential abundance results for cell neighborhoods shown in (A). Gray indicates the proportion of cell neighborhood that was not differentially abundant, whereas cell neighborhoods with significantly increased abundance (*P* < 0.01) in non-PP or PP samples are shown in blue and red, respectively. The logFC magnitude of differential abundance is also shown by red or blue shading. **(C)** Plot similar to that shown for differential abundance analysis in Fig 5J but for all mixed cell neighborhoods that were not assigned as a specific cell type because of having <70% of cells belonging to a single cell type annotation. Each point represents an individual cell neighborhood. Gray points indicate cell neighborhoods that were not significantly more abundant in a specific sample type. Non-gray points indicate cell neighborhoods exhibiting differential abundance (*P* < 0.1). Red/blue fill of differentially abundant points corresponds to the magnitude and direction of logFC. Red indicates increased abundance in PP samples, whereas blue indicates increased abundance in non-PP samples. On the far right, counts of cell neighborhoods with increased abundance in PP samples/no differential abundance/increased abundance in non-PP samples are shown for each cell type. scRNA-seq data shown in (A, B, C) were derived from the ileum of two 7-wk-old pigs. Abbreviations: logFC, log fold-change; Nhood, neighborhood; NoPP, Peyer’s patch; No Sig, no significance; t-SNE, t-distributed stochastic neighbor embedding.

### Differential location of group 1 ILCs and group 3 ILCs in the porcine ileum indicated via ex vivo and in situ detection

To date, NK cells are the only porcine non–B/non–T lymphocyte subset identified and are typically identified as CD3ε^−^CD8α^+^ lymphocytes using ex vivo flow cytometry assessment (reviewed by Gerner et al [2009]). NK cell frequency in the porcine intestine has been assessed, but very few NK cells are detected in the porcine ileum (Sinkora et al, 2011; Annamalai et al, 2015, 2019; Potockova et al, 2015; Wasowicz et al, 2018). In contrast, we identified 2,594 cells (8.1% of total cells) as ILCs in porcine ileum via scRNA-seq, and few ILCs expressed *CD8A* (Figs 2B and S25). 

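ILCs named here numbered 2617, without ILCs in the cycling cluster. CD8A encodes the α chain of CD8. A CD8A UMI was found in 17.3% ± 3.04 (SD, n = 2 pigs) of group 1 and 8.08% ± 3.21 (SD, n = 2 pigs) of group 3 ILCs, against 82.9% of CD8 αβ T cells and 2.63% of B cells, which should lack it. Median depths were 2530, 3223, 2241, and 2247 UMIs. Thinned to 1250 UMIs, the CD8A shares were 9.47% in group 1 ILCs, 2.69% in group 3 ILCs, 64.7% in CD8 αβ T cells, and 1.35% in B cells.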

We therefore used scRNA-seq data to inform an approach to identify ILCs (not just CD3ε^−^CD8α^+^ NK cells) by flow cytometry.

**Figure S25.**
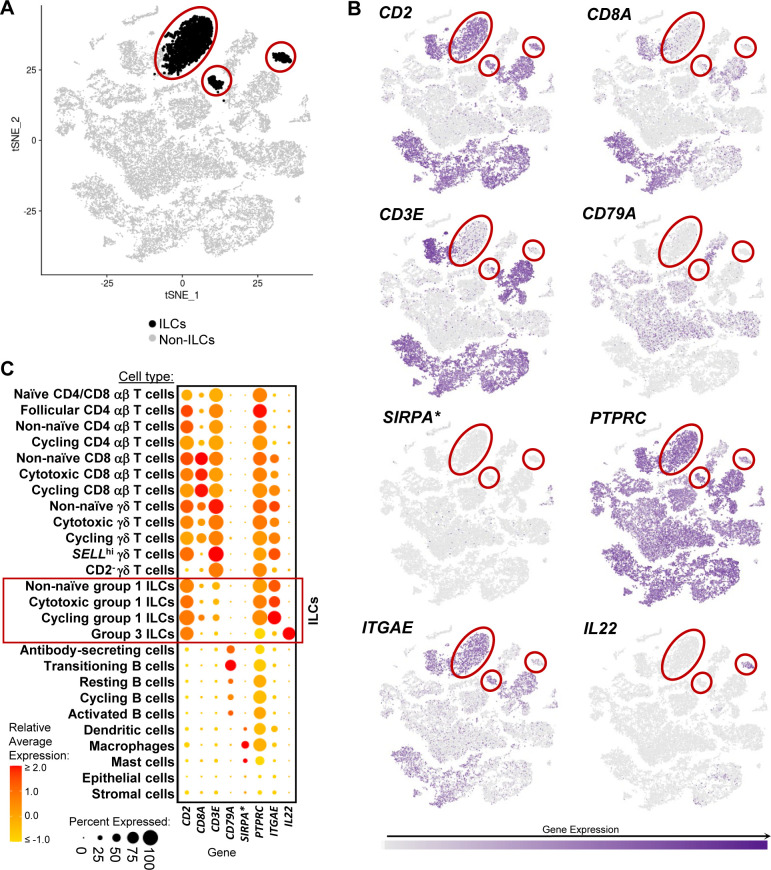
Gene expression profiles of group 1 and group 3 ILCs in the porcine ileum. **(A)** Overlay onto two-dimensional t-SNE visualization shown in Fig 1C and D of cells annotated as ILCs (activated group 1 ILCs, cytotoxic group 1 ILCs, cycling group 1 ILCs, or group 3 ILCs; shown in black) in porcine-ileum scRNA-seq data. All cells not annotated as ILCs (non-ILCs) are shown in light gray. Each point represents a single cell. **(B)** Expression of a subset of canonical genes used to identify group 1 and group 3 ILCs in porcine-ileum scRNA-seq data, overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (A). Color of a point corresponds to the expression level of a specified gene within a cell relative to all other cells in the dataset shown in (A). Regions on the t-SNE plot with concentrations of ILCs are indicated by red circles. **(C)** Gene expression patterns of canonical genes shown in (B) (x-axis) across annotated cell types in porcine-ileum scRNA-seq data (x-axis). Within the plot, size of a dot corresponds to the percentage of cells expressing a gene within an annotated cell type; color of a dot corresponds to average expression level of a gene for those cells expressing it within an annotated cell type relative to all other cells in the dataset shown in (A). scRNA-seq data shown in (A, B, C) were derived from the ileum of two 7-wk-old pigs. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: ILC, innate lymphoid cell; scRNA-seq, singe-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

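CD2 encodes an adhesion receptor of T cells and ILCs. A CD2 UMI was found in 84.3% ± 3.29 (SD, n = 2 pigs) of group 1 and 86.2% ± 1.24 (SD, n = 2 pigs) of group 3 ILCs. The share was 79.0% in CD4 αβ T cells and 8.31% in B cells, with 2530 and 3223 UMIs per ILC and 2195 and 2247 per T and B cell at the median. The share in B cells is not taken as a background. At 1250 UMIs per cell, CD2 was found in 62.4%, 60.7%, 60.2%, and 4.58%.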

Further query of ILC single-cell gene expression profiles revealed ILCs expressed *CD2* but lacked gene expression of canonical T, B, and myeloid lineage leukocyte markers (*CD3E*, *CD79A*, and SIRPA* [encoding CD172α], respectively; Figs 2B and S25). Because porcine-specific immunoreagents are commercially available for CD2, CD3ε, CD79α, and CD172α, we identified cells corresponding to an ILC phenotype from the porcine ileum via flow cytometry as CD2^+^Lin^−^ cells (Lin^−^ = CD3ε^−^CD79α^−^CD172α^−^; Fig 5A). Nearly all CD2^+^Lin^−^ cells had forward- and side-scatter properties indicative of lymphocytes (Fig 5B). Most ILCs also expressed *PTPRC* (encoding CD45, considered to be a pan-leukocyte marker in pigs [reviewed by Piriou-Guzylack and Salmon (2008)]) in our scRNA-seq data. However, fewer group 3 ILCs expressed *PTPRC* (67.68%; Fig S25), and previous work in mice indicates CD45 expression may be lost by ILC3s, rendering it an inconsistent ILC marker (Xu et al, 2019). 

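PTPRC encodes CD45, the phosphatase on the surface of leukocytes, and lies on chromosome 10 of Sscrofa11.1 from 21482984 to 21601627. A PTPRC UMI was found in 68.0% ± 1.32 (SD, n = 2 pigs) of group 3 and 89.1% ± 1.73 (SD, n = 2 pigs) of group 1 ILCs, a difference larger than the spread between pigs. B cells had 79.1%. Group 3 ILCs were deeper, at a median of 3223 UMIs against 2530 in group 1 ILCs and 2247 in B cells. Thinned to 1250 UMIs, the shares were 41.1%, 69.8%, and 59.6%. No lymphocyte class lacks PTPRC, so no background share is given.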

Congruently, the majority (≥83.1%) but not all CD2^+^Lin^−^ cells in the porcine ileum were CD45^+^ (Fig 5C).

**Figure 5.**
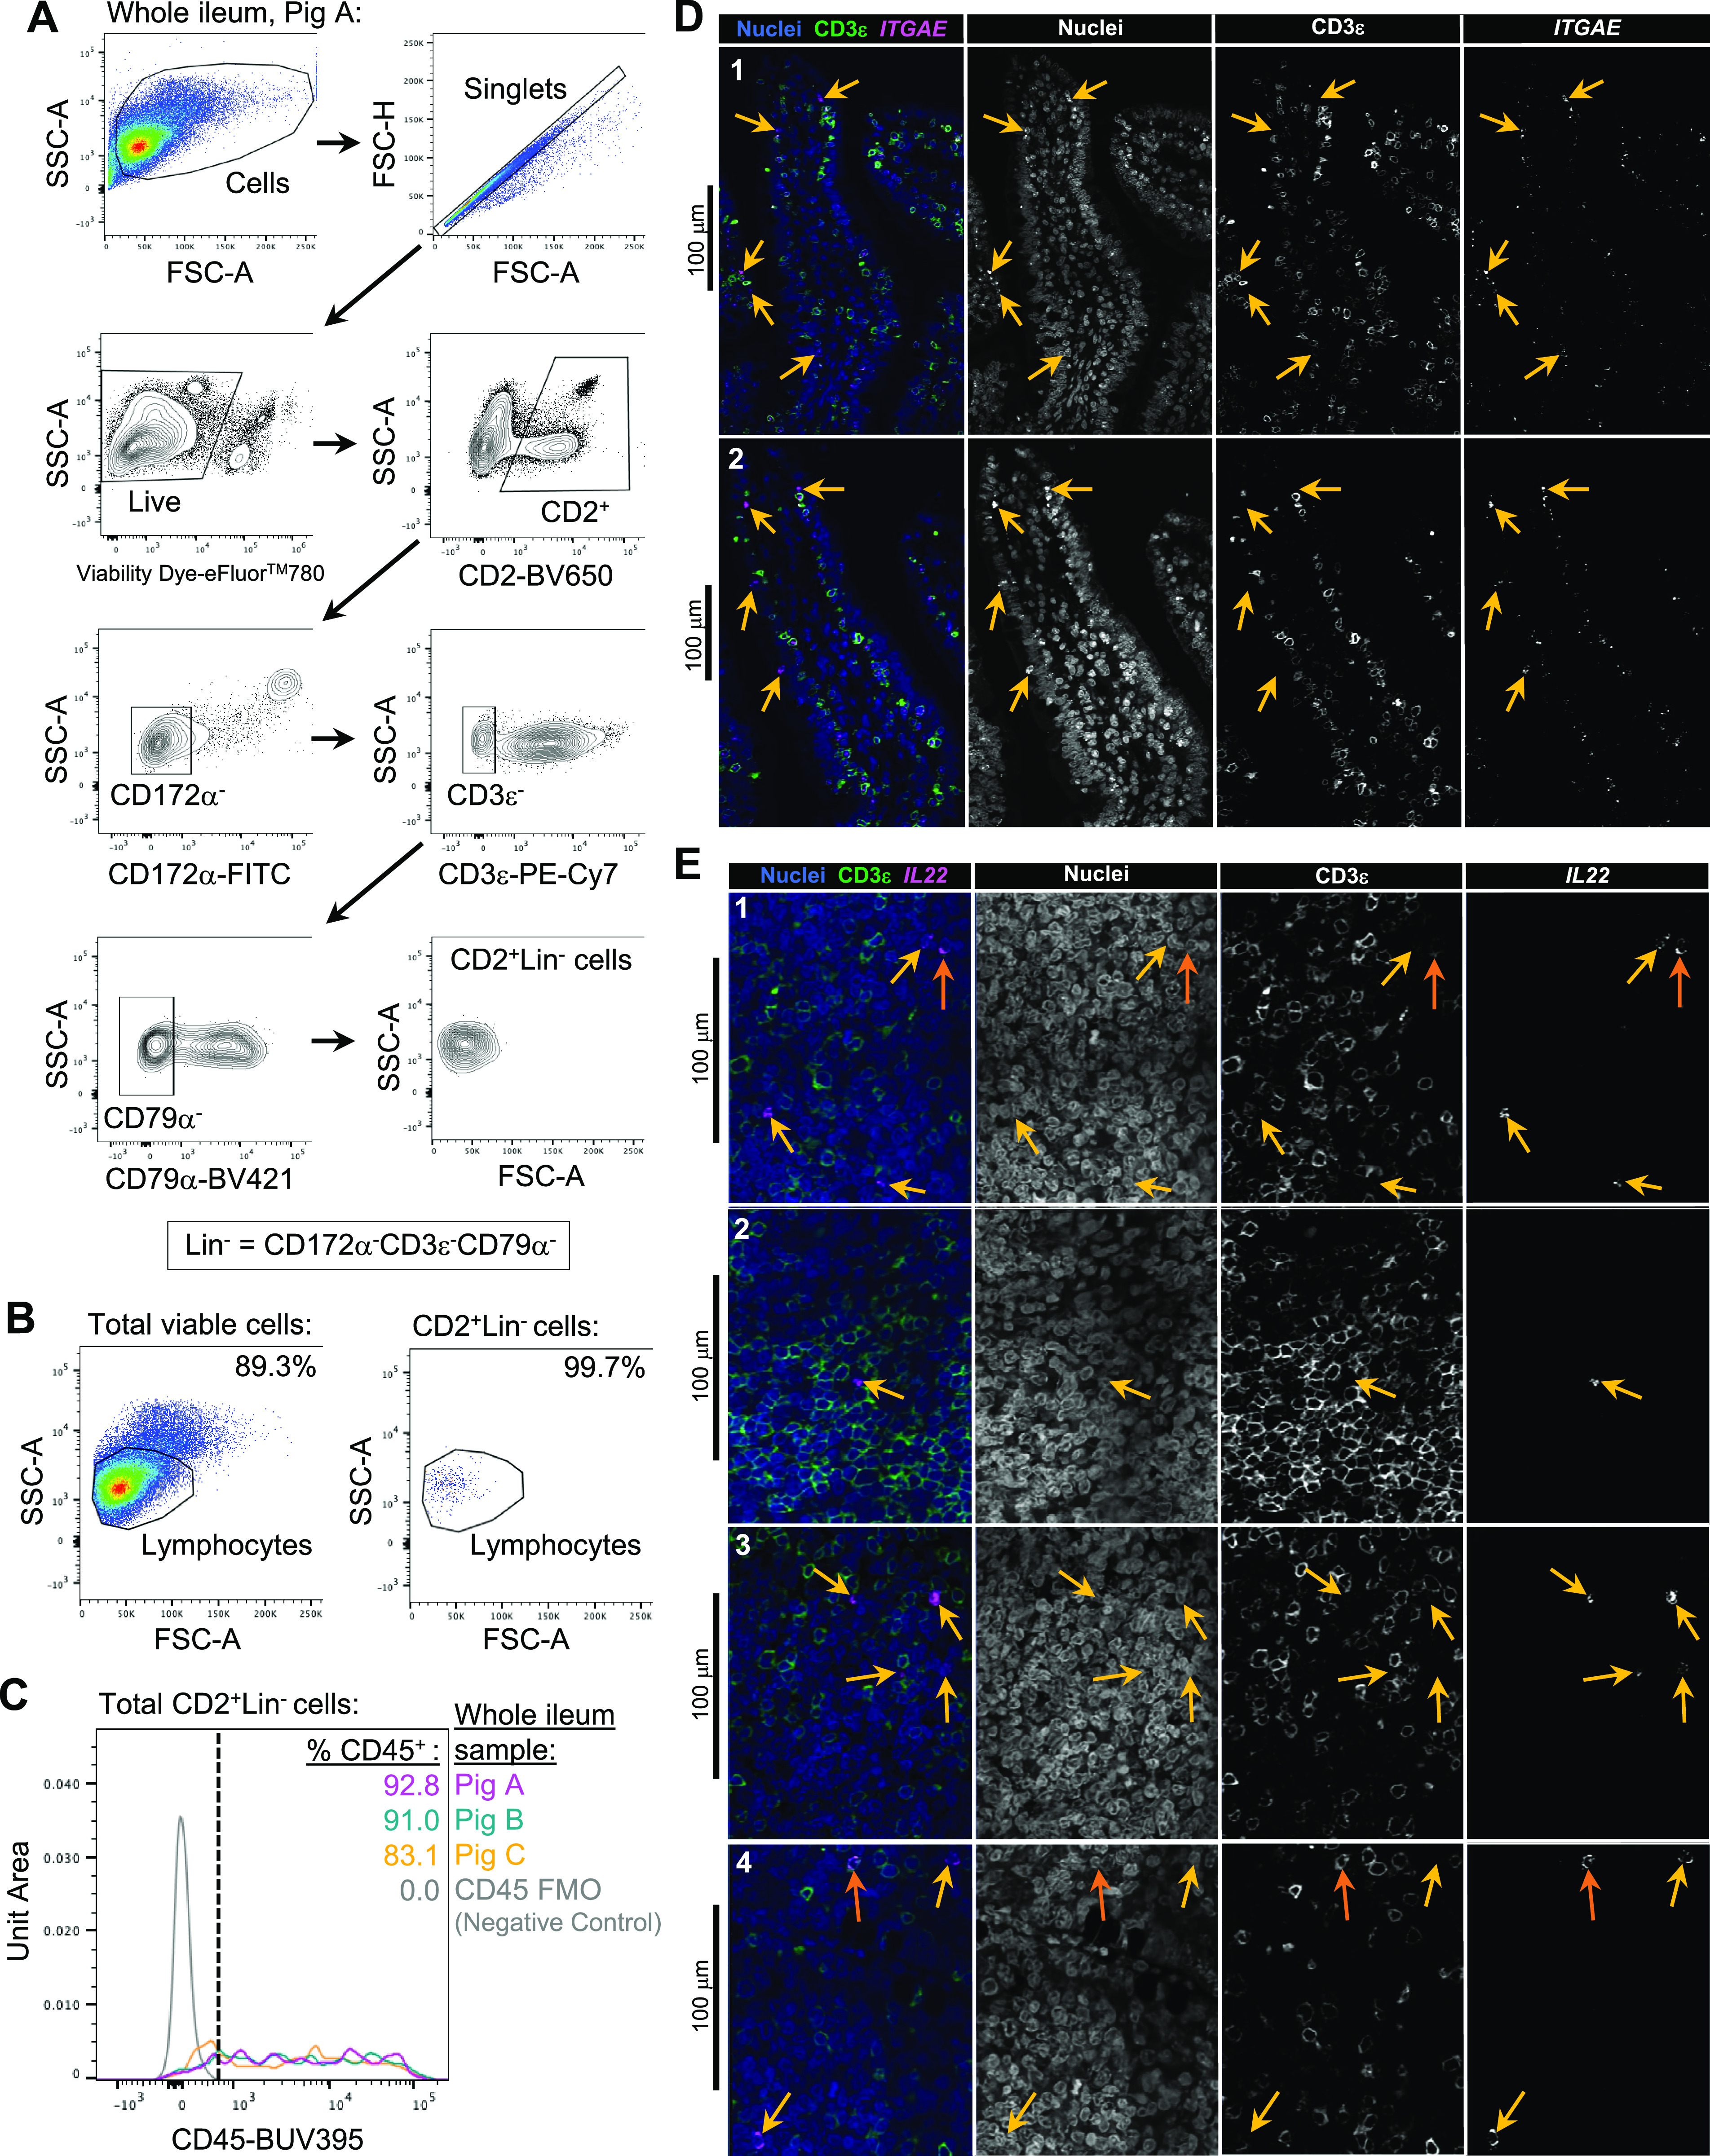
Ex vivo and in situ identification of ILCs in the porcine ileum. **(A)** Flow cytometry gating strategy used to identify CD2^+^Lin^−^ (Lin^−^ = CD172α^−^CD3ε^−^CD79α^−^) within total viable cells of porcine ileal samples. **(C)** Gating is shown for a whole-ileum sample (containing both regions with and without Peyer’s patches) for pig A (corresponding to pig IDs in (C)). **(B)** Flow cytometry forward- and side-scatter plots of total viable cells (left) and CD2^+^Lin^−^ cells (right) within a sample of the porcine whole ileum shown in (A). A gate identifying cells with scatter profiles consistent with lymphocytes is shown, with percentages of cells within the lymphocyte gate listed in the top right of each plot. **(C)** Histogram of the percentage of CD45^+^ cells within CD2^+^Lin^−^ cells identified from samples of the porcine ileum using the flow cytometry gating strategy shown in (A). A fluorescence-minus-one (FMO) sample lacking α-CD45 antibody staining was used as a negative control. **(D)** Dual fluorescent staining of CD3ε protein and *ITGAE* RNA in villi (epithelium + lamina propria) of the porcine ileum. Left column: overlay of all stains, including CD3ε protein (green), *ITGAE* RNA (magenta), and nuclei (DAPI staining; blue). Additional columns show individual stain overlays in white, including (from left to right) nuclei, CD3ε protein, and *ITGAE* RNA. Panels of two separate villi are shown in each row. Panels were selected from larger stitched images as shown in Fig S26A. Yellow arrows indicate location of *ITGAE*^+^CD3ε^−^ cells. **(E)** Dual fluorescent staining of CD3ε protein and *IL22* RNA in lamina propria/GALT of the porcine ileum. Left column: overlay of all stains, including CD3ε protein (green), *IL22* RNA (magenta), and nuclei (DAPI staining; blue). Additional columns show individual stain overlays in white, including (from left to right) nuclei, CD3ε protein, and *IL22* RNA. Panels of four separate tissue locations are shown in each row. Panels were selected from larger stitched images as shown in Fig S26B. Yellow arrows indicate location of *IL22*^+^CD3ε^−^ cells. Orange arrows indicate location of *IL22*^+^CD3ε^+^ cells. Flow cytometry experiments shown in (A, B, C) were conducted using three 6-wk-old pigs. Dual IF/ISH experiments shown in (D, E) were conducted using a 7-wk-old pig used for ileum scRNA-seq. Abbreviations: FMO, fluorescence-minus-one; FSC-A, forward scatter area; FSC-H, forward scatter height; GALT, gut-associated lymphoid tissue; IF, immunofluorescence; ISH, in situ hybridization; ILC, innate lymphoid cell; scRNA-seq, single-cell RNA sequencing; SSC-A, side scatter area.

To assess spatial context of ILCs in tissue and cautiously infer cell function based on location, we developed in situ methods for detection of porcine group 1 and group 3 ILCs in the ileum. 

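ITGAE encodes the αE chain of CD103, which binds E-cadherin on epithelial cells, and lies on chromosome 12 of Sscrofa11.1 from 49810050 to 49878142. An ITGAE UMI was found in 72.3% ± 0.167 (SD, n = 2 pigs) of group 1 and 26.3% ± 4.30 (SD, n = 2 pigs) of group 3 ILCs. B cells, taken as cells that should lack it, had 9.76%, at a median of 2247 UMIs against 2530 and 3223. Thinned shares were 48.4% in group 1 ILCs, 12.8% in group 3 ILCs, and 5.39% in B cells. In group 3 over group 1 ILCs, ITGAE had a log2 fold change of -2.07 (standard error 0.19, adjusted p = 3.93e-05).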

From initial scRNA-seq analysis, activated, cytotoxic, and cycling group 1 ILCs all had high expression of *ITGAE*, encoding the integrin α subunit of CD103 that is highly expressed by intraepithelial lymphocytes in the intestine of other species (Figs 2B and S25B and C; Kilshaw & Murant, 1990; Cepek et al, 1994; Mayassi & Jabri, 2018; Olivares-Villagómez & Van Kaer, 2018). Correspondingly, *ITGAE* was primarily detected in the epithelial layer of the porcine ileum by in situ analysis (Fig S26A). *ITGAE* was also strongly expressed by some T cells in our scRNA-seq dataset (Figs 2B and S25B and C); thus, we additionally assessed protein expression of CD3ε to decipher intraepithelial T cells (*ITGAE*^+^CD3ε^+^) from intraepithelial group 1 ILCs (*ITGAE*^+^CD3ε^−^). Dual *ITGAE*/CD3ε in situ labeling revealed most of the *ITGAE*^*+*^ intraepithelial cells were CD3ε^+^ T cells; however, *ITGAE*^+^CD3ε^−^ intraepithelial cells were also noted in the porcine ileum (Figs 5D and S26A). Though *ITGAE*^+^CD3ε^−^ intraepithelial cells could also be intraepithelial DCs, we found few DCs expressed *ITGAE* (Fig S25C), and *ITGAE*^+^CD3ε^−^ cells could also be found located in the apical epithelium that was in closest proximity to the lumen, whereas intraepithelial DCs reside only in the basement membrane (Farache et al, 2013). Thus, most of the *ITGAE*^+^CD3ε^−^ intraepithelial cells were assumed to be intraepithelial group 1 ILCs (Figs 5D and S26A).

**Figure S26.**
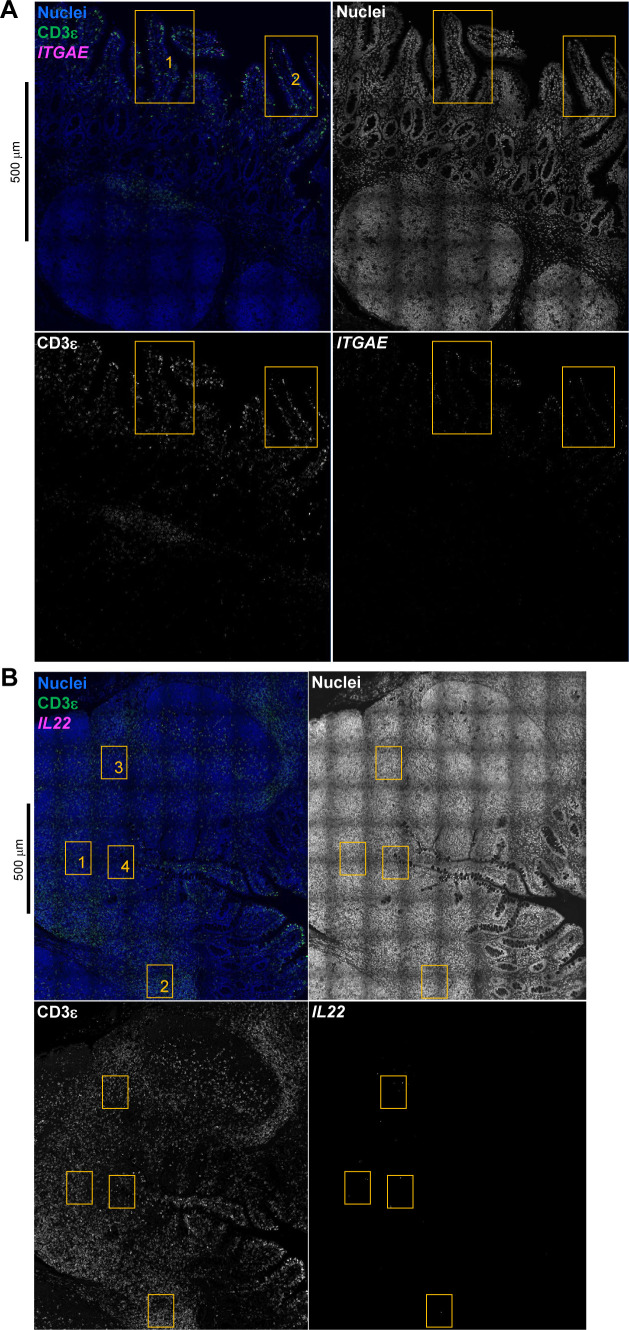
Microscopy images of in situ ILC detection. **(A, B)** Confocal images for in situ detection of group 1 ILCs (A) and group 3 ILCs (B) in the porcine ileum. Individual image frames were acquired at 60× magnification and stitched together. In both (A) and (B), the upper left image shows overlay of all stains together, including nuclei (DAPI staining; blue), CD3ε protein (green), and RNA for *ITGAE* (A) or *IL22* (B) shown in magenta. The upper right image shows only nuclei staining (white); the lower left image shows only CD3ε protein staining (white); the lower right image shows only *ITGAE* (A) or *IL22* (B) RNA staining (white). All images in (A) and all images in (B) show the same captured frames. Yellow boxes indicate tissue areas shown at higher magnification in Fig 5D and E. Number of a box in the upper left panels corresponds to the frame number shown in Fig 5D and E. Dual IF/ISH experiments shown in (A, B) were conducted using a 7-wk-old pig used for ileum scRNA-seq. Abbreviations: IF, immunofluorescence; ILC, innate lymphoid cell; ISH, in situ hybridization.

Group 3 ILCs in the porcine ileum had high expression of *IL22* (Figs 2B and S25B and C), and *IL22* was detected in situ primarily in the lamina propria and T cell zones of Peyer’s patches in porcine ileum (Fig S26B). Furthermore, most but not all *IL22*^+^ cells detected in situ lacked CD3ε expression, indicating that most of the *IL22*-expressing cells were not T cells (Figs 5E and S26B). Therefore, we identified group 3 ILCs as *IL22*^*+*^CD3ε^−^ cells, though the in situ staining combination also identified a minority of *IL22*^*+*^CD3ε^+^ (presumably T_H22_) cells. Collectively, query of gene expression for ILCs at single-cell resolution allowed us to develop new reagent panels for ex vivo and in situ analysis of ILCs in the porcine ileum that expanded on previous panels catering to only NK cell identification.

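An IL22 UMI was found in 80.7% ± 6.52 (SD, n = 2 pigs) of group 3 and 0.794% ± 0.359 (SD, n = 2 pigs) of group 1 ILCs. B cells, which should lack IL22, had 1.40%, so the share in group 1 ILCs is at background. CD2− γδ T cells had 7.39% and CD4 αβ T cells 7.29%. Median depths were 3223 UMIs in group 3 ILCs, 2530 in group 1 ILCs, 2247 in B cells, 2640 in CD2− γδ T cells, and 2195 in CD4 αβ T cells. Thinned to 1250 UMIs, the share was 72.7% in group 3 ILCs, 0.306% in group 1 ILCs, 0.665% in B cells, 5.71% in CD2− γδ T cells, and 5.55% in CD4 αβ T cells.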

### Transcriptional distinctions between porcine ileal and circulating ILCs

Porcine NK cells were not representative of porcine ileal ILCs; therefore, ileal ILCs required different markers for ex vivo and in situ detection (Figs 5, S25, and S26). As porcine peripheral NK cells are readily characterized, we wanted to further explore transcriptional distinctions between porcine ileal ILCs and porcine peripheral ILCs (i.e., NK cells) to infer potential cell functions and identify additional targets for ex vivo and in situ detection. PBMCs from the same two pigs were processed for scRNA-seq in parallel to ileal samples, and peripheral ILCs were identified by the same criteria used to identify ILCs in the ileum (refer to the Materials and Methods section for full details). 

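PBMC libraries of the same 2 pigs held 36465389 and 38240907 UMIs in all, and 6265 and 6613 cells passed the filters used for the ileum. Peripheral ILC clusters were named by a marker set of NK cells in place of the group 1 and group 3 sets of the ileum. The limits on CD3E, CD5, and CD6 were the same. These clusters held 790 and 662 cells in pigs 1 and 2, against 1166 and 1451 ileal ILCs. With clusters at a coarser resolution the 2 pigs had 2430 peripheral ILCs in all. A PBMC cluster of 917 cells that scored as ILCs but in which CD3E, CD5, and CD6 were not low was left out. A CD3E UMI was found in 42.8% of peripheral ILCs of pig 1 and 5.74% of pig 2, against 4.55% of blood B cells, at medians of 1584, 2482, and 3535 UMIs (thinned to 1250 UMIs, 35.8%, 3.02%, and 1.73%), so T cells among those of pig 1 are not excluded. UMIs were summed per pig and compared by edgeR, 2 blood sums against 2 ileal sums. Only ileal tissue was digested, so tissue and preparation cannot be told apart in these comparisons. RNA of other cells differs too: all 7 epithelial genes tested were lower in peripheral than in ileal ILCs, also when adjusted over the list alone, and KRT8 was at least 23.9-fold lower (floor of 3 counts over the group).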

Porcine peripheral ILC gene expression profiles were largely concordant with NK cells described in our previous work (Fig S27A–E and Table S10; Herrera-Uribe et al, 2021). A new merged ILC scRNA-seq dataset containing only single cells annotated as ILCs from both PBMCs and ileal samples was generated (Fig 6A). Within the merged ILC dataset, 41.3% of detected cell neighborhoods were differentially abundant based on ileal versus peripheral cell origin (Fig 6B and C), suggesting differences between at least some ileal and peripheral ILCs may exist and meriting further exploration.

**Figure S27.**
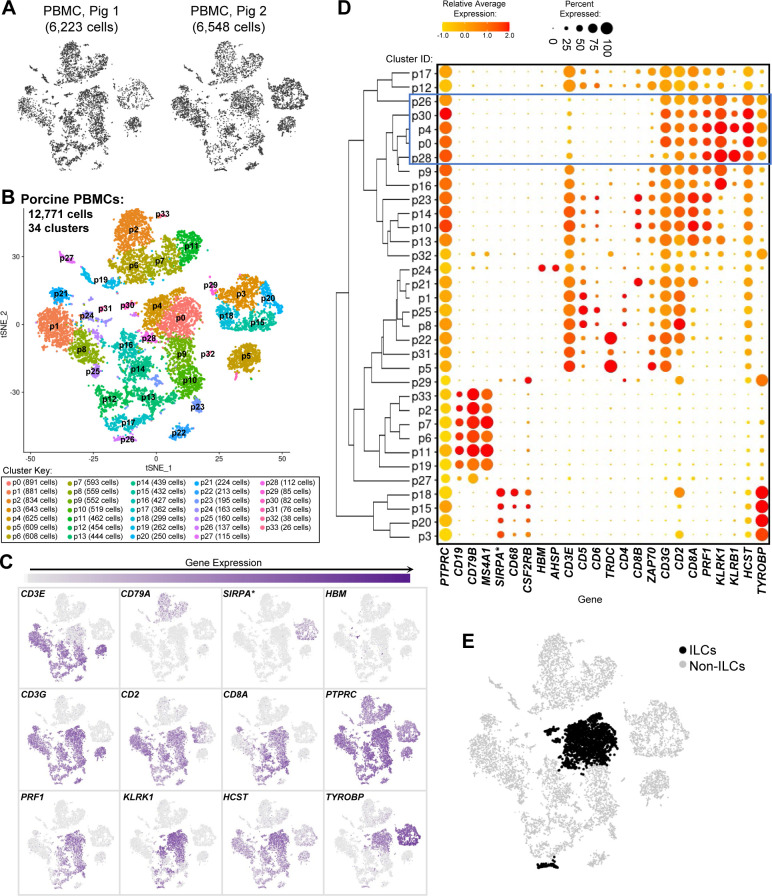
Identification of peripheral ILCs from porcine PBMC scRNA-seq data. **(A)** Two-dimensional t-SNE visualization of porcine PBMCs subjected to scRNA-seq and included in a final dataset following data processing and quality filtering. Each point represents a single cell. Plots show whether cells were derived from pig 1 (6,223 cells; left) or pig 2 (6,548 cells; right). **(B)** Two-dimensional t-SNE visualization of 12,771 porcine PBMCs (combined cells from pig 1 and pig 2 shown in (A)). Each point represents a single cell; color of a point corresponds to one of 35 cell clusters a cell belongs to, with more transcriptionally similar cells belonging to the same cell cluster. The number of cells belonging to each cell cluster is listed in the cluster key. **(C)** Expression of a subset of canonical genes used to identify ILCs overlaid onto two-dimensional t-SNE visualization coordinates of cells shown in (B). Color of a point corresponds to expression level of a specified gene within a cell relative to all other cells in the dataset shown in (A). **(D)** Hierarchical relationship of cell clusters in porcine PBMCs shown in a dendrogram (left) and dot plot showing gene expression patterns within each cell cluster shown in (B) (right). In the dot plot, gene expression patterns of canonical genes used to identify ILCs (x-axis) across cell clusters shown in (B) are on the y-axis. Within the plot, size of a dot corresponds to the percentage of cells expressing a gene within a cell cluster; color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell cluster relative to all other cells in the dataset shown in (B). A blue box is drawn around clusters identified as ILCs. **(E)** Overlay onto two-dimensional t-SNE visualization shown in (B) of cells annotated as ILCs (black; cell clusters p0, p4, p26, p28, and p30) in (D). All cells not annotated as ILCs (non-ILCs) are shown in light gray. Each point represents a single cell. scRNA-seq data shown in (A, B, C, D, E) were derived from PBMCs of two 7-wk-old pigs. Ileum and PBMC samples for scRNA-seq were collected from the same two pigs and processed in parallel. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: ILC, innate lymphoid cell; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

Table S10 Differential gene expression, biological process enrichment, and gene signature summary results in porcine ileal and peripheral innate lymphoid cells.

**Figure 6.**
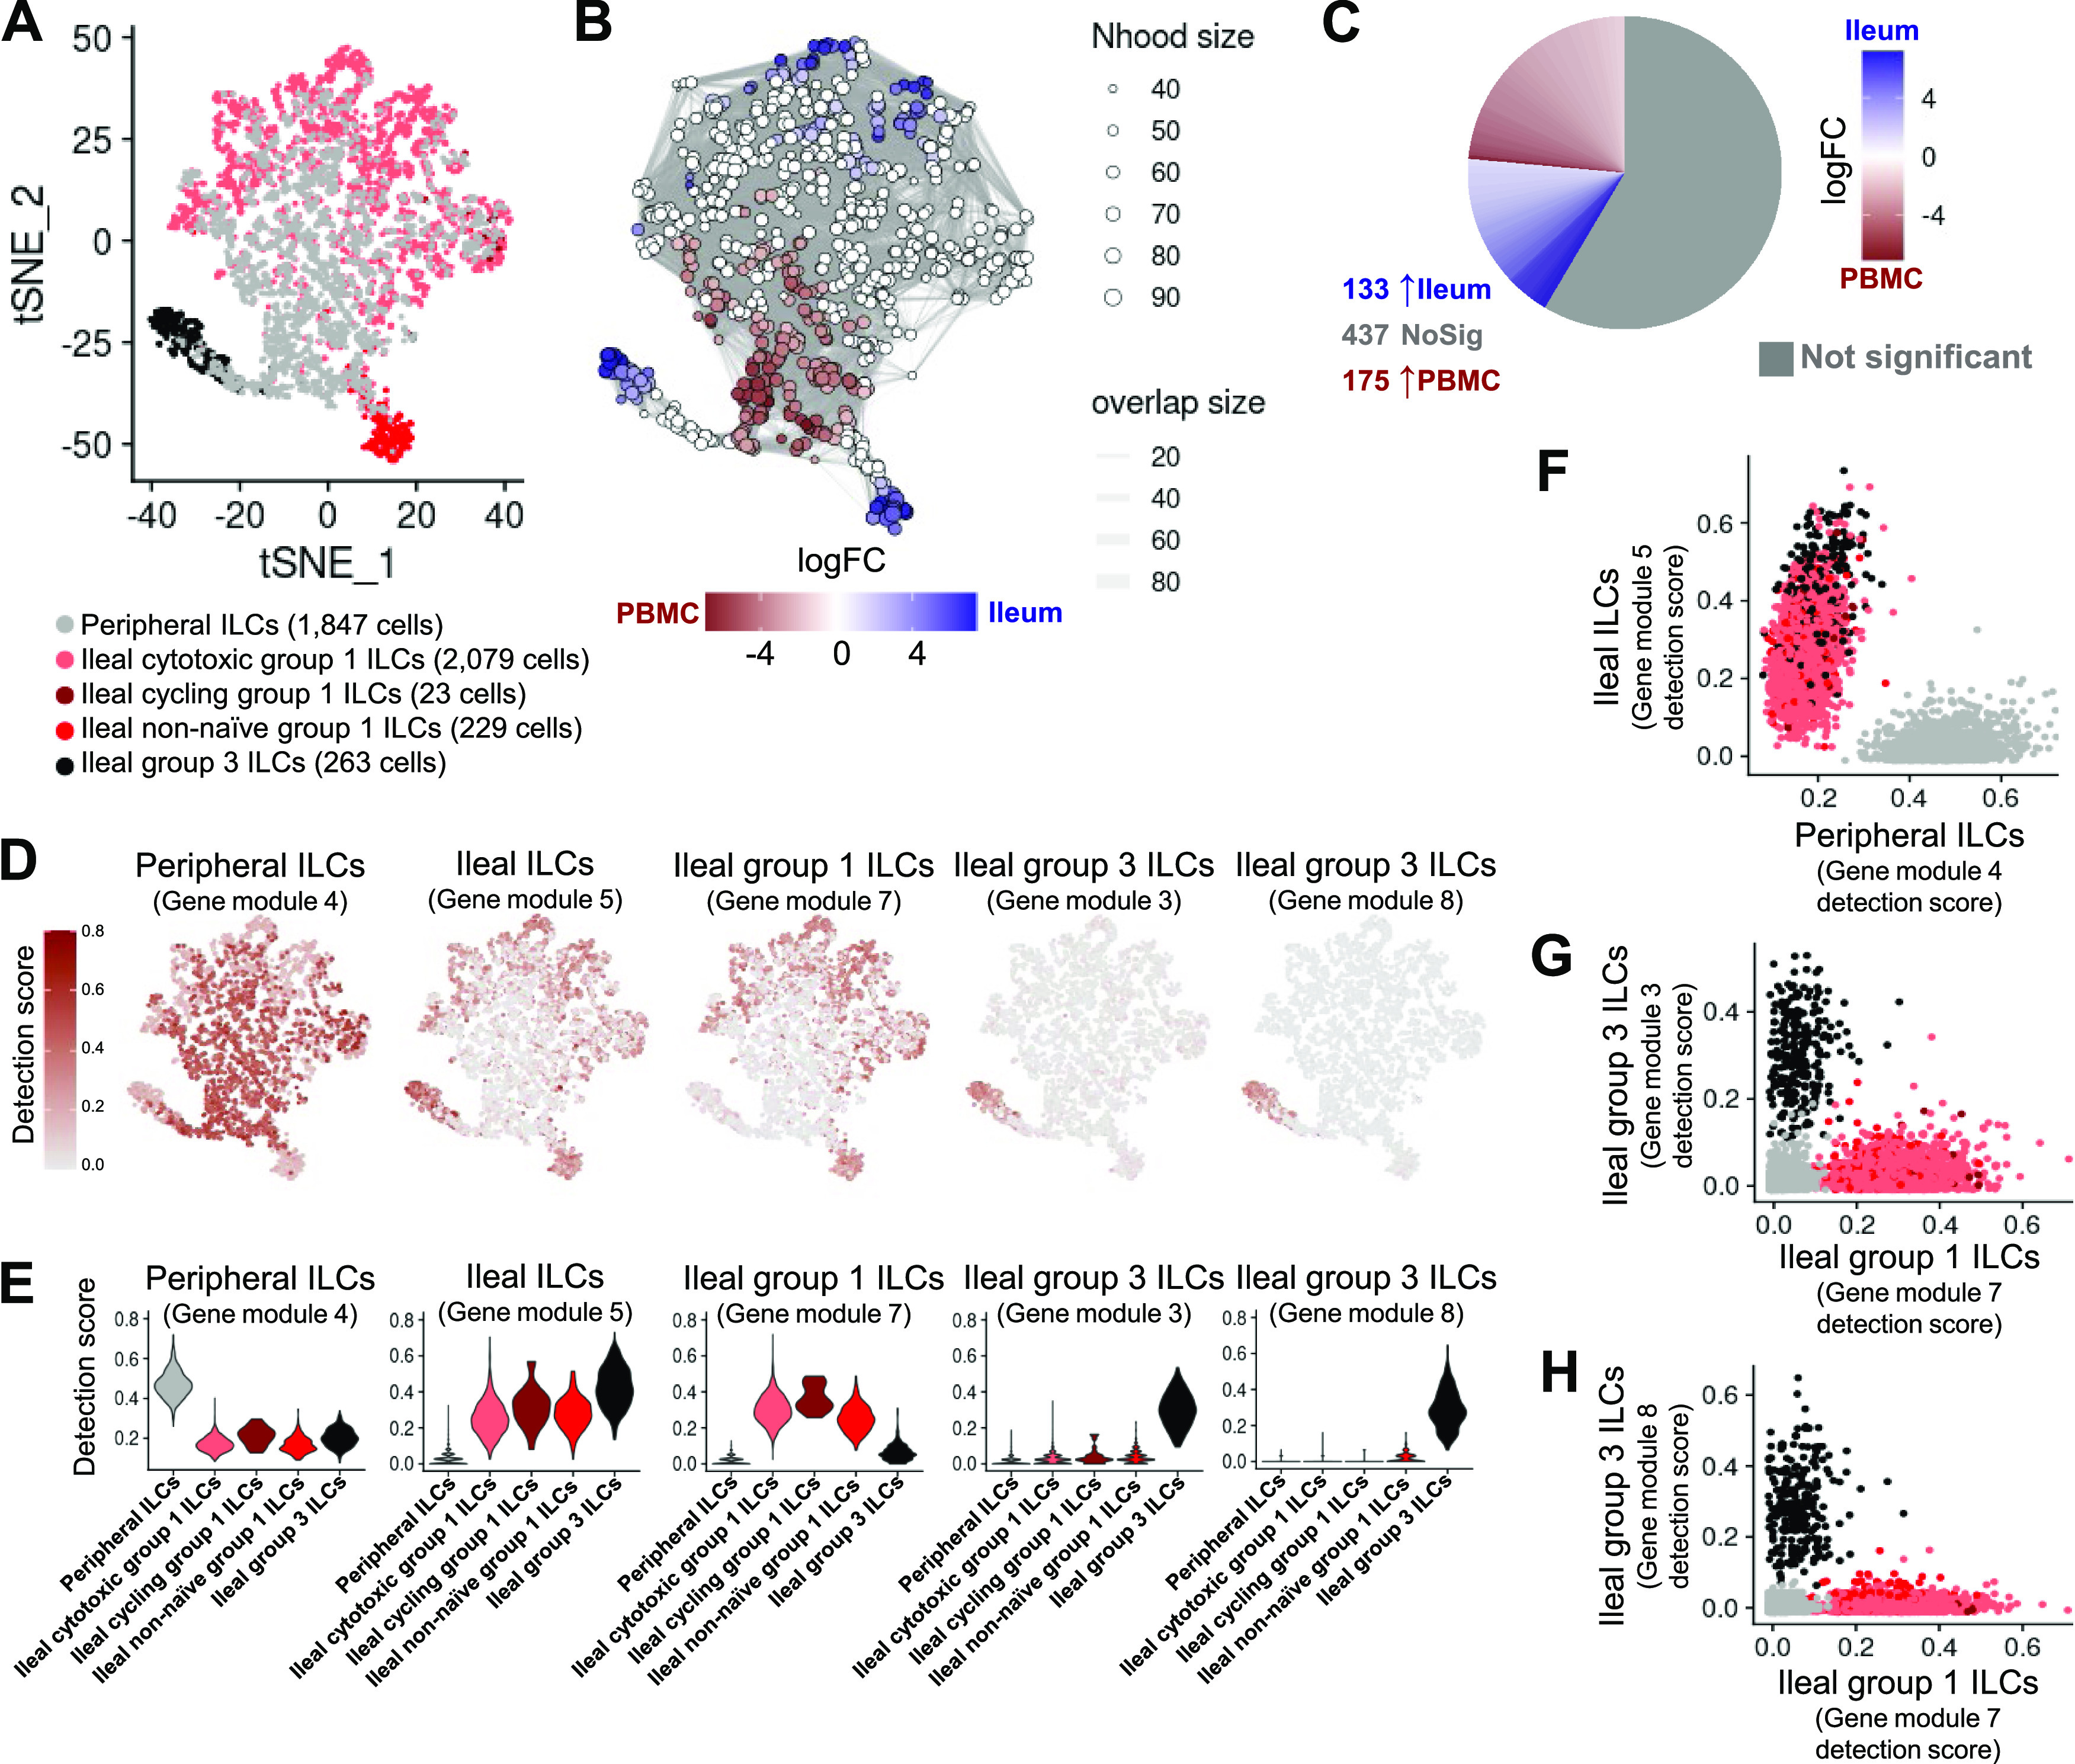
Peripheral ILCs are transcriptionally distinct from ileal ILCs. **(A)** Two-dimensional t-SNE visualization of 4,441 cells recovered from the porcine ileum (2,594 cells) and porcine PBMCs (1,847 cells) via scRNA-seq and classified as ILCs in Figs S5C–F and S27D and E. Each point represents a single cell; color of a point corresponds to one of five ILC annotations. The number of cells belonging to each cell type is listed in the color key below. Derivation from the ileum or PBMC scRNA-seq samples for annotated ILC types is indicated in the annotation name. **(B)** Cell neighborhoods identified by differential abundance analysis between cells derived from the ileum and PBMCs as shown in (A), overlaid onto t-SNE coordinates also shown in (A). Size of a circle indicates the number of cells in a neighborhood (Nhood size); color of a circle indicates magnitude of logFC in abundance in the ileum (blue) versus PBMCs (red); width of lines between cell neighborhoods indicates the number of overlapping cells found in each of two neighborhoods (overlap size). **(C)** Pie chart of differential abundance results for cell neighborhoods shown in (B). Gray indicates the proportion of cell neighborhoods that were not differentially abundant, whereas cell neighborhoods with significantly increased abundance (*P* < 0.01) in the ileum or PBMC samples are shown in blue and red, respectively. The logFC magnitude of differential abundance is also shown by red or blue shading. **(D)** Selected gene module detection scores from multidimensional differential gene expression analysis of cells shown in (A) overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(E)** Violin plots summarizing gene module detections scores shown in (D) (y-axis) across annotated ILC types shown in (A) (x-axis). **(F)** Scatter plot of gene module 5 detection scores (y-axis) versus gene module 4 detection scores (x-axis) for all cells shown in (A). Each point represents a single cell; color of a point corresponds to cell type annotations shown in (A). **(G)** Scatter plot of gene module 3 detection scores (y-axis) versus gene module 7 detection scores (x-axis) for all cells shown in (A). Each point represents a single cell; color of a point corresponds to cell type annotations shown in (A). **(H)** Scatter plot of gene module 8 detection scores (y-axis) versus gene module 7 detection scores (x-axis) for all cells shown in (A). Each point represents a single cell; color of a point corresponds to cell type annotations shown in (A). scRNA-seq data shown in (A, B, C, D, E, F, G, H) were derived from the ileum and PBMCs of two 7-wk-old pigs. Ileum and PBMC samples for scRNA-seq were collected from the same two pigs and processed in parallel. Abbreviations: ILC, innate lymphoid cell; logFC, log fold-change; Nhood, neighborhood; No Sig, no significance; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

Multidimensional differential gene expression (DGE) was performed to identify differentially expressed genes (DEGs) independent of cell type annotations and sample origin of cells (Table S10). Hierarchical clustering of DEGs with the lowest *P*-values defined nine gene modules with varying patterns of detection (Figs 6D and E and S28A–C). Gene module 4 had highest detection in peripheral ILCs, whereas module 5 had higher detection across all four types of ileal ILCs (Fig 6D and E), allowing us to easily segregate ILCs by peripheral or ileal origin based on gene module 4 versus 5 detection scores (Fig 6F). Gene module 7 had highest detection in ileal group 1 ILCs (activated, cytotoxic, and cycling), whereas gene modules 3 and 8 detection scores correlated positively with one another and were higher in ileal group 3 ILCs (Figs 6D and E and S28D). Collectively, the differences noted allowed for segregation between ileal group 1 and group 3 ILCs on the basis of detection for gene module 7 and 3/8, respectively (Fig 6G and H). Therefore, gene module 4 was considered as highly specific to peripheral ILCs, gene module 5 to all ileal ILCs, gene module 7 to ileal group 1 ILCs, and gene modules 3 and 8 to ileal group 3 ILCs. 

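Most recirculation genes were higher and most tissue residence genes lower in peripheral than in ileal ILCs. Of 12 recirculation genes, 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone) in peripheral ILCs, and of 9 tissue residence genes, 2 were higher and 7 were lower (2 and 7 when adjusted over the list alone). KLF2 had a log2 fold change of 7.43 and S1PR1 of 5.19. The residence genes RGS1 and JAML had -4.19 and -5.91, while ZNF683 and ITGA1 went the other way, at 7.88 and 3.83. CX3CR1, a chemokine receptor of circulating lymphocytes, was at least 1037-fold higher in peripheral ILCs (floor of 3 counts over the group), and CDH17, an intestinal cadherin, at least 267-fold lower. GZMB had -3.27. In all, 1107 genes were higher in peripheral ILCs and 1064 lower of 8292. Leaving out 1 sum at a time, the total was 1335 without the ileal ILC sum of pig 1 and 1092 without the ileal ILC sum of pig 2.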

Further refinement focused on genes with the highest specificity for respectively assigned ILC subsets from gene modules in Fig 6D and E, yielding core gene signatures for peripheral ILCs, all ileal ILCs, ileal group 1 ILCs, and ileal group 3 ILCs (Fig 7A–D).

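Of the signature genes in Table S10, 83 of the peripheral, 29 of the ileal, 15 of the ileal group 1, and 71 of the ileal group 3 signature could be tested here by symbol. The signatures were chosen by the study on these cells, so counts of their genes are not independent evidence.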

**Figure S28.**
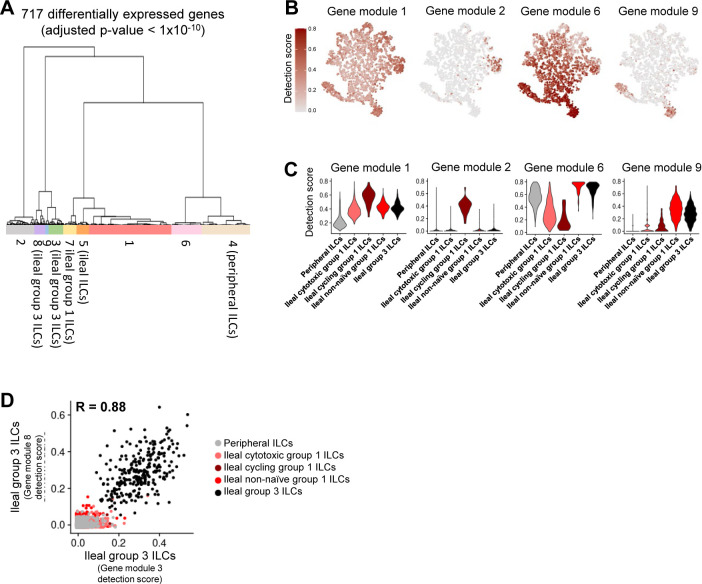
Gene module detection in ILCs from porcine-ileum and PBMC scRNA-seq data. **(A)** Dendrogram of the top differentially expressed genes (*P* < 1 × 10^−10^) recovered through multidimensional differential gene expression analysis. Based on the dendrogram, genes were grouped into nine gene modules, as indicated at the bottom of the dendrogram. **(B)** Selected gene module detection scores from multidimensional differential gene expression analysis of cells shown in Fig 6A overlaid onto two-dimensional t-SNE visualization coordinates. Color of a point corresponds to detection score for a gene module within a cell. **(C)** Violin plots summarizing gene module detections scores shown in (B) (y-axis) across annotated ILC types shown in Fig 6A (x-axis). **(D)** Scatter plot of gene module 8 detection scores (y-axis) versus gene module 3 detection scores (x-axis) for all cells shown in Fig 6A. Each point represents a single cell; color of a point corresponds to cell type annotations shown in Fig 6A. Correlation value (R) is shown at the top of the plot. scRNA-seq data shown in (A, B, C, D) were derived from the ileum and PBMCs of two 7-wk-old pigs. Ileum and PBMC samples for scRNA-seq were collected from the same two pigs and processed in parallel. Abbreviations: ILC, innate lymphoid cell; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing; t-SNE, t-distributed stochastic neighbor embedding.

**Figure 7.**
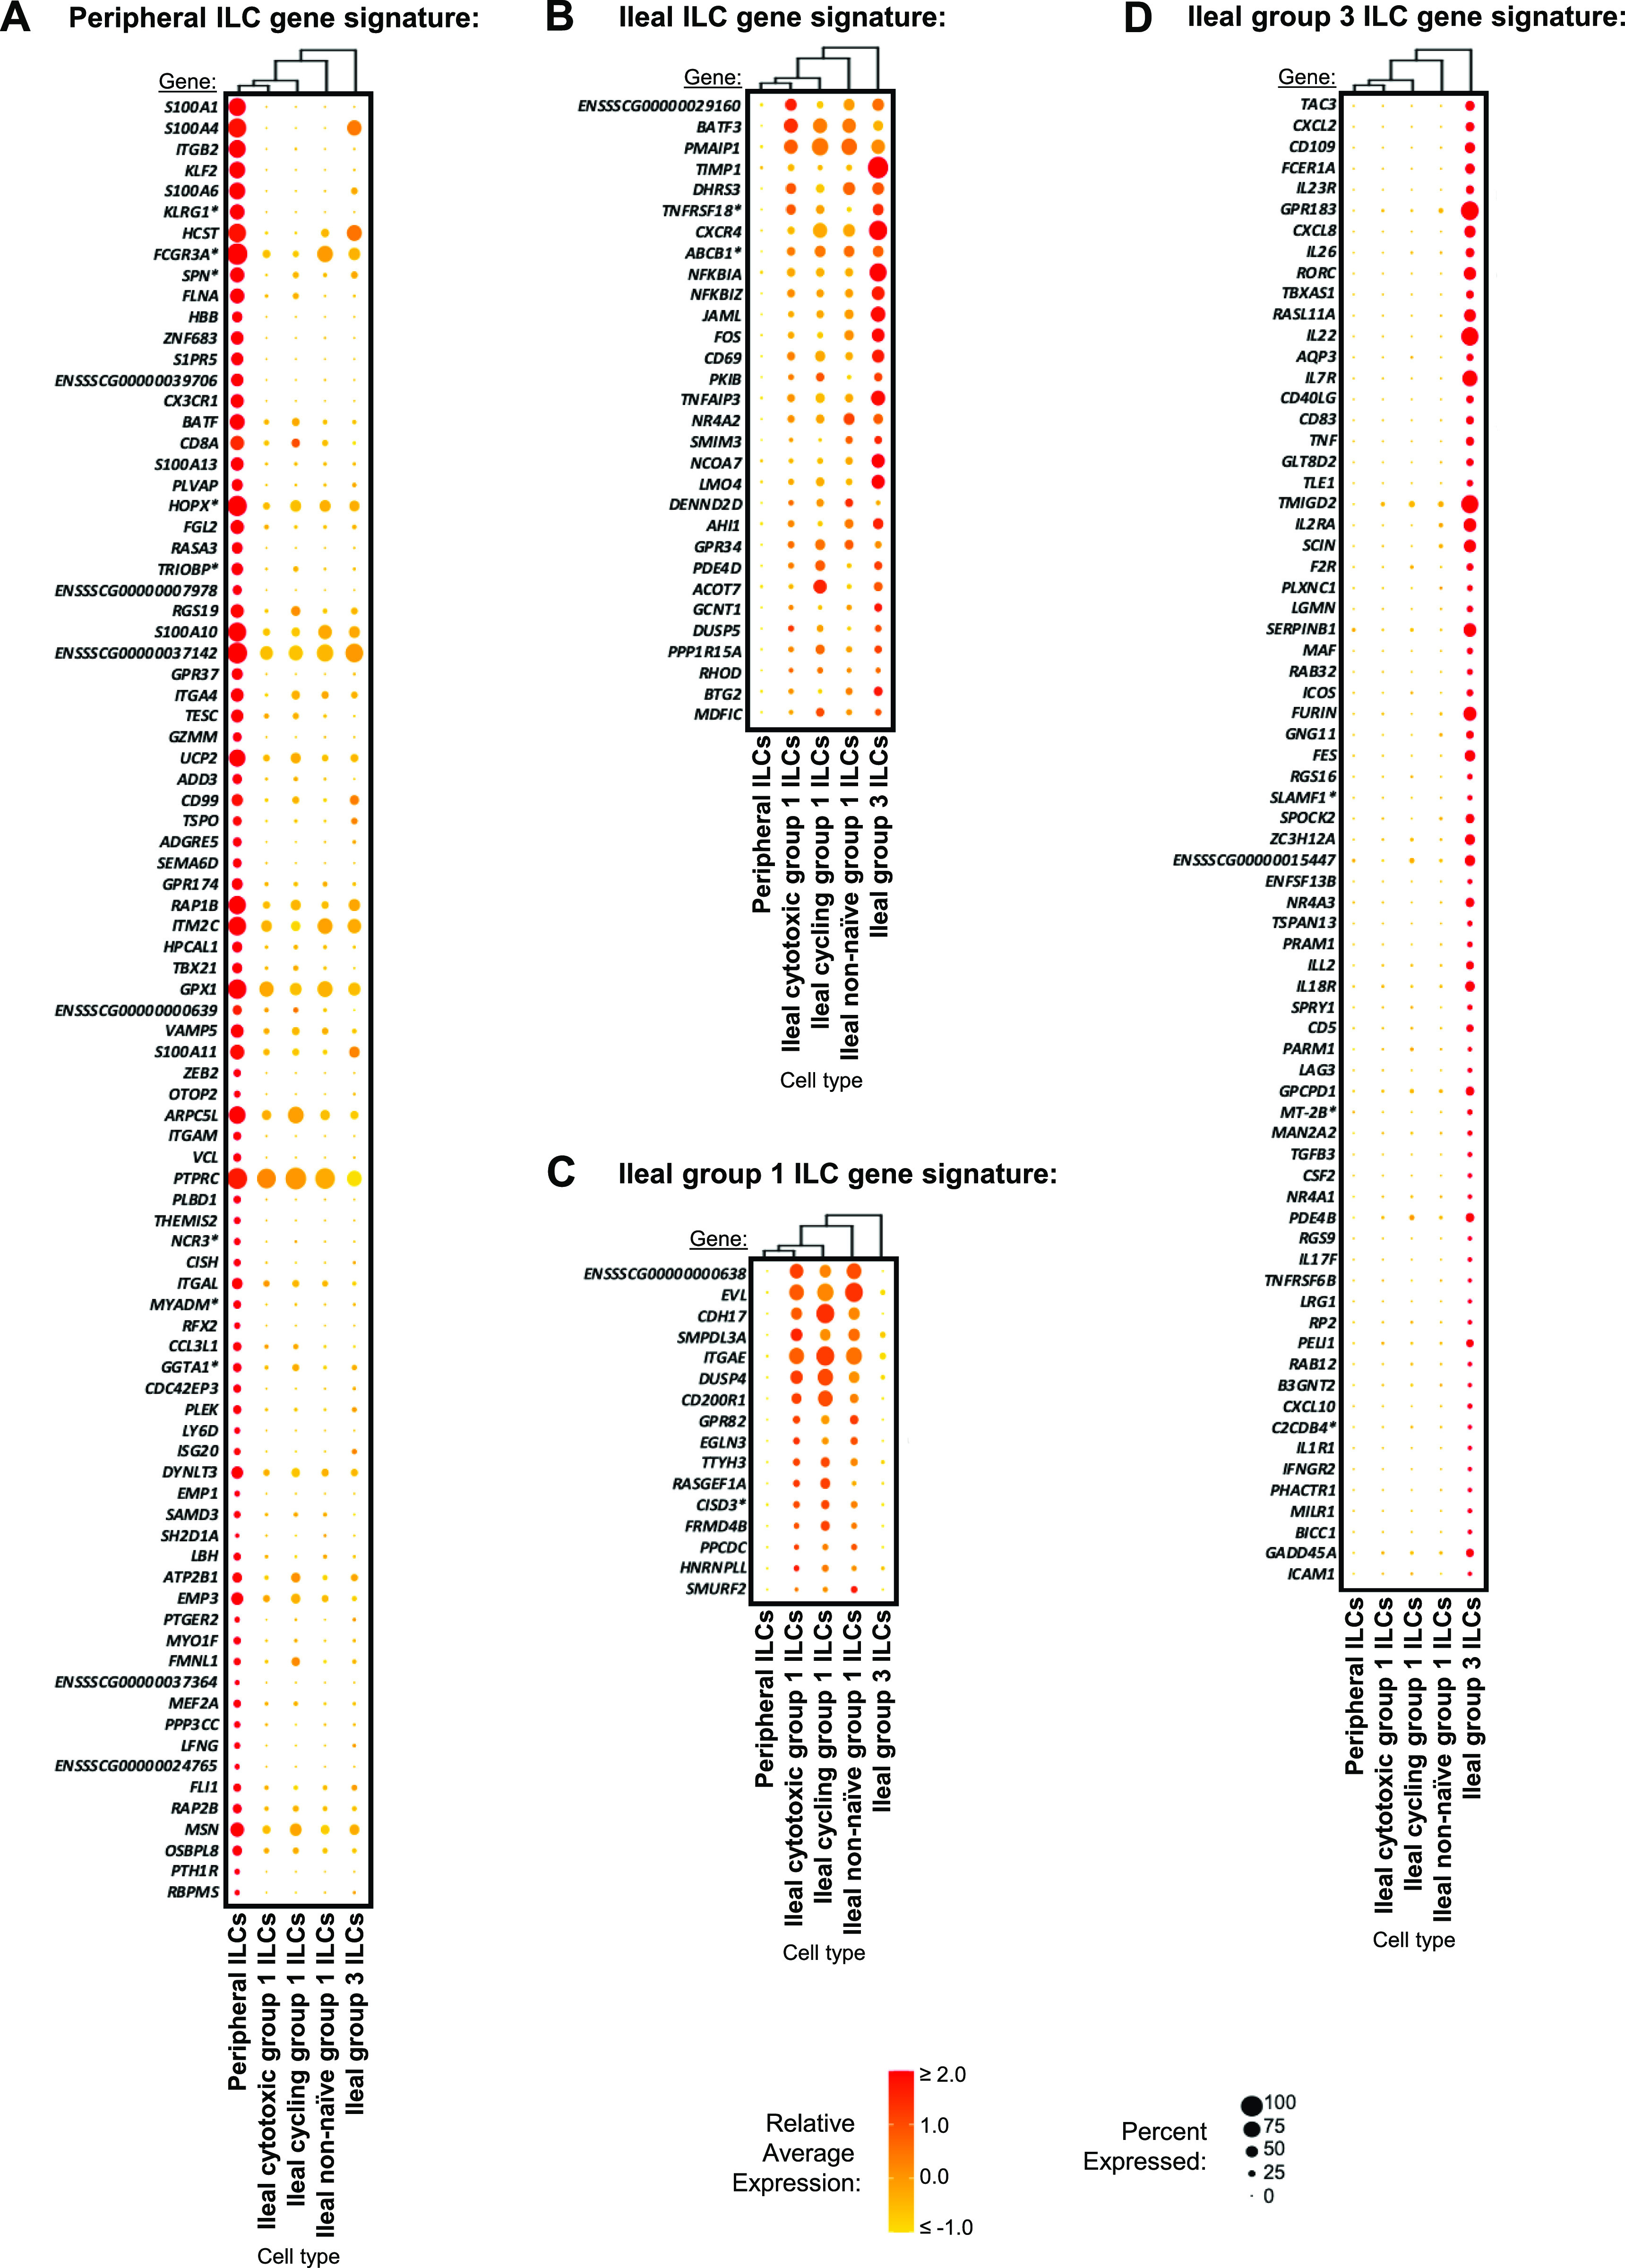
Core gene signatures of ileal and peripheral ILCs. **(A, B, C, D)** Dot plots showing expression patterns within each annotated ILC type for selected genes from gene module 4 used to create a peripheral ILC gene signature (A), gene module 5 used to create an ileal ILC gene signature (B), gene module 7 used to create an ileal group 1 ILC gene signature (C), and gene modules 3 and 8 used to create an ileal group 3 ILC gene signature (D). Genes are shown on the y-axis, and annotated ILC types from the porcine ileum and PBMCs are shown on the x-axis. Within the dot plot, size of a dot corresponds to the percentage of cells expressing a gene within an annotated cell type; color of a dot corresponds to average expression level of a gene for those cells expressing it within a cell type relative to all other cells in the dataset shown in Fig 6A. Hierarchical relationships of annotated ILC types are shown with a dendrogram on the top of each dot plot. scRNA-seq data shown in (A, B, C, D) were derived from the ileum and PBMCs of two 7-wk-old pigs. Ileum and PBMC samples for scRNA-seq were collected from the same two pigs and processed in parallel. *Ensembl identifiers found in gene annotation were converted to gene symbols; refer to methods section “*Gene name modifications*” for more details. Abbreviations: ILC, innate lymphoid cell; PBMC, peripheral blood mononuclear cell; scRNA-seq, single-cell RNA sequencing.

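Peripheral ILCs carried the receptors of NK cells. Of 16 genes the paper names for them, 16 were higher and none was lower (16 and none when adjusted over the list alone) in peripheral than in ileal ILCs, and of 83 signature genes, 81 were higher and none was lower (81 and none when adjusted over the list alone). The paper named both lists from these cells, and blood ILC clusters were named by NK cell markers, so neither count is independent evidence. By camera with an estimated correlation, the calls of both lists were lost once adjusted over the lists (p = 0.138 and 0.0992, unadjusted 0.0183 and 0.00992). KLRG1, an inhibitory lectin on chromosome 5 of Sscrofa11.1 from 62506001 to 62523969, had 589 ± 183 CPM in peripheral and 0.634 ± 0.897 CPM in ileal ILCs (SD, n = 2 pigs), a log2 fold change of 9.96 (standard error 0.58, adjusted p = 1.25e-05). NCR3, an activating receptor, had 5.41 (standard error 0.37, adjusted p = 2.66e-05), GZMM 5.80 (standard error 0.39, adjusted p = 2.40e-05), and the integrin ITGAM 5.35 (standard error 0.26, adjusted p = 4.51e-06). FCGR3A, the Fc receptor CD16, had 3.18 (standard error 0.29, adjusted p = 0.000128) and CD8A 2.31 (standard error 0.26, adjusted p = 0.000394). HCST, TBX21, and CD99, an adaptor, a transcription factor of type 1 lymphocytes, and a surface glycoprotein, rose by 3.30, 3.21, and 2.89 on the log2 scale. NCR1, which encodes NKp46, was at least 209-fold higher. A CD8A UMI was found in 60.3% ± 0.665 (SD, n = 2 pigs) of peripheral ILCs at a median of 1923 UMIs, and in 3.95% of blood B cells at 3535 UMIs. Thinned to 1250 UMIs, the shares were 42.5% and 1.50%.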

An 86-gene signature derived from gene module 4 was identified for peripheral ILCs (Fig 7A) and included several genes recognized as canonical markers for porcine NK cells (*CD8A*, FCGR3A*, *ITGAM*, NCR3*, and *HCST*; Denyer et al, 2006; Piriou-Guzylack & Salmon, 2008; Gerner et al, 2009; Toka et al, 2009; Mair et al, 2013) or recognized as canonical NK cell markers across other species (KLRG1*, *CD99*, *TBX21*, and *GZMM*; Townsend et al, 2004; Huntington et al, 2007; Knox et al, 2014; Robinette et al, 2015; Crinier et al, 2018). FCGR3A* and *CD8A* encode for CD16 and CD8α, respectively, which are the two primary markers used to identify porcine NK cells at the protein level (reviewed by Piriou-Guzylack and Salmon [2008] and Gerner et al [2009]). Thus, inclusion of FCGR3A* and *CD8A* in a gene signature for peripheral ILCs concordant with NK cell descriptions suggests current porcine NK cell identifiers are insufficient for pan-ILC identification in pigs. Additional peripheral ILC signature genes encoded for integrins (*ITGB2*, *ITGA4*, *ITGAM*, and *ITGAL*) and other molecules associated with cell receptors/signaling (*FGR*, *PTPRC*, *CX3CR1*, and *S1PR5*), consistent with enrichment of biological processes including integrin-mediated signaling pathway (*GO:0007229*), leukocyte cell–cell adhesion (*GO:0007159*), and receptor clustering (*GO:0043113*) in gene module 4.

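The integrin genes ITGB2, ITGA4, and ITGAL and the receptor genes S1PR5 and CX3CR1 were higher in peripheral than in ileal ILCs. ITGB2, the shared β chain of leukocyte integrins, had 776 ± 143 CPM in peripheral and 3.80 ± 0.453 CPM in ileal ILCs (SD, n = 2 pigs), a log2 fold change of 7.67 (standard error 0.27, adjusted p = 2.11e-06). ITGA4 had 3.14 (standard error 0.25, adjusted p = 5.98e-05), ITGAL 1.64 (standard error 0.15, adjusted p = 0.000149), and the kinase FGR 1.16 (standard error 0.17, adjusted p = 0.00133). PTPRC had 0.95 (standard error 0.20, adjusted p = 0.00936), and did not pass without the ileal ILC sum of pig 2 (adjusted p = 0.0785). S1PR5, a receptor for exit from tissue, was higher by a ratio of 882 (95% counting interval 301 to 4284). CX3CR1 lies on chromosome 13 of Sscrofa11.1 from 23944386 to 23957567. It had a UMI in 56.2% ± 7.21 (SD, n = 2 pigs) of peripheral ILCs and in none of 2346 group 1 and 271 group 3 ILCs (up to 0.128% and 1.11% of cells with a UMI, which sets no limit on cells that express the gene), while 0.841% of blood B cells had one. Thinned, the shares of peripheral ILCs and blood B cells were 40.8% and 0.258%. From FCGR3A and CD8A among the peripheral genes, the paper proposes that current markers of porcine NK cells are insufficient to identify all ILCs.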

Thirty genes derived from gene module 5 comprised an ileal ILC gene signature identifying both group 1 and group 3 ILCs in the porcine ileum (Fig 7B). The gene signature for ileal ILCs included *CD69*, encoding for the cell surface receptor CD69 used to identify tissue resident and recently activated cells (Shiow et al, 2006; Ashouri & Weiss, 2017; Szabo et al, 2019b). 

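CD69 was higher in ileal than in peripheral ILCs. CD69, on chromosome 5 of Sscrofa11.1 from 62078134 to 62084961, had 206 ± 48.4 CPM in ileal and 7.51 ± 2.68 CPM in peripheral ILCs (SD, n = 2 pigs), a log2 fold change, peripheral over ileal, of -4.75 (standard error 0.29, adjusted p = 1.57e-05). A CD69 UMI was found in 32.2% ± 1.64 (SD, n = 2 pigs) of group 1, 53.9% ± 11.5 (SD, n = 2 pigs) of group 3, and 1.44% ± 0.958 (SD, n = 2 pigs) of peripheral ILCs, at 2530, 3223, and 1923 UMIs per cell at the median, and in 42.4% of ileal B cells, which express it when activated. Thinned, the shares were 18.2%, 25.8%, 0.592%, and 28.3%. All 29 genes of the ileal signature were lower in peripheral ILCs, also when adjusted over the list alone, but by camera with an estimated correlation the call of the list was lost once adjusted over the lists (p = 0.0992, unadjusted 0.00524). The same genes were also higher in ileum than in blood in 24 of 29 cases in αβ T cells and 23 of 29 in B cells (27 and 23 when adjusted over the list alone), with unadjusted p = 0.0286 and 0.0988 by camera with an estimated correlation. Adjusted over the lists these were 0.0918 and 0.439, so the call of the list was lost in both. Of 16 immediate early genes, which digestion can raise, 1 was higher and 11 were lower (1 and 13 when adjusted over the list alone) in peripheral ILCs.

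**Figure D2:**
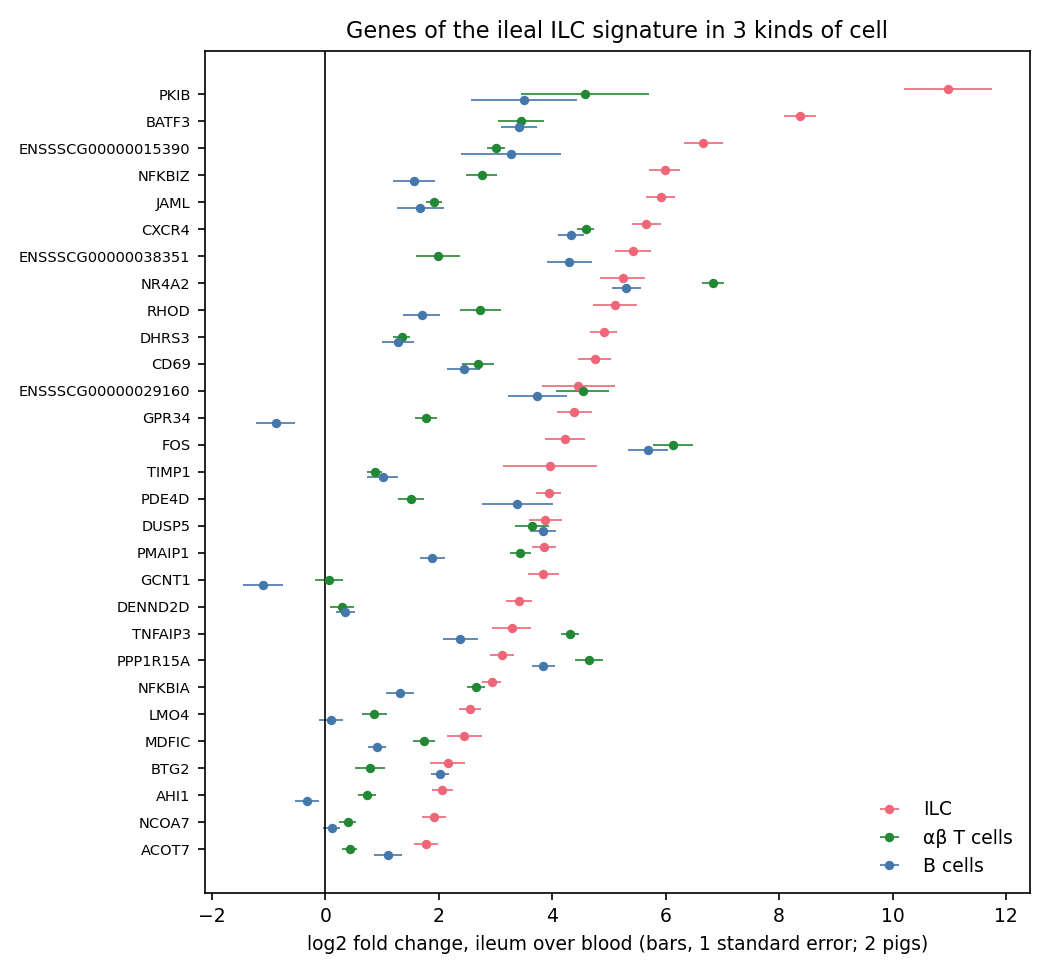
Log2 fold change, ileum over blood, of the 29 genes of the ileal ILC signature in ILCs, αβ T cells, and B cells (n = 2 pigs); the fitted values of genes with 0 counts in blood depend on the prior count. Of these genes, 24 passed as higher in ileal αβ T cells and 23 in ileal B cells, and the call of the list was lost in both by camera with an estimated correlation (p adjusted over the lists = 0.0918 and 0.439).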

Enriched biological pathways for module 5 included those associated with cell metabolism, including positive regulation of macromolecule metabolic process (*GO:0010604*), positive regulation of cellular protein catabolic process (*GO:1903364*), and long-chain fatty-acid metabolic process (*GO:0001676*), suggesting that ileal ILCs were in a highly active metabolic state.

A gene signature for ileal group 1 ILCs included 16 genes derived from gene module 7, as shown in Fig 7C. Similar to gene module 5, gene module 7 was enriched for metabolic processes, including catabolic processes such as nucleoside phosphate catabolic process (*GO:1901292*) and biosynthetic processes such as purine-containing compound biosynthetic process (*GO:0072522*), suggesting an active metabolic state defining group 1 ILCs in the ileum. Notably, *ITGAE*, which we used to identify intraepithelial group 1 ILCs in Fig 5D, was found in the ileal group 1 ILC gene signature, further supporting its use as an effective group 1 ILC marker in conjunction with other key markers in the porcine ileum.

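Group 1 ILCs held more ITGAE and CD69 than peripheral ILCs. Of 10 tissue residence genes, 2 were higher and 8 were lower (2 and 8 when adjusted over the list alone) in peripheral ILCs. ITGAE had 519 ± 50.0 CPM in group 1 and 23.1 ± 6.06 CPM in peripheral ILCs (SD, n = 2 pigs), a log2 fold change, peripheral over group 1, of -4.49 (standard error 0.24, adjusted p = 2.25e-05). An ITGAE UMI was found in 4.61% ± 0.107 (SD, n = 2 pigs) of peripheral ILCs, against 5.47% of blood B cells, and in 2.77% and 1.86% when thinned. CD69 had -4.58 (standard error 0.28, adjusted p = 4.40e-05). FCGR3A and CD8A were higher in peripheral ILCs, at 3.23 and 2.18. All 15 genes of the group 1 signature were lower in peripheral ILCs, also when adjusted over the list alone, but by camera with an estimated correlation the call of the list was lost once adjusted over the lists (p = 0.0988, unadjusted 0.00860), as was that of tissue residence genes (0.135, unadjusted 0.0279). In all, 1044 genes were higher in peripheral than in group 1 ILCs and 981 lower of 8088. Higher and lower genes together came to 1142 without the group 1 ILC sum of pig 1 and 1054 without the group 1 ILC sum of pig 2.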

Group 3 ILCs had a core gene signature of 71 genes derived from gene modules 3 and 8 (Fig 7D). Many of the signature genes were associated with a type 3 immune response and largely overlapped with DEGs identified for ileal group 3 ILCs relative to all other ileal T/ILCs and relative to all other ileal ILCs (Tables S4 and S8). Similarly, enriched biological processes for gene modules 3/8 also had high overlap with enriched biological processes found from DEGs in Tables S4 and S8. Notably, *IL22*, used as an in situ marker for group 3 ILCs in Fig 5E, was detected in the ileal group 3 ILC gene signature, supporting its use as an effective group 3 ILC marker in conjunction with other key markers, not only relative to other cells in ileum but also relative to peripheral ILCs.

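Against peripheral ILCs, group 3 ILCs stood out by the genes of type 3 immunity. IL22 had 7722 ± 2399 CPM in group 3 ILCs and no UMI in peripheral ILCs, so it was at least 7569-fold lower in them (floor of 3 counts over the group), and 0 of 1452 peripheral cells allows a share of cells with a UMI, not of cells that express IL22, of up to 0.207%. CXCL8 was at least 680.2-fold lower. CD8A, FCGR3A, and PTPRC were higher in peripheral ILCs, with log2 fold changes of 3.57, 2.66, and 2.04, and CD69 had -5.69 (standard error 0.30, adjusted p = 8.96e-06). All 71 genes of the group 3 signature were lower in peripheral ILCs, also when adjusted over the list alone. In all, 794 genes were higher in peripheral than in group 3 ILCs and 852 lower of 6318. The total was 936 without the group 3 ILC sum of pig 1 and 1056 without the group 3 ILC sum of pig 2.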

## Discussion

Understanding intestinal lymphocyte identity and function to cumulatively promote intestinal health outcomes in pigs has implications for biomedical research, animal health, and global food security. Phenotyping of porcine lymphocytes based on protein expression of a handful of cell surface markers has provided limited information about the biological dynamics of intestinal lymphocytes. Our work provides greater biological insight through further characterization of ileal lymphocytes into inferred functional subsets at transcriptional resolution not previously achieved in pigs, and we also include cross-species/cross-tissue comparisons and spatial context of specific lymphocyte types in different regions of the ileum. In addition to discoveries described herein, the data serves as a resource to be further explored and dissected for information about the heterogeneous landscape of lymphocytes in the porcine ileum.

Pigs readily serve as a biomedical model, with several innovations already applied to study intestinal lymphocytes. For example, germ-free pigs are used to study the dependence of intestinal lymphocyte development on microbial colonization (reviewed by Butler et al [2009], Sinkora and Butler [2009, 2016], and Pabst [2020]). Germ-free pigs can be colonized with human microbiomes to generate microbially humanized pigs for understanding the impact of the microbiota on local cellular responses associated with mucosal vaccination strategies and subsequent protection (Kumar et al, 2018; Miyazaki et al, 2018). Moreover, pigs serve as models for studying the impact of stress, nutrition, and infectious disease on intestinal physiology and immune status (reviewed by Gonzalez et al [2015], Roura et al [2016], Ziegler et al [2016], Moeser et al [2017], Hryhorowicz et al [2020], and Käser [2021]). Bolstering lymphocyte-mediated intestinal immunity is important for both humans and pigs, but mechanistic approaches rely heavily on first understanding key lymphocytes in the porcine intestine and recognizing shared annotation with humans. To help overcome these obstacles, we identified and described biological implications of lymphocytes in the porcine ileum in comparison to both human and murine ileum. Collectively, our data indicate a general consensus of annotated lymphocyte types across species; however, a few notable differences were described. Therefore, our cross-species comparisons serve as a foundation for deeper resolved exploration of pigs as models for human medicine. We further explore parallels between pigs and humans as it relates to intestinal lymphocytes throughout the rest of the discussion. However, we also note that some interspecies differences might be attributed to technical variables, such as differences in tissue collection, cell isolation, sequencing, or data interpretation.

A caveat of scRNA-seq is loss of cellular spatial context when tissues are dissociated, which we partially overcame by differentially dissecting the ileum into sections with or without Peyer’s patches before cell isolation. Cycling T/ILCs, follicular CD4 αβ T cells, B cells, and ASCs were enriched in Peyer’s patches, suggesting induction of germinal center antibody responses characteristic of GALT. Data support findings from human research, showing an enrichment of cycling cells, CD4 αβ T cells, and B cells in Peyer’s patches (Fujihashi et al, 2008; Junker et al, 2009) and thus strengthening the rationale for applicability of pigs to study Peyer’s patch–associated immune induction in biomedical research. Non-cycling γδ T, CD8 αβ T, and group 1 ILCs were enriched in the absence of Peyer’s patches and detected in situ primarily within the ileal epithelium, suggesting these three cell types mostly comprise the intraepithelial lymphocyte (IEL) community in the porcine ileum, similar to humans (reviewed by Lutter et al [2018], Mayassi and Jabri [2018], and Olivares-Villagómez and Van Kaer [2018]). Though porcine intraepithelial group 1 ILCs have not been studied in detail, we have conducted research investigating compositional changes of intraepithelial T lymphocytes (T-IELs) in the porcine intestine after weaning (Wiarda et al, 2020). Cross-species parallels were noted in our previous work, including a predominance of CD8^+^ αβ over γδ T-IELs in the small intestine of pigs and humans (Jarry et al, 1990; Lundqvist et al, 1995; Olivares-Villagómez & Van Kaer, 2018; Wiarda et al, 2020). In contrast, γδ T-IELs are more frequent than CD8^+^ αβ T-IELs in the murine small intestine (Guy-Grand et al, 1991; Hoytema van Konijnenburg et al, 2017). Thus, our previous work gives initial support of pigs for IEL-centric biomedical research, and scRNA-seq of γδ T, CD8 αβ T, and group 1 ILCs presented herein may help to build on this application. We caution that lamina propria versus epithelial location of single cells cannot be definitively concluded solely from our scRNA-seq data. However, T cells studied via scRNA-seq from the lamina propria and epithelium of human ileum had highly overlapping transcriptional profiles (Jaeger et al, 2021), and the same may be true for pigs.

Non-naive T and B cells in the porcine ileum were transcriptionally different from comparable cells in blood, as indicated by lower average mapping scores to porcine PBMCs. Transcriptional differences between ileal- and blood-derived non-naive T/B cells likely occurred because of inherently activated and/or differentiating states of ileal lymphocytes because of exposure to luminal contents, including the microbiota and microbial-derived metabolites. Our supposition is reinforced by work in germ-free pigs, where small-intestinal non-naive T and B cell abundances are reduced in the absence of microbial exposure (Rothkötter & Pabst, 1989; Rothkötter et al, 1994; Barman et al, 1996; Haverson et al, 2007; Sinkora et al, 2011; Potockova et al, 2015). Differences in T/B cells from mucosal tissues versus blood are also observed in humans, where non-naive lymphocytes increase in abundance, and tissue-specific gene signatures for lymphocyte activation, tissue residency, and/or effector functions are observed for tonsillar B cells (Glass et al, 2020; King et al, 2021), lung-derived T cells (Szabo et al, 2019a), and intestinal T cells (Venema et al, 2019) compared with similar lymphocyte subsets in the periphery. Collectively, the aforementioned studies and our own work suggest mucosal sites (including the ileum) are locations for congregation of non-naive T/B cells transcriptionally distinct from T/B cells found in the periphery, likely due in large part to ongoing immune stimulation via microbial exposure and other context-dependent signals at mucosal surfaces. Though transcriptional reprogramming of T cells and ILCs upon recruitment into the intestinal tract likely contributes to transcriptional distinctions between some T cells and ILCs found in blood and intestine, other intestinal T cells and ILCs are likely unique to the intestine. For example, thymic precursors of some intestinal resident T cells are recruited directly to the intestine where they further mature as tissue resident cells (Poussier & Julium, 1994; Poussier et al, 1992; McDonald et al, 2014). Therefore, findings ultimately support two potential scenarios for transcriptional distinctions between non-naive ileal and peripheral T cells and ILCs: (1) the existence of distinct cell populations exclusive to either circulation or the intestine and (2) transcriptional reprogramming of T cells and ILCs upon recruitment into the intestinal tract.

Similar to intestinal T and B cells, ILCs in the porcine intestine are likely heavily influenced by the microbiota; however, little is known about the influence of microbial colonization on porcine intestinal ILCs because of lack of methods to clearly label and identify intestinal ILCs in pigs. We established gene expression profiles and locational context of group 1 and group 3 ILCs in the porcine ileum to cautiously make functional inferences about ILCs in the porcine intestine. Our findings support comparable roles of porcine ileal ILC functions to intestinal ILCs in humans and mice, such as epithelial patrolling behaviors of intraepithelial group 1 ILCs (Fuchs et al, 2013; Talayero et al, 2016; Van Acker et al, 2017) and contribution of lamina propria and GALT-associated group 3 ILCs in immune defense, regulation of the commensal microbiota, GALT development, tissue homeostasis, and antibody production (Satoh-Takayama et al, 2008; Tsuji et al, 2008; Sonnenberg et al, 2012; Kruglov et al, 2013; Guo et al, 2014; Mortha et al, 2014; von Burg et al, 2014; Aparicio-Domingo et al, 2015). In mice, intestinal ILC1s proportionally contract and convert to a less polarized ILC3-like regulatory profile in germ-free compared with specific pathogen-free animals, suggesting ILC1 recruitment, differentiation, and/or function may be dampened without microbial stimulation (Gury-BenAri et al, 2016), and it remains plausible that similar phenomena occur in pigs. In support, porcine ileal ILCs gene signatures appeared to be heavily influenced by tissue-specific cell activation when compared with peripheral ILCs, and microbiota-derived signals likely supply tissue-specific transcriptional imprinting. In humans, ILCs from the tonsil, lung, and colon have tissue-specific gene expression indicative of tissue residency, cell activation, and modified metabolism compared with peripheral ILCs (Mazzurana et al, 2021), again supporting the contribution of external stimuli in driving activation state. Therefore, our data and newly developed methods for ILC detection should prove useful for further investigation, including defining the impact of the microbiota or intestinal infection on intestinal ILC function in pigs. We could not identify ileal group 2 ILCs in the porcine ileum; however, it is possible that group 2 ILCs were not found because of low abundances occurring under steady state conditions. In humans, intestinal group 2 ILCs are similarly rare under steady state conditions but may increase in abundance under conditions that facilitate their recruitment and/or expansion in the intestine, such as with parasitic infection of cancer (Meininger et al, 2020; Qi et al, 2021), and it remains possible that similar phenomena may occur in pigs. In contrast, group 2 ILCs comprise approximately one-quarter of ILCs in the lamina propria of the murine small intestine (Dutton et al, 2017). Thus, predominance of group 1 and group 3 ILCs in the pig ileum provides initial indication that pigs may have intestinal ILC populations more similar in composition to humans than that of mice under steady state.

Direct comparison of porcine ileal ILCs and peripheral NK cells brings into question the current methods for identification of non-T/non-B lymphocytes in pigs, as key markers used to identify NK cells (the only non–T/non–B lymphocyte subset currently identified in pigs) were found in gene signatures for peripheral but not ileal porcine ILCs. Ileal group 3 ILCs were easily distinguishable from peripheral NK cells, whereas ileal group 1 ILCs shared more similarities to peripheral NK cells. It remains undetermined whether ileal group 1 ILCs are ILC1s or NK cells, as detected differences between ileal group 1 ILCs and circulating NK cells in our data could indicate (1) identification of ILC1s present in the ileum but largely absent from periphery, (2) tissue-specific differences in ileal-derived NK cells that do not fit current phenotypic descriptions used to identify NK cells in pigs, or (3) a combination of both. Unfortunately, differentiation between ILC1s and NK cells remains complicated even in better characterized humans and mice because of species-to-species and tissue-to-tissue peculiarities within what can still be considered relatively recently discovered immune cell subsets (Robinette et al, 2015; Simoni et al, 2017; Simoni & Newell, 2017; Van Acker et al, 2017; Meininger et al, 2020). Regardless, we stress the importance of focusing on cell function over technical phenotype classification, as the functional role of cells in the context of immune protection and immunopathology is ultimately what contributes to biological outcome. To this point, gene signatures obtained for ileal and peripheral ILCs may further be used for identifying biomarkers for detection of specific ILC subsets and understanding their biological functions.

To our knowledge, our findings encompass the first single-cell descriptions of the immune cell transcriptomic landscape in the porcine intestine, with primary focus on the study of lymphocytes in the ileum, including T cells, ILCs, B cells, and ASCs. In addition, non-lymphocyte cell types in the intestine play important functional roles in intestinal health but fell outside the scope of the current study. The diverse spectrum of biological states for cells captured via scRNA-seq is difficult to holistically describe, and we only scratch the surface of the biological information and complexities contained within our scRNA-seq data. Although our data may serve as a starting point for understanding the roles of specific immune cells in a specific biological scenario, such understandings are best fine-tuned using the most appropriate species, tissue, and biological scenario of interest. Consequently, our data serve as an exciting starting point for query to seed future research questions.

## Materials and Methods

### Animals and sample collection

All animal experiments were performed according to procedures approved by the Institutional Animal Care and Use Committee (IACUC) at Iowa State University or the National Animal Disease Center, Agricultural Research Service (ARS), United States Department of Agriculture (USDA). Mixed-breed and mixed-gender pigs were obtained from commercial nursery settings for all experiments and assays. All pigs were weaned at ∼3 wk of age. For scRNA-seq, samples were collected from one female (pig 1) and one male (pig 2) at ∼7 wk of age. Postmortem intestinal tissues collected to complete ex vivo and in situ assays were from control animals in unrelated studies to reduce the overall number of animals used. The ages of animals are listed within respective figure captions and ranged from ∼5–9 wk of age. Humane euthanasia was carried out immediately preceding tissue collections.

### Cell isolations

#### Ileum for scRNA-seq

For ileal cell isolations, reagents were equilibrated to RT, and samples were stored at RT between steps. Immediately after humane euthanasia, ileal tissue was collected and stored in stabilization buffer (2 mM EDTA [AM9260G; Invitrogen], 2 mM L-glutamine [25-030; Gibco], and 0.5% BSA [A9418; Sigma-Aldrich] in HBSS [14175; Gibco]) for transport back to the lab.

In the lab, the exterior muscularis layer was peeled off, and tissues were cut open longitudinally to expose the lumen. Tissues were gently rinsed with PBS, pH 7.2 (made in-house), to remove intestinal contents and carefully dissected into regions of interest (PP, non-PP, and whole ileum), as shown in Fig S1B. Dissected tissues were weighed out to between 1 and 1.5 g per sample for further use.

Tissues were sequentially transferred to and incubated in the following solutions in a shaking incubator (MaxQ 4000; Thermo Fisher Scientific) at 37°C, 200 rpm: 20 min in 30 ml mucus dissociation solution (5 mM dithiothretol [DTT; 15508; Invitrogen] and 2% heat-inactivated FCS [A38401; Gibco] in HBSS); 25 min in 30 ml epithelial removal solution (5 mM EDTA and 2% FCS in HBSS), repeated with fresh solution for a total of three times; and 10 min in 20 ml wash solution (10 mM Hepes [BP299; Fisher BioReagents] in HBSS). Epithelial removal and wash solutions were retained for processing of epithelial cells, whereas mucus dissociation solution was discarded.

After incubation in wash solution, tissues were minced and placed into gentleMACS C tubes (130-093-237; Miltenyi) containing 15 ml enzyme digestion solution (10 mM Hepes, 0.2 U/ml Liberase TM [5401127001; Roche], and 30 μg/ml DNase I [D5025; Sigma-Aldrich] in HBSS). Tissue dissociation was carried out using the intestine C-tube protocol on a gentleMACS Octo Dissociator (130-095-937; Miltenyi) followed by incubation at 37°C, 200 rpm for 45 min and another round of mechanical dissociation using the gentleMACs intestine C-tube protocol. A total of 10 ml stabilization buffer was added to each C-tube, and contents were strained through sterile nonwoven surgical gauze sponges (GZNW44; Starryshine), followed by a 100-μm nylon mesh cell strainer (352360; BD Falcon).

Although tissues were incubating in enzyme digestion solution, epithelial cells were collected by passing epithelial removal and wash solutions through a 100-μm nylon mesh cell strainer, centrifuging at 450*g* for 8 min RT, and resuspending in supplemented HBSS (2 mM L-glutamine and 2% FCS in HBSS).

Cell fractions from epithelial isolation and tissue digestion for each sample were combined, centrifuged at 450*g* for 8 min RT, and resuspended in 24 ml of RT 70% Percoll (1.088 g/ml at 22°C; 17-0891-01; GE Healthcare Life Sciences). Aliquots of 8 ml cell/Percoll suspension were overlayed with 4 ml HBSS and centrifuged at 400*g* for 30 min RT, with slow acceleration and centrifuge break turned off. The density interphase layer of cells was collected, washed with supplemented HBSS, centrifuged at 450*g* for 8 min RT, and resuspended again in supplemented HBSS. Quantity and viability of cells was assessed by the Muse Count & Viability Assay Kit (MCH100102; Luminex) using a Muse Cell Analyzer (0500-3115; Luminex).

To further enrich for live cells, cell suspensions were passed through another 100-μm nylon filter, centrifuged at 300*g* for 10 min RT, and processed using a Dead Cell Removal Kit (130-090-101; Miltenyi). Cells were resuspended in 100 μl kit microbeads per 10^7^ total cells, incubated for 15 min, and divided into four equal parts per sample that were each rinsed with 1 ml 1× Binding Buffer. A total of four separate LS columns (130-042-401; Miltenyi) were used for the divided samples to facilitate magnetic sorting using a MultiMACS Cell24 Separator Plus (130-098-637; Miltenyi). LS columns were prerinsed with 1× Binding Buffer before applying cells. Columns were rinsed with an additional 3 ml of 1× Binding Buffer twice to facilitate cell pass through. The negative cell pass through was collected, centrifuged 300*g* for 10 min RT, resuspended in supplemented HBSS, centrifuged again, and resuspended in a final volume of supplemented HBSS. Muse count and viability was again assessed and deemed adequate for scRNA-seq (>84% live cells per sample). Samples were transported to the sequencing facility (∼15 min transport), and cell viability was reassessed using a Countess II Automated Cell Counter (Thermo Fisher Scientific). Viabilities from the Countess readings were deemed adequate to proceed with partitioning (>76% live cells per sample) for scRNA-seq.

#### PBMCs for scRNA-seq

PBMCs were isolated using Cell Preparation Tubes (CPT; 362782; BD Biosciences) according to manufacturer’s recommendations.

#### Ileum for flow cytometry

Ileal cells collected for flow cytometry experiments were isolated as described for scRNA-seq ileal cells above, with the exception that further enrichment of viable lymphocytes by Percoll density gradient centrifugation and magnetic dead cell removal were not performed.

### Droplet-based scRNA-seq

Single-cell suspensions from the ileum and PBMCs were prepared for scRNA-seq by partitioning and preparing libraries for a target of 10,000 cells per sample according to the manufacturer’s protocol for Chromium Single Cell 3′ v2 Chemistry (10X Genomics CG00052). Samples were multiplexed, had equal proportions of cDNA from each sample pooled, and were run across multiple lanes of an Illumina HiSeq 3000 with 2 × 100 paired-end sequencing as previously described (Herrera-Uribe et al, 2021). Raw data were deposited in .fastq file format for both forward and reverse strands following image analysis, base calling, and demultiplexing.

### scRNA-seq analysis of ileum data

#### Initial data processing

Initial processing of scRNA-seq data included read alignment/gene quantification, ambient RNA removal, gene/cell filtering, doublet removal, normalization, integration, and dimensionality reduction identical to as previously described (Herrera-Uribe et al, 2021) and as briefly outlined below.

Read alignment, mapping, and gene quantification were carried out with the shell data package, CellRanger v4.0.0 (10X Genomics), and the *Sus scrofa* 11.1 reference genome with 11.1.97 annotation file obtained from Ensembl (Cunningham et al, 2019) and modified as previously described (Herrera-Uribe et al, 2021). Ambient RNA removal was performed using the auto-estimation method from the R package, SoupX v1.4.5 (Young & Behjati, 2020).

Genes without any reads detected in the total of all sequencing reads across all cells and samples were removed from the dataset. Cells with >12.5% of total reads attributed to mitochondrial genes, <550 total genes detected, or <1,250 total unique molecular identifiers (UMIs) detected were removed from the dataset (Table S1).

The Python package Scrublet v0.1 (Wolock et al, 2019) was used to remove highly probable neotypic doublets from the remaining dataset using a doublet rate of 0.07. Cells with corresponding doublet probability scores >0.25 were removed from our dataset (Table S1).

Normalization, integration, and dimensionality reduction were performed using the R package, Seurat v3.2.2 (Butler et al, 2018; Stuart et al, 2019). SCT-normalized data were used to perform anchor-based sample integration with default parameters. Principle component analysis (PCA) was performed to identify the first 100 principle components (PCs) of the data, and a “significant” number of PCs to use for further analyses was determined as the smaller value of (1) the highest PC that had >0.1% change in variation between consecutive PCs or (2) the smallest PC that represented >90% of the cumulative variation and <5% of variation associated with a single PC. t-distributed stochastic neighbor embedding (t-SNE) coordinates were generated for visualization using the significant number of PCs. Log-normalized and scaled data were also calculated for the RNA assay of the Seurat object.

Throughout the workflow, intermediate modified count matrices were generated and converted back to 10X format using the function *write10XCounts()* from the R package, DropletUtils v1.8.0 (Griffiths et al, 2018; Lun et al, 2019).

#### Quality check of ileal sample types

Disparities in the percentage of cells removed between different ileal sample types were noted in Table S1, with smaller percentages of cells passing all cell filtering steps from non-PP (47.24% and 54.21%) compared with PP (75.31% and 77.13%) and whole ileum (71.56% and 77.40%) samples. 

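Of barcodes with at least 500 UMIs, 72.1% and 74.6% passed the filters and the removal of doublets in the PP libraries of pigs 1 and 2, 47.6% and 53.6% in the non-PP libraries, and 67.6% and 75.4% in the whole ileum libraries. The paper's percentages are of the cells it called before quality control, which are not the same set of barcodes. In non-PP, 73.1% and 73.4% of the failing barcodes were over the mitochondrial limit, against 47.1% and 41.8% in PP.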

Further investigation was performed to ensure disparities were because of differences in sample cell compositions and not differences in the quality of the same cell types between samples. Our query revealed many poor quality cells (>12.5% mitochondrial reads, <550 genes, <1,250 UMIs) that were more abundant in non-PP samples expressed genes characteristic of epithelial cells (*EPCAM*, *KRT8*) rather than immune cells (*PTPRC* [encoding pan-leukocyte marker CD45]; Fig S2A). Results were further validated by assessing the ratio of leukocytes (CD45^+^) to epithelial cells (EPCAM^+^) by flow cytometry (see flow cytometry methods) in independently collected ileal samples (Fig S2B and C). Non-PP samples had smaller leukocyte:epithelial cell ratios than did PP or whole-ileum samples (Fig S2D), indicating a higher occurrence of epithelial cells in non-PP samples. Similar observations were made via IHC, showing that a larger proportion of epithelial cells (stained by pan-cytokeratin protein expression; see IHC methods) were present in regions of the ileum lacking Peyer’s patches (Fig S2E). Thus, smaller percentages of cells passing all cell filtering steps from non-PP samples were largely attributed to a higher occurrence of poor quality epithelial cells originally present in these samples.

#### Cell clustering

The Seurat function *FindNeighbors()* was used to construct a shared nearest neighbor (SNN) graph, specifying to use the significant number of PCs calculated during data dimensionality reduction outlined above. The Seurat function *FindClusters()* using the significant number of PCs was used to identify clusters with clustering resolutions at 0.5 intervals between 0 and 5. Clustering at different resolutions was compared using the function *clustree()* from the R package clustree v0.4.3 (Zappia & Oshlack, 2018). A clustering resolution of 3.0 was selected for all downstream work.

#### Hierarchical clustering

Hierarchical clustering was performed with the Seurat function *BuildClusterTree()*, specifying to use only the number of significant PCs calculated during data dimensionality reduction outlined above for a respective dataset. Clustering dendrograms were visualized using the function *PlotClusterTree()*.

#### Generating data subsets

Some analyses were conducted on only a subset of cells from the original ileum scRNA-seq dataset. To partition out only cells of interest into smaller datasets, we used the Seurat function *subset()* to specify which cells to allocate into smaller datasets. Genes with cumulative zero expression in the new data subsets, scaled data, and dimensionality reduction dimensions were removed using the function *DietSeurat()*. Data in the RNA assay were rescaled; the first 100 PCs were recalculated; the number of significant PCs was redetermined; and t-SNE dimensions were recalculated using methods described above. For some smaller data subsets, integration anchors could not be calculated with default parameter k.filter = 200 for the function *FindIntegrationAnchors()*, and the k.filter parameter was adjusted to the largest multiple of five at which integration anchors could still be calculated for the dataset.

#### Cell cluster/annotation-based DGE analysis

DGE analyses were performed using functions of the Seurat package and normalized gene counts from the RNA assay. DEGs were calculated for each cluster/cell type relative to the average gene expression across an entire dataset using *FindAllMarkers()*. To be considered differentially expressed (DE), a gene was expressed in >10% of cells in one of the populations being compared, had a |logFC| >0.25, and had a corrected *P*-value <0.05.

#### Multidimensional DGE analysis

Cell cluster-type-independent, multidimensional DGE analysis was performed with the R package singleCellHaystack v0.3.3 (Vandenbon & Diez, 2020). From log-normalized counts stored in the RNA assay of our Seurat object, median expression levels were calculated for each gene across the entire dataset, followed by determining if expression of each gene was above or below the median expression level within each cell. From this information, DGE was calculated using the function *haystack_highD()*, specifying to use the previously determined number of significant PCs to define the multidimensional space. A gene was considered DE if it had an adjusted *P*-value <0.05.

Gene modules were created by first selecting only DEGs with adjusted *P*-values <1 × 10^−10^, followed by hierarchical clustering of selected genes with the function *hclust_haystack_highD()*. The number of gene modules to split the gene dendrogram into (*k*) was specified between *k* = 3 to *k* = 10 and executed with the function *cutree()*. Detection scores of each gene module within each cell were calculated with the function *plot_gene_set_haystack()*. The final value of *k* was selected by examining each model and selecting the one producing the most interpretable and biologically relevant gene modules.

#### Topic modeling

Topic models were fit with the fastTopics package v0.5-54 (Dey et al, 2017). Multiple topic models were fit for each cell type subset (*K* = 3 to *K* = 10). The final value of *K* was selected by examining each model and selecting the one that produced the most interpretable and biologically relevant structure. Genes which were enriched in each topic were determined using the *diff_count_analysis()* function.

#### Biological process enrichment analysis

After identification of DEGs with increased expression in cell clusters, topics, or gene modules, gene sets were subjected to Gene Ontology (GO) term enrichment analysis. GO terms were mapped to Ensembl gene IDs using the biomaRt v2.48.3 (Durinck et al, 2009) R package. Only genes, and therefore GO terms, detected in our data were included in the background set which the enriched sets were compared against. A new GO term background set was created for each data subset. Genes and GO terms which were not detected in each data subset were removed from the respective background list. The R package topGO v2.44.0 (Alexa et al, 2006) was used to carry out GO term enrichment analysis using the “elimination” algorithm and the “Fisher” test statistic. GO terms with *P*-values <0.05 were considered enriched in the gene set in question relative to the appropriate background GO term set.

#### Ileal cell lineage annotations

Ileal cells were grouped into 54 clusters as described in *Cell clustering* methods (Fig S4A). Query of cell lineage canonical gene expression within clusters was used to group cells into four major cell lineages (Figs 1C and S4B and C).

#### Ileal cell type annotations

Ileal cells were further annotated into 26 cell types (Figs 1D and S3) with a hybrid, multi-method approach using (1) cell clustering and accompanying cluster-based DGE and hierarchical analyses (discrete cell/non-discrete gene classifications); (2) cell cluster-independent multidimensional DGE analyses and gene module detection (non-discrete cell/discrete gene classifications); and/or (3) grade of membership/topic modeling (non-discrete cell/non-discrete gene classifications) as described below.

#### T/ILC lineage lymphocyte annotations

Cells assigned as T/ILC lineage lymphocytes (Figs 1C and S4B and C) were extracted to form a subset of data for further query of T/ILC identities (as described in *Generating data subsets* methods; Fig S5A). T cell clusters were identified by expression of porcine pan-T cell marker *CD3E* (expressed by >75% of cells in a cluster; Fig S5B and C; reviewed by Piriou-Guzylack and Salmon [2008] and Gerner et al [2009]). Clusters were instead identified as ILCs if most of the cells did not express *CD3E* but still largely expressed *CD2*, similar to previously described porcine NK cells (Fig S5B and C; Herrera-Uribe et al, 2021). T cell clusters were classified as CD4 αβ T cells, CD8 αβ T cells, or γδ T cells if >10% of cells in a cluster expressed *CD4*, *CD8B*, or *TRDC*, respectively (Fig S5D and E). Mixed CD4/CD8 αβ and γδ/CD8 αβ T cell clusters were identified if >10% of cells expressed *CD4* and *CD8B* or *CD8B* and *TRDC*, respectively (Fig S5D and E). Mixed T cell clusters appeared to be mixtures of cells expressing either *CD4*, *CD8B*, or *TRDC* rather than cells co-expressing any two of these markers (Fig S5B).

##### Naive αβ T cell annotation

Further cell cluster-based DGE analysis of all T/ILC lineage lymphocytes revealed a unique gene expression signature characteristic of circulating and/or naive T cells in the only mixed CD4/CD8 αβ T cell cluster, cluster 24 (Fig S5F). Thus, cluster 24 cells were given the designation of naive CD4/CD8 αβ T cells.

##### CD4 αβ T cell annotations

Cells identified as CD4 αβ T cells (Fig S5) were extracted to create a subset of data (as described in *Generating data subsets* methods). From this data subset, previous cell cluster assignments (as described in *Cell clustering* methods), topic modeling with weighted membership to three topics (as described in *Topic modeling* methods), and multidimensional DGE analysis with detection of three gene modules (as described in *Multidimensional* DGE *analysis* methods) were assessed to identify DEGs and associated enriched biological processes by each method (Fig S6A–D and Table S2). Further identification of CD4 αβ T cell populations is shown in Fig S6E–H.

##### γδ/CD8 αβ T cell annotations

Cells identified as γδ T cells, CD8 αβ T cells, or a mixture of γδ/CD8 αβ T cells (Fig S5) were extracted to create a subset of data (as described in *Generating data subsets* methods). From this data subset, previous cell cluster assignments (as described in *Cell clustering* methods), topic modeling with weighted membership to three topics (as described in *Topic modeling* methods), and multidimensional DGE analysis with detection of four gene modules (as described in *Multidimensional* DGE *analysis* methods) were assessed to identify DEGs and associated enriched biological processes by each method (Fig S7A–D and Table S3). Further identification of γδ and CD8 αβ T cell types is shown in Fig S7E–J.

##### ILC annotations

Cells identified as ILCs (clusters 1, 18, 43, 44, and 51; Fig S5) were extracted to create a subset of data (as described in *Generating data subsets* methods). From this data subset, previous cell cluster assignments (as described in *Cell clustering* methods), topic modeling with weighted membership to three topics (as described in *Topic modeling* methods), and multidimensional DGE analysis with detection of three gene modules (as described in *Multidimensional* DGE *analysis* methods) were assessed to identify DEGs and associated enriched biological processes by each method (Fig S8A–D and Table S4). Further identification of ILC populations is shown in Fig S8E–H.

#### B lineage lymphocyte annotations

Cells identified as B lineage lymphocytes (Figs 1C and S4B and C) were extracted to create a subset of data (as described in *Generating data subsets* methods). From this data subset, previous cell cluster assignments (as described in *Cell clustering* methods), topic modeling with weighted membership to three topics (as described in *Topic modeling* methods), and multidimensional DGE analysis with detection of four gene modules (as described in *Multidimensional* DGE *analysis* methods) were assessed to identify DEGs and associated enriched biological processes by each method (Fig S9A–D and Table S5). Further identification of B lineage lymphocyte populations is shown in Fig S9E–G.

#### Non-lymphocyte annotations

A data subset was created for myeloid lineage leukocytes (clusters 42, 49, 52; Fig S4) as described in *Generating data subsets* methods. Because non-lymphocytes were not cells targeted for sequencing, cells identified as myeloid lineage leukocytes were annotated based only on cell cluster assignments (as described in *Cell clustering* methods) and associated hierarchical clustering, DGE, and biological process enrichment analyses (Fig S10A and B and Table S6). Further identification of myeloid lineage leukocyte cell types is shown in Fig S10C and D. Non-leukocytes were similarly annotated based only on cell cluster assignments (as described in *Cell clustering* methods) and associated hierarchical clustering, DGE, and biological process enrichment analyses (Fig S10E and F and Table S7). Further identification of non-leukocyte cell types is shown in Fig S10G and H.

#### Reference-based label transfer and mapping

Mapping and cell label prediction of porcine ileal cells to previously annotated cells from scRNA-seq datasets was performed using Seurat v3.9.9.9026 (Butler et al, 2018; Stuart et al, 2019; Hao et al, 2021). Each porcine ileal scRNA-seq sample (n = 6) was treated as an individual query dataset, and scRNA-seq datasets of porcine PBMCs (Herrera-Uribe et al, 2021), human ileum (Elmentaite et al, 2020), and murine ileum (Xu et al, 2019) were treated as reference datasets. Post-quality control UMI count matrices, cell barcodes, and corresponding cell annotations were obtained for each reference dataset, and only cells from animals/patients under nonpathogenic/noninflammatory conditions were used to create reference datasets. The porcine PBMC dataset included cells derived from blood of steady-state pigs ranging in age between 7 wk and 12 mo (n = 7; Herrera-Uribe et al, 2021). The human ileum dataset included cells derived from ileal biopsies of eight children between 4 and 12 yr of age that did not have inflammatory bowel disease (pediatric, non-Crohn’s; treated as control samples in study). Whether human ileal biopsies contained Peyer’s patches was not specified, though sizeable numbers of B cells were still reported (Elmentaite et al, 2020). The murine ileum dataset included cells from the terminal ileum, enriched for cells in Peyer’s patches or lamina propria (though epithelial cells still present) of specific pathogen-free BALB/cJ mice that were ∼8–10 wk old. Only mice that were not induced to mount allergic responses were used (n = 14, treated as control samples in study; Xu et al, 2019). Cells with unknown identities (“unknown” annotation in porcine PBMCs and “unresolved” annotation in the murine ileum) or low UMIs (“low UMI count” designation in the murine ileum) were further removed, leaving a total of 28,684; 11,302; and 27,159 cells from porcine PBMCs, human ileum, and murine ileum, respectively. For comparison between porcine and human or murine data, genes were filtered to contain only one-to-one human-to-pig or mouse-to-pig gene orthologs, as determined with BioMart (Smedley et al, 2015) and as previously described (Herrera-Uribe et al, 2021), within both reference and query datasets. For comparison between porcine ileal and PBMC datasets, genes were not filtered further.

Each reference dataset was next converted into a Seurat object and processed with SCT normalization, integration, scaling of the integrated assay, and PCA calculations as described in preceding methods. Annotation of cell lineage was also added to cells of each reference dataset, and assignment of each annotated cell type to a cell lineage can be seen in Fig S12.

Each query dataset was processed using porcine genes for comparison to porcine PBMCs, only one-to-one human-to-pig gene orthologs for comparison to the human ileum (termed humanized query data), or only one-to-one mouse-to-pig gene orthologs for comparison to the murine ileum (termed murinized query data), resulting in a porcine, humanized, and murinized query dataset for each of the original six ileal scRNA-seq samples (18 query datasets total). Gene names from humanized and murinized query datasets were converted to human and murine gene names, respectively. Each query dataset was then converted into a Seurat object and processed with log normalization/scaling of the RNA assay and PCA calculations as described in preceding methods. Samples of query data were processed individually and not integrated.

Prediction and mapping scores to reference datasets were next generated for query samples using integrated assay data from reference datasets and RNA assay data from query datasets. Transfer anchors between each query with a respective reference dataset were calculated using the function *FindTransferAnchors()*, with canonical correlation analysis (CCA) reduction (recommended for cross-species comparisons), log normalization, and 30 dimensions specified. Transfer anchors were used as input for the function *TransferData()* to calculate predictions probabilities (range 0–1) for each query cell at the level of cell type and cell lineage annotations, again using CCA reduction and 30 dimensions. Mapping scores (range 0–1) were also calculated with the function *MappingScore()* using the calculated transfer anchors, reference dataset cell embeddings, and query dataset neighbors, weights matrix, and embeddings as inputs.

Query data from all six samples were merged back together, and prediction probabilities and mapping scores were summarized for each respective combination of reference identity assignment and query cluster ID. Mapping scores indicated poor (score = 0) versus good (score = 1) representation of query data in a reference dataset. Prediction probabilities indicated most highly probable similar cells in the reference dataset (0 = not highly probable, 1 = highly probable).

#### Pseudobulk analysis

Pseudobulk RNA-seq datasets were generated from ileum scRNA-seq samples using the Seurat function *AverageExpression()* to store mean-normalized counts from the RNA assay of Seurat objects. Pseudobulk samples were generated for each of the six ileal scRNA-seq samples either using reads after ambient RNA removal but before gene/cell filtering or using reads from the final dataset of 31,983 cells after gene/cell filtering. Using the R package, edgeR v3.30.3 (Robinson et al, 2010; McCarthy et al, 2012), pseudobulk counts were incorporated into a DGEList object with function *DGEList()*, and multidimensional scaling (MDS) plots to visualize sample-specific pseudobulk profiles were created with the function, *plotMDS()*.

#### Differential abundance (DA) analysis

DA analysis of cells originating from PP versus non-PP samples of the ileum was performed using the R package, miloR v1.0.0 (Dann et al, 2021). All cells derived from PP and non-PP samples were taken as a data subset and reprocessed as described in preceding methods. In addition, SNNs were recalculated for the data subset with the Seurat function *FindNeighbors()*. The Seurat object was converted into a Milo object with incorporation of the SNN data graph calculated in Seurat with nearest neighbors (k) = 20 specified. Cell neighborhoods were created with the miloR function *makeNhoods()*, using 20% of cells in the dataset, k = 20, and the significant number of PCs calculated for the data subset. Cell neighborhoods were visualized by overlay onto original t-SNE coordinates calculated for the original total dataset (including whole ileum samples) to promote cohesiveness with previous data visualizations. Within each cell neighborhood, the proportions of cells coming from each PP or non-PP sample were calculated. PP and non-PP samples were specified as treatment variables to compare in an experimental matrix, each with two replicates (pig 1 and 2). Distances between cell neighborhoods were calculated with *calcNhoodDistance()* and the significant number of PCs for the data subset. DA testing was then performed within each cell neighborhood with the function *testNhoods()*. Cell neighborhoods were further annotated to correspond to the 26 cell types shown in Fig 1D, where a neighborhood was assigned as a cell type if >70% of cells in the neighborhood belonged to a single respective cell type annotation. If <70% of cells in a neighborhood were annotated as a single cell type, the neighborhood was classified as mixed. A neighborhood was considered differentially abundant at a significance level of 0.1 for corrected *P*-values.

### scRNA-seq analysis of PBMC data

PBMC scRNA-seq data were processed independently but in parallel to ileal samples, with analyses mirroring those described for ileal scRNA-seq data analysis. A clustering resolution of 1.5 was used to cluster PBMCs, and cluster numbers were given a “p” prefix (e.g., cluster p1 instead of cluster 1) to differentiate from ileal cell clusters. From PBMC clusters, gene expression was assessed to identify clusters of ILCs, using the same criteria as described for identification of porcine ileal ILCs and with additional query of NK cell genes described previously (Herrera-Uribe et al, 2021). By these criteria, we identified ILCs in PBMCs as cells belonging to clusters p0, p4, p26, p28, and p30 (Fig S27).

The two PBMC samples derived from the same pigs used for ileal scRNA-seq have been published previously in the reference dataset used for porcine PBMC mapping and prediction comparisons described in above methods; however, reads were not corrected and trimmed further as was done in the previously published work (Herrera-Uribe et al, 2021).

### scRNA-seq analysis of merged ileum/PBMC ILC data

Total datasets of the porcine ileum and PBMCs were reduced using *DietSeurat()* to retain only the RNA assay and to remove dimensionality reductions, graphs, and scaled data. The two datasets were then combined with the Seurat function *merge()*, and clusters identified as ILCs from each dataset (clusters 1, 18, 43, 44, and 53 in the ileum and clusters p0, p4, p26, p28, and p30 in PBMCs) were specified within the function *subset()* to generate a data subset of only ILCs as described in *Generating data subsets* for ileal scRNA-seq analysis methods. In addition, SNNs were recalculated for the data subset with the Seurat function *FindNeighbors()*.

DA, multidimensional DGE, and biological process enrichment analyses were performed as described for ileum scRNA-seq data. DA analysis was performed between ILCs originating from ileum versus PBMC samples. Further annotation of cell neighborhoods into specific cell types (e.g., ileal cytotoxic group 1 ILCs, peripheral ILCs) was not performed.

Gene signatures for peripheral ILCs, ileal ILCs, ileal group 1 ILCs, and group 3 ILCs were created by further filtering of genes in modules created through multidimensional DGE analysis (Table S10) that had high detection scores in ILC subsets specified in Fig 6D and E. To be included in a final gene signature, a gene from a specified module had to be expressed by >10% of cells in all target ILC subsets, and for each target ILC subset compared pairwise to each nontarget ILC subset have either (1) at least 2× the percentage of cells in the target ILC subset expressing the gene compared with the nontarget ILC subset or (2) have a larger percentage of cells (but less than 2× as many) expressing the gene and have at least 2× the average log-normalized gene expression count for the target ILC subset compared with the nontarget ILC subset. Summary statistics used for this filtering process are found in Table S10.

From this rationale, genes in gene module 4 were further filtered to identify a peripheral ILC gene signature, where peripheral ILCs were the target subset and ileal cytotoxic group 1 ILCs, ileal cycling group 1 ILCs, ileal non-naive group 1 ILCs, and ileal group 3 ILCs were nontarget subsets. Gene module 5 genes were filtered to identify an ileal ILC gene signature, where ileal cytotoxic group 1 ILCs, ileal cycling group 1 ILCs, ileal non-naive group 1 ILCs, and ileal group 3 ILCs were the target ILC subsets, and peripheral ILCs were the nontarget ILC subset. Genes in gene module 7 were filtered to identify an ileal group 1ILC gene signature, where ileal cytotoxic group 1 ILCs, ileal cycling group 1 ILCs, and ileal non-naive group 1 ILCs were target ILC subsets, and peripheral ILCs and group 3 ILCs were nontarget subsets. The ileal group 3 ILC gene signature was created by filtering genes in gene modules 3 and 8, using ileal group 3 ILCs as the target subset and ileal cytotoxic group 1 ILCs, ileal cycling group 1 ILCs, ileal non-naive group 1 ILCs, and peripheral ILCs as nontarget ILC subsets.

### Gene name modifications

Several porcine genes did not have a gene symbol assigned by Ensembl in the genome annotation file used but did have a gene symbol in the NCBI database corresponding to the Ensembl gene identifier. In these cases, we substituted the Ensembl gene identifier with the NCBI gene symbol in our figures and text and have indicated this change with an asterix (*) at the end of the gene symbol used. Genes with duplicated gene symbols were also converted to Ensembl IDs when creating our gene annotation file, and these were converted back to gene symbols in our figures and text and denoted by an asterix (*) as well. The gene annotated as *HLA-DRA* was also converted to the updated pig-specific gene symbol *SLA-DRA*. A comprehensive list of all such substitutions used in figures and text are in Table S11.

Table S11 Ensembl identifiers replaced with gene symbols in text and figures.

### Flow cytometry

Flow cytometry staining with cell viability dye and antibodies reactive to extracellular epitopes was performed as previously described (Wiarda et al, 2020). For antibody panels with intracellular CD79α detection, intracellular staining was completed after staining for extracellular markers, using the True-Nuclear Transcription Factor Buffer Set (424401; BioLegend) according to manufacturer’s instructions and as previously described (Boettcher et al, 2020a, 2020b). Cell events were acquired on a FACSymphony A5 flow cytometer (BD Biosciences), and data were analyzed with FlowJo v10.6.1 software (FlowJo, LLC) as previously described (Wiarda et al, 2020). Fluorescence-minus-one (FMO) stains were used as controls for applying gating strategies (Fig S29).

**Figure S29.**
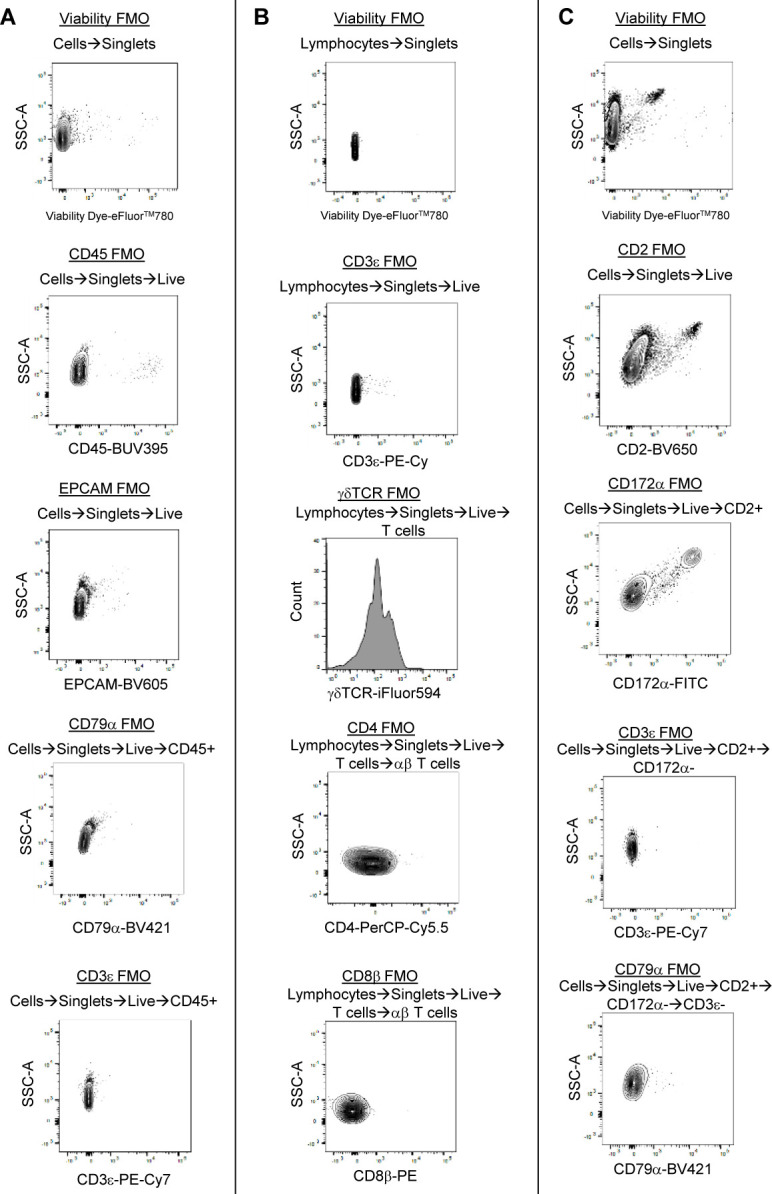
Flow cytometry controls used for gating. FMO controls for all flow cytometry panels and gating strategies used throughout all main text and supplementary figures. **(A)** FMO controls corresponding to the flow cytometry panel and gating shown in Figs S2B and S23A. **(B)** FMO controls corresponding to the flow cytometry panel and gating shown in Fig S23B. **(C)** FMO controls corresponding to the flow cytometry panel and gating shown in Fig 5A. For each FMO plot, the gating strategy of the shown parent population is listed above each plot and corresponds to the gating strategy used in respective flow cytometry figures. Slight autofluorescence in FITC and BV650 channels of (C) were verified to be absent from final gated populations of CD2^+^Lin^−^ cells identified in corresponding gating of Fig 5A. Abbreviations: FMO, fluorescence-minus-one; SSC-A, side scatter area.

A panel to identify general populations of leukocytes, epithelial cells, T cells, and B cells (gating strategy shown in Figs S2B and S23A) included Fixable Viability Dye-eFluor780 (65-0865-14; Thermo Fisher Scientific); mouse α-pig CD45 (MCA1222GA; Bio-Rad) detected with rat α-mouse IgG1-BUV395 (740234; BD); rat α-mouse CD326-BV605 (CD326 also known as EPCAM; 118227; BioLegend); mouse α-pig CD3ε-PE-Cy7 (561477; BD); and mouse α-human CD79α-BV421 (566225; BD). A panel to identify γδ, CD4 αβ, and CD8 αβ T cells (gating strategy shown in Fig S23B) included Fixable Viability Dye-eFluor780 (65-0865-14; Thermo Fisher Scientific); mouse α-pig CD3ε-PE-Cy7 (561477; BD); mouse α-pig γδTCR-iFluor594 (primary antibody Washington State University PG2032; custom conjugation to iFluor594 performed by Caprico Biotechnologies); mouse α-pig CD4-PerCP-Cy5.5 (561474; BD); and mouse α-pig CD8β-PE (MCA5954PE; Bio-Rad). A panel to identify ileal ILCs (gating strategy shown in Fig 5A) included Fixable Viability Dye-eFluor780 (65-0865-14; Thermo Fisher Scientific); mouse α-pig CD45 (MCA1222GA; Bio-Rad) detected with rat α-mouse IgG1-BUV395 (740234; BD); mouse α-pig CD2 (PG2009; WSU) detected with rat α-mouse IgG3-BV650 (744136; BD); mouse α-pig CD3ε-PE-Cy7 (561477; BD); mouse α-human CD79α-BV421 (566225; BD); and mouse α-pig CD172α-FITC (MCA2312F; Bio-Rad).

### Chromogenic immunohistochemistry

IHC staining for the CD3ε protein was completed on formalin-fixed, paraffin-embedded (FFPE) tissues fixed for 24–30 h in 10% neutral-buffered formalin (NBF; 3.7% formaldehyde) as previously described (Wiarda et al, 2020) with polyclonal rabbit α-human CD3ε antibody (A0452; Dako) and polyclonal goat α-rabbit HRP-conjugated antibody (K4003; Dako). The same protocol was used for CD79α protein staining but replacing the primary antibody incubation with diluted monoclonal mouse α-human CD79α antibody (LS-B4504; LifeSpan BioSciences) for 1 h RT and replacing the secondary antibody incubation with the HRP-labeled polyclonal goat α-mouse antibody (K4000; Dako) for 30 min RT. IHC staining for the pan-cytokeratin protein was carried out similar to CD3ε and CD79α IHC, but antigen retrieval was performed by incubation in Tris–EDTA buffer (10 mM Tris, 1 mM EDTA, pH 9.0; made in-house) for 20 min at 95°C. Primary antibody incubation was performed by incubating slides with diluted monoclonal mouse α-human pan-cytokeratin antibody (MCA1907T; Bio-Rad) overnight at 4°C followed by secondary antibody incubation with HRP-labeled α-mouse antibody for 30 min RT.

### Chromogenic RNA in situ hybridization

FFPE tissues were obtained as described in IHC methods. Single-color chromogenic RNA ISH with *Sus scrofa*-specific channel 1 *TRDC* probe (553141; Advanced Cell Diagnostics [ACD]) was completed with the RNAscope 2.5 HD Reagent Kit-RED (322350; ACD) as previously described (Palmer et al, 2019) with the following modifications: (1) protease was applied for only 15 min at 40°C, and (2) slides were mounted and coverslipped as described elsewhere (Boettcher et al, 2020a). Dual chromogenic RNA ISH labeling with *Sus scrofa*-specific channel 1 (*CD8B*; ACD 815781) and channel 2 (*CD4*; 491891-C2; ACD) probes was completed with the RNAscope 2.5 HD Duplex Reagent Kit (322430; ACD) as previously described (Boettcher et al, 2020a).

### Dual protein immunofluorescence/fluorescent RNA in situ hybridization

FFPE tissues were obtained as described in IHC methods. Dual immunofluorescence (IF) labeling of CD3ε protein and fluorescent RNA ISH of *ITGAE* or *IL22* transcripts was completed according to the RNAscope Multiplex Fluorescent v2 Assay combined with Immunofluorescence-Integrated Co-Detection Workflow (ACD technical note MK 51-150), with some modifications. The RNAscope Multiplex Fluorescent Reagent Kit v2 (323100; ACD) was primarily used for RNA detection, with additional reagents outside of this kit pointed out in subsequent methods descriptions. Slides were baked, deparaffinized, and rehydrated, and hydrogen peroxide incubations were completed as described in RNA ISH methods. Target retrieval was completed by submerging slides in 1× Co-Detection Target Retrieval solution (323165; ACD) for 15 min 95°C, followed by rinsing with distilled water, 0.1% Tween in PBS (PBST), pH 7.2, and drawing of a hydrophobic barrier. CD3ε antibody (as used in IHC) was diluted in Co-detection Antibody Diluent (323160; ACD) and applied to slides for 1 h at RT, followed by washing 2 × 2 min in PBST. Tissues were fixed in 10% NBF (3.7% formaldehyde) for 30 min at RT, then washed 3 × 2 min in PBST. Protease Plus was applied to tissue sections for 15 min at 40°C, followed by rinsing with distilled water. The following steps were next completed sequentially at 40°C, with 2 × 2 min washes in 1× wash buffer between incubations: RNAscope custom channel 1 probe (*ITGAE* [590581; ACD] or *IL22* [590611; ACD]) 2 h, AMP1 30 min, AMP2 30 min, AMP3 15 min, HRP-C1 15 min, Opal 570 (FP1488001KT; Akoya Biosciences) diluted in RNAscope Multiplex TSA Buffer (ACD 322809) 30 min, HRP blocker 15 min, goat α-rabbit IgG (H+L) F(ab′)-Alexa Fluor 488 (A11070; Invitrogen) diluted in Co-detection Antibody Diluent 1 h, DAPI 30 s. After DAPI incubation, DAPI was removed, and slides were mounted with ProLong Gold antifade reagent (P36930; Invitrogen) and #1.5 thickness cover glass (152450; Thermo Fisher Scientific). Slides were dried in the dark at RT, placed in the dark at 4°C overnight, and imaged within 1 wk.

Fluorescent images were acquired with a Nikon A1R Confocal Microscope using a 60× Plan Apo oil objective with numerical aperture 1.40 via hybrid galvano/resonant scanner. Single solid lasers 405, 488, and 561 were used with standard and highly sensitive GaAsP detectors with center wavelength/bandwidth 450/50 (DAPI), 525/50 (Alexa Fluor 488), and 595/50 (Opal 570). 60× large-image acquisition was used to generate a single high magnification, wide field-of-view image by automatically stitching multiple adjacent frames from a multipoint acquisition using the motorized stage on a fully automated inverted Ti2 Nikon microscope. Images were acquired and processed using NIS-Elements software (Nikon).

## Data Availability

Final data are available for download and direct query at https://singlecell.broadinstitute.org/single_cell/study/SCP1921/intestinal-single-cell-atlas-reveals-novel-lymphocytes-in-pigs-with-similarities-to-human-cells. Sequencing data are available under GEO accession GSE196388. Scripts for data analyses are available at https://github.com/USDA-FSEPRU/scRNAseq_Porcine_Ileum_PBMC. Seurat objects of processed data used for analyses are available for download and further query/analysis as .h5seurat files at https://data.nal.usda.gov/dataset/data-porcine-intestinal-innate-lymphoid-cells-and-lymphocyte-spatial-context-revealed-through-single-cell-rna-sequencing.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

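The samples are 8 droplet scRNA-seq libraries (10x 3′ v2 chemistry) from 2 pigs: PP, non-PP and whole ileum dissections and PBMC, 1 of each per pig, each deposited under 4 sample records that count as 1 sample. By their labels, groups therefore have n = 2 pigs. The values are raw UMI counts per gene and barcode, as deposited, which the authors made with CellRanger by aligning reads to Sscrofa11.1 with an Ensembl annotation whose gene names they modified; the counts hold all barcodes, before cell calling, removal of ambient RNA and any filter. The values were checked to be whole numbers.

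Total UMIs per library were 21134542 to 40111934, with 6772 to 9833 barcodes of at least 500 UMIs, and kept cells had a median of 2547 to 3518 UMIs and 951 to 1182 genes. At this depth a gene with 1 UMI in 10000 is missed in most cells, so shares of cells with a UMI were also taken with every cell thinned to 1250 UMIs, and counting intervals are 95% Wilson intervals. Barcodes of at least 200 UMIs were read in, and cells were those with at least 550 genes, at least 1250 UMIs and at most 12.5% mitochondrial UMIs. Doublets were scored by Scrublet as implemented in scanpy 1.11.5 with an expected rate of 0.07, and cells with a score above 0.25 were removed. SoupX was not repeated. Instead the ambient profile was taken from barcodes of up to 100 UMIs, and its subtraction at a share estimated per library was an alternative.

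Counts were normalized to 10000 per cell and logged, 2000 variable genes and 40 principal components were taken, libraries were aligned by a Harmony implementation (diversity penalty 2, softness 0.1, 100 clusters, up to 10 rounds), and cells were joined by 20 nearest neighbours and clustered by Leiden at a resolution of 3.0 for lineages and 2.0 within T/ILC and B cells, for ileum and PBMC apart (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0, matplotlib 3.10.9). Members of the 20 lists for cell states and mitochondrial and ribosomal protein genes were left out of the variable genes. Clusters were named by the scores of marker genes: a marker counts as detected in at least 10% of cells, at least 3 markers are needed, cycling clusters have a UMI of the cycling markers in at least 20% of cells on average, ASCs have a score of at least 1, and named clusters hold at least 30 cells. An ILC cluster has its highest score for an ILC set, mean scores of CD3E, CD5 and CD6 below 0, and a CD3E UMI in at most 60% of cells. A CD2− γδ T cluster needs a low CD2 score. The plan was to use no gene of the tested lists as a marker, but CD3E, CD3D, CD8A, TCF7, TOX, NKG7, PRF1, MZB1, CXCR5 and RGS1 serve in both, so the names of classes rest in part on these genes, and classes and tests use the same cells. Resolutions, the limit on CD3E, the score for ASCs and the list of leading markers were set after clusters had been seen. Cycling T cells and ILCs formed 1 cluster, and clusters of mixed or unclear markers, among them 1 that holds candidates for transitioning B cells, were left without a name and out of all comparisons of classes. No cluster met the markers of non-naive group 1 ILCs or of 1 further γδ T cell class of the paper, and these were not analysed here.

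UMIs of a class were summed per pig (over libraries, or per library for PP against non-PP, where all 6 ileal libraries enter 1 fit), and a sum needs at least 10 cells. Sums were compared with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1, statmod 1.5.0): filterByExpr, TMM factors, and a quasi-likelihood test of 2 against 2 without a block, with genes called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of F. By their labels, libraries with the same pig number are from the same animal, which is in doubt for the library labelled whole ileum pig 1. Over genes, the difference between pigs in 1 class correlated with that in the other at r = 0.0603 to 0.625 over the 18 comparisons, and pig as a block was set as the alternative in advance. A fold against a group at 0 is a bound against a floor of 3 counts over the group. Distances between libraries are root mean squares of log2 CPM differences over the top 500 genes of a pair, as in an MDS plot. Abundance of classes, and of neighbourhoods (20 nearest neighbours of 20% of cells as index cells, refined, named for a class that holds at least 70% of their cells), was compared between PP and non-PP by edgeR on numbers of cells, with library totals as offsets and a call at an adjusted p under 0.1. Lineage totals had been used as offsets for neighbourhoods in a first run, and were replaced by library totals, as planned, after its result was seen. Both are given. Shares were compared by exact permutation tests.

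33 gene lists were tested, 29 written for cell states and other cell types and 4 the ILC signatures of Table S10, over the genes that the files name and the filter keeps, with adjustment over all genes and over the list alone, and by camera. Genes named in the text are every gene that the study's text names for a class or comparison, the 10 with the largest change past the threshold and the same direction in both pigs (5 up and 5 down, without mitochondrial, ribosomal, unnamed, and immunoglobulin and T cell receptor variable genes), and members of the lists. Values of some such genes and of 1 list are not reported here. Values in the paper's tables had been seen when the rule was written, and which list members to name was chosen after their values were seen. GZMA was found by its Ensembl ID.

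Alternatives were DESeq2 1.42.0, its size factors inside edgeR, no filter on low counts, the ambient profile subtracted, clusters at a coarser resolution, the tested genes kept among the variable genes, cells up to 5% mitochondrial UMIs, doublet scores up to 0.15, pig as a block, each replicate left out, sums per library, PP and non-PP libraries only, 40 neighbours, TMM factors for abundance, other filters on cells and doublets, cells thinned, the library with the lowest ambient share only, and camera with an estimated correlation. Added after the data were seen were the library labelled whole ileum pig 1 left out or counted with pig 2, lineage totals as offsets, B and T cells by marker UMIs alone, tests of a difference between cell classes in ileum over blood, and resting B cells alone. The check of that label used named autosomal and mitochondrial genes of at least 5 CPM that differ at least 4-fold between the pigs in the other libraries. A first form asked for 10-fold and took unnamed genes, a first form of leaving out took out both whole ileum libraries, and a first tally by markers used other genes, and these were replaced once their results were seen.

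The comparisons were tested on simulated data with known changes. edgeR recovered 90.9%, 92.5% and 88.5% of 4-fold and 44.9%, 40.0% and 36.1% of 2-fold changes for cytotoxic cells, peripheral against ileal ILCs, and PP against non-PP in CD4 αβ T cells, with 7.59%, 7.41% and 6.98% of its calls false. Over neighbourhoods it recovered 24.0% of 4-fold changes with 2.04% false. Simulated neighbourhoods shared no cells, had no shift of the whole lineage, and were called without weights, so these rates need not hold for the test used. Flow cytometry, IHC, in situ hybridization, and reference datasets of other species were not used here, nor were pseudotime, topic and module analyses.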

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

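Tests chosen only after the result was seen were the comparison of the library labelled whole ileum pig 1 with both pigs, those of a mixture and of shared barcodes, those on immediate early genes and on digestion, those on ambient RNA as the only source and after its subtraction in CD4 αβ T cells, and all tests of a difference between cell classes.

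In 4 of 4 genes that differed at least 4-fold between the pigs in the other libraries (NPM2, ATP8, DOC2A and GPNMB), the library labelled whole ileum pig 1 had the level of pig 2, and 0 of them had the level of pig 1. A mixture of cells of both pigs would put these genes between the pigs, but the median share of pig 1 by level was -0.809% (range -3.88 to 10.4%), and the same cells sequenced again would share barcodes with the library labelled whole ileum pig 2, but 40 were shared where chance gives 56.5, a ratio of 0.708. Of genes that differed at least 2-fold, 100% were closer to pig 2, but these were only 3 genes, fewer than the 10 that were asked for once their number was seen. By the labels pig 1 was female and pig 2 male, but genes of the sex chromosomes were left out of this check. A wrong label, with cells of pig 2 or of an animal that shares its alleles, is a candidate explanation that stays open, and no biological explanation was tested. Labels were kept. Numbers of genes without the library are given where they moved by over 1.5 times, and the shares of cells with a UMI in the passages where they moved by over 1 SD.

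Genes of the study's ileal ILC signature were higher in ileum than in blood in cells that are not ILCs, 24 of 29 in αβ T cells and 23 of 29 in B cells, although the study compared ILCs alone, and by camera with an estimated correlation the call of the list was lost in both once adjusted over the lists (p = 0.0918 and 0.439, unadjusted 0.0286 and 0.0988). RNA from other cells would go with the ambient profile, but 23 of 29 were still higher in ileal αβ T cells with that profile subtracted. Estimates of the ambient share differed, from 3.20% to 24.75% in the library labelled whole ileum pig 2, where 4.86% was subtracted. Ambient RNA may thus remain in the counts, so it is not excluded. Immediate early genes alone would leave the rest unchanged, but the 24 signature genes outside that list had a median log2 fold change of 1.95 in αβ T cells (quartiles 0.87 and 3.44), with 20 higher. Digestion of the tissue cannot be told apart from the tissue itself, since every ileal library was digested and no blood library was, and 15 of 20 immediate early genes were higher in ileal αβ T cells. A program of resident lymphocytes, the biological explanation, may account for the pattern but was not tested. The change was larger in ILCs than in αβ T cells in 15 of 29 of these genes. The study chose the genes for a difference in these same ILCs, which favours a larger change there, so that count bears on no explanation.

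Genes of cytotoxic effectors were lower in PP than in non-PP in classes other than cytotoxic cells, 5 of 6 in CD4 αβ T cells and 5 of 6 in B cells. With only cells of a doublet score up to 0.15, 97.6% of the median log2 fold change was kept in CD4 αβ T cells (-2.27 to -2.21) and 101% in B cells (-3.34 to -3.37), which argues against doublets that the score can find, but the limit removed only 3 of 52 and 11 of 59 non-PP B cells. In CD4 αβ T cells 4 of 6 genes stayed lower with the ambient profile subtracted, and all 5 other genes with enough UMIs were at over 2 times the multiple of the ambient level that GNLY had, which 1 ambient source would not give. How much of the level is ambient stays open, since non-PP levels were at a median of 1.20 times the ambient level in B cells (2.88 and 0.664 by pig) and 3.09 times in CD4 αβ T cells (5.54 and 2.03), and the stricter of 2 rules considered after seeing these, a median over 2 by more than its SD, was not met. A different mix of CD4 classes in non-PP, or cytotoxic cells among them, may contribute and was not tested. ASCs had more of these genes than other B cells. They were 13 of 52 and 24 of 59 non-PP B cells (pig 1, then pig 2), against 161 of 2645 and 187 of 2376 in PP. A different share of ASCs may thus contribute in B cells, which was not tested either.

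The change from blood to ileum differed between B and αβ T cells by edgeR's test of the difference itself in 1138 of 10120 genes (554 with more and 584 with less change in B cells), 140 of them called in opposite directions, and in 594 without the ileal B cell sum of pig 2, 740 without the blood B cell sum of pig 2, 598 without the ileal αβ T cell sum of pig 1 and 546 without the ileal αβ T cell sum of pig 2. Between ILCs and αβ T cells it differed in 483 of 9313 genes (197 more, 286 less in ILCs), and in 242 without the ileal ILC sum of pig 1, 179 without the ileal ILC sum of pig 2, 316 without the blood ILC sum of pig 1, 244 without the ileal αβ T cell sum of pig 1, 236 without the ileal αβ T cell sum of pig 2 and 303 without the blood αβ T cell sum of pig 2. Between resting B and αβ T cells it differed in 613 of 9686 genes (312 more, 301 less in resting B cells), and in 267 without the ileal resting B cell sum of pig 1, 264 without the ileal resting B cell sum of pig 2, 363 without the blood resting B cell sum of pig 1, 361 without the blood resting B cell sum of pig 2, 277 without the ileal αβ T cell sum of pig 1 and 225 without the ileal αβ T cell sum of pig 2.

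Outside the genes that the study discusses, 18 of 23 interferon-stimulated genes were lower in ileal than in blood B cells, and none higher, but in resting B cells alone 10 of 22 were lower, the call of the list did not hold by camera with an estimated correlation in either (unadjusted p = 0.292 and 0.395), and resting cells, which had more of these genes than activated ones, were a larger part of blood B cells. Genes past the threshold between PP and non-PP within a cell class, which the study does not report, were 283 in CD4 αβ T cells, 345 in B cells and 6 in CD8 αβ and γδ T cells.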

How the results depend on the processing

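Chosen only after the data were seen were the counts without the library labelled whole ileum pig 1 or with it counted as pig 2, lineage totals as offsets for neighbourhoods, and every test of a difference between cell classes in ileum over blood. The other alternatives were planned. For 1 γδ T cell class of the paper no alternative was run, since no cluster carried the markers of the class. Where a value moved, the cause was not tested, except where fewer genes, cells or libraries follow from the alternative itself.

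The count for ASCs against other B cells stayed within 1.5 times under every alternative (2738 to 4821). In ILC comparisons so did genes of the 4 ILC signatures, for which only the block, leave-outs, the library labelled whole ileum pig 1, and ambient subtraction were run. Apart from leave-outs, 81 peripheral and 29 ileal signature genes passed against ileal ILCs. Against group 1 ILCs 15 genes of the group 1 signature passed, and against group 3 ILCs 70 to 71 of the group 3 signature. Ileal signature genes higher in ileal αβ T and B cells numbered 22 to 28 and 19 to 23. The gap in T/ILC share, PP minus non-PP, moved by less than 1 SD (-58.7 to -54.8 percentage points). Single genes held their direction and call in most alternatives. Of 5318 values of 331 pairs of a named gene and a comparison, 5067 stayed on their side of the threshold, 239 fell below it, 4 rose past it, and 8 changed sign. With no filter on low counts 330 of 331 stayed, with DESeq2 303 of 311, and without each replicate in turn 1151 of 1276. The sign changed for CD86 in cycling B cells with doublet scores up to 0.15 (-0.0084) and without the library labelled whole ileum pig 1 (-0.018), for CTLA4 in follicular cells with clusters at a coarser resolution (0.11), and for NTS in B cells of PP against non-PP with tested genes kept among the variable genes (0.14), all log2 fold changes.

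Numbers of genes past the threshold moved more often. DESeq2 size factors inside edgeR moved no count by over 1.5 times. DESeq2 itself gave 691 for naive αβ T cells, 294 for follicular CD4 αβ T cells, 937 (665 higher, 272 lower) for group 3 against group 1 ILCs, 1980 for resting against activated B cells, 1333 for peripheral against ileal ILCs, 1314 for peripheral against group 1 ILCs, 945 for peripheral against group 3 ILCs, 176 for PP against non-PP in CD4 αβ T cells, 59 (42 higher, 17 lower) for PP against non-PP in CD8 αβ and γδ T cells and 736 for PP against non-PP in B cells. No filter on low counts, which tests more genes, gave 783 (415 higher, 368 lower) for CD2− γδ T cells, 1183 for follicular CD4 αβ T cells, 2992 for ileal against blood αβ T cells, 559 for PP against non-PP in CD4 αβ T cells, 157 (88 higher, 69 lower) for PP against non-PP in CD8 αβ and γδ T cells and 1065 (546 higher, 519 lower) for PP against non-PP in B cells. The naive count without the filter had 737 genes higher and 874 lower, and the cytotoxic count with DESeq2 224 and 261. With the PP and non-PP libraries alone, fewer libraries inform the spread, and the counts were 171 for PP against non-PP in CD4 αβ T cells, 3 for PP against non-PP in CD8 αβ and γδ T cells and 67 (13 higher, 54 lower) for PP against non-PP in B cells. Subtracting the ambient profile gave 3 for PP against non-PP in CD8 αβ and γδ T cells and 205 for PP against non-PP in B cells, and sums per library 1123 for cytotoxic cells. Clusters at a coarser resolution gave 248 for cytotoxic cells and 1250 for PP against non-PP in B cells, and doublet scores up to 0.15 3 for PP against non-PP in CD8 αβ and γδ T cells.

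With pig as a block, the counts were 4641 for cycling T/ILCs, 2559 for cytotoxic cells, 1099 for CD2− γδ T cells, 2178 for naive αβ T cells, 1681 for follicular CD4 αβ T cells, 5765 for cycling B cells, 3499 for ileal against blood αβ T cells, 88 for PP against non-PP in CD8 αβ and γδ T cells, 1861 for the difference of B from αβ T cells in ileum over blood, 983 for that of ILCs from αβ T cells and 1224 for that of resting B cells from αβ T cells. The block left 329 of 331 named genes on their side of the threshold, brought CTLA4 in follicular cells past it, ended the call of HDAC9 in B cells of PP against non-PP, and changed no other call of a named gene.

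Without the library labelled whole ileum pig 1, the counts were 1412 for cycling T/ILCs, 55 for cytotoxic cells, 214 for CD2− γδ T cells, 302 for naive αβ T cells, 258 for follicular CD4 αβ T cells, 811 for group 3 against group 1 ILCs, 2075 for resting against activated B cells, 2024 for cycling B cells, 155 for PP against non-PP in CD4 αβ T cells, 3 for PP against non-PP in CD8 αβ and γδ T cells and 182 for PP against non-PP in B cells. With that library counted as pig 2 they were 1636 for cycling T/ILCs, 62 for cytotoxic cells, 280 for CD2− γδ T cells, 440 for naive αβ T cells, 326 for follicular CD4 αβ T cells and 853 for group 3 against group 1 ILCs, and with pig also taken as a block 4610 for cycling T/ILCs, 1995 for cytotoxic cells, 877 for CD2− γδ T cells, 1900 for naive αβ T cells, 1525 for follicular CD4 αβ T cells and 5540 for cycling B cells.

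Leaving out each replicate in turn, an arm with 1 sum is assumed to vary like the others. Lowest and highest numbers of genes were 1541 to 2302 for cycling T/ILCs, 148 to 499 for cytotoxic cells, 103 to 310 for CD2− γδ T cells, 537 to 1184 for naive αβ T cells, 389 to 942 for follicular CD4 αβ T cells, 1763 to 2545 for cycling B cells, 1092 to 2290 for peripheral against ileal ILCs, 1054 to 2166 for peripheral against group 1 ILCs, 936 to 1818 for peripheral against group 3 ILCs, 2073 to 2665 for ileal against blood B cells, 546 to 1872 for ileal against blood αβ T cells, 158 to 1383 for whole PP against non-PP libraries, 171 to 241 for PP against non-PP in CD4 αβ T cells, 1 to 53 for PP against non-PP in CD8 αβ and γδ T cells, 164 to 404 for PP against non-PP in B cells, 546 to 855 for the difference of B from αβ T cells in ileum over blood, 179 to 468 for that of ILCs from αβ T cells, 225 to 448 for that of resting B cells from αβ T cells and 34 to 71 for peripheral signature genes lower in ileal αβ T cells. Neighbourhoods called were 33 to 391 for T/ILC neighbourhoods and 0 to 745 for B lineage neighbourhoods, and classes called 7 to 12. Log2 fold changes that changed sign ranged from -0.92 to 0.69 for group 3 ILC abundance, -0.80 to 1.31 (also 0.02 on the other side of 0) for dendritic cell abundance, -0.84 to 0.20 for macrophage abundance, -10.71 to 1.01 for NTS in PP against non-PP in B cells, -0.00066 to 0.071 for CD86 in cycling B cells and -0.034 to 0.39 (also -0.027 on the other side of 0) for ICOS in follicular CD4 αβ T cells.

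Abundance depended on the offset. Scaling classes by TMM reversed the log2 fold change of 5 classes that were not called, to 0.27 for non-naive CD4 T abundance, 0.0041 for CD2− γδ T abundance, 0.31 for group 3 ILC abundance, 0.54 for dendritic cell abundance and 0.31 for macrophage abundance, and ended the calls of cytotoxic CD8 αβ T, non-naive γδ T and epithelial cells. DESeq2 ended the call of follicular cells, clusters at a coarser resolution those of follicular and epithelial cells, and cells up to 5% mitochondrial UMIs that of epithelial cells. Called higher in non-PP only under an alternative were stromal cells (DESeq2, cells up to 5% mitochondrial UMIs, doublet scores up to 0.15, and without PP replicate 1), mast cells (DESeq2, doublet scores up to 0.15, and without non-PP replicate 2) and cycling T/ILCs. Over neighbourhoods, edgeR with TMM called 0 of 1208 T/ILC and 0 of 844 B lineage neighbourhoods (144 and 224 at an unadjusted p under 0.05), and with lineage totals as offsets 0 T/ILC (86 unadjusted) and 9 B lineage neighbourhoods, these higher in non-PP (17 unadjusted). With pig as a block edgeR called 452 of 1208 T/ILC neighbourhoods, all higher in non-PP, and 0 B lineage neighbourhoods (151 unadjusted). Dendritic cells had 0.13 and cycling T/ILCs were called higher in non-PP. Dendritic cells also changed sign with cells up to 5% mitochondrial UMIs (0.43) and clusters at a coarser resolution (0.21), as did naive αβ T cells with the latter (-0.058).

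PP minus non-PP shares, in percentage points, became 57.5 for B lineage cells, 31.6 for CD4 αβ T cells and -0.727 for stromal cells with cells up to 5% mitochondrial UMIs, and 61.1 for B lineage cells with tested genes kept among the variable genes. Numbers of cells became 7446 for PP pig 1, 7025 for PP pig 2, 4104 for non-PP pig 1, 3801 for non-PP pig 2 and 6539 for PBMC pig 1 with at least 1000 UMIs and 500 genes, 3618 for non-PP pig 1 and 3520 for non-PP pig 2 with the filter after subtraction of the ambient profile, and 3908 for non-PP pig 1 and 3776 for non-PP pig 2 with doublets kept. Gene set tests by camera with an estimated correlation gave an unadjusted p of 0.0988 for the ileal signature in B cells, and 0.0622 and 0.0616 for the peripheral signature in αβ T and B cells, no longer under 0.05. Adjusted over the lists of a comparison, the group 3 signature in peripheral against group 3 ILCs had 0.0495, and the peripheral, ileal and group 1 signatures, each in the comparison of its own ILCs, and the ileal and peripheral signatures in αβ T and B cells 0.0918 to 0.439.

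Depth limits the small classes and rare genes. On simulated sums of the same sizes, edgeR found 36.1% of 2-fold and 88.5% of 4-fold changes in CD4 αβ T cells of PP against non-PP, and 24.0% of 4-fold changes over neighbourhoods, so a gene or neighbourhood that is not called may still differ by such a factor. The simulated neighbourhoods shared no cells, unlike the real ones, so their rate is only a rough guide. Non-PP B cells were 52 and 59 cells per pig. Thinning cells to 1250 UMIs moved 19 of 27 UMI shares of ILC classes by over 1 SD, as fewer UMIs per cell must, and thinned shares are given in the passages. When the library labelled whole ileum pig 1 was left out, shares of cells with a UMI given in the passages moved by over 1 SD for CD2 in other γδ T cells (84.7 to 83.8%), ITGAE in group 1 ILCs (72.3 to 70.6%) and CD2 in group 3 ILCs (86.2 to 84.9%), while the CD3E share in group 1 ILCs became 52.3% on average and 82.9% in pig 1.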

Differences from the paper's values

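B lineage cells were 3.49% of non-PP cells (mean of 2 libraries), against the paper's 11.45%. Every alternative set before the data were examined also differed by over 1.5 times: clusters at a coarser resolution, tested genes kept among the variable genes, cells up to 5% mitochondrial UMIs, doublet scores up to 0.15, and each non-PP replicate left out gave 3.10 to 3.84%. A tally by marker UMIs alone, chosen after seeing the values, gave 0.529% and 0.606% in the non-PP libraries. In the PP libraries it gave only 27.2% and 23.9%, against 63.5% and 63.1% by clusters. It thus misses many B cells and does not bear on the level.

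Neighbourhood shares differed for 4 values in 3 classes, all at an adjusted p under 0.1, with neighbourhoods defined from other clusters than the paper's. Higher in non-PP were 14.3% of CD2− γδ T cell neighbourhoods, against the paper's 28.0%, and 14.9% of non-naive CD4 αβ T cell neighbourhoods, against the paper's 28.2%. Of the alternatives set before the data were examined, 40 neighbours (20.0% and 25.9%) and leaving out PP replicate 2 (19.1% and 27.7%) came within 1.5 times of the paper's values, while pig as a block, TMM over neighbourhoods, and leaving out PP replicate 1 or either non-PP replicate did not (4.76% and 4.25% with the block, 0% in the others), nor did lineage totals as offsets, chosen after seeing the values (0% for both). Higher in PP were 2.44% of naive αβ T cell neighbourhoods, against the paper's 19.2%, and 0% of non-naive CD4 αβ T cell neighbourhoods, against the paper's 5.1%, and every alternative that was run gave 0% for both (with edgeR and library totals, 2 of 41 naive and 7 of 47 non-naive CD4 αβ T cell neighbourhoods had an unadjusted p under 0.05, and 7 of the latter class were called higher in non-PP). With TMM and lineage totals as offsets the naive median had the paper's direction, at 1.33 and 1.23, with 14 and 11 of 41 at an unadjusted p under 0.05 and none called.

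In some places the direction or the ranking differed. The paper states that ASCs have less of the pan-B genes, and here 4 of 5 pan-B genes were lower in them, but CD79A was higher, at a log2 fold change of 1.46 (standard error 0.11, adjusted p = 2.67e-05, both pigs), and higher in all of its alternatives. The paper states that cycling T cells are more abundant in PP, and here cycling T cells and ILCs formed 1 class, in which 51.5% of 66 neighbourhoods were higher in non-PP, none were called higher in PP in any setting, and the class had a log2 fold change, PP over non-PP, of -0.96 without a call. The paper states that follicular CD4 αβ T cell neighbourhoods are higher in PP, and here 3.75% of 80 were called higher in non-PP and none in PP in any setting, with a median log2 ratio, PP over non-PP, of -0.19. With TMM or lineage totals as offsets, which call no T/ILC neighbourhood, that median had the paper's direction, at 1.27 and 1.23 (24 and 24 of 80 at an unadjusted p under 0.05), and the class as a whole was called higher in PP, at 0.68, but without any 1 of the 4 libraries it was not (adjusted p = 0.228 to 0.597).

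The paper states that most neighbourhoods of non-naive CD8 αβ and γδ T cells are higher in non-PP, and here 47.0% and 38.9% were, and with 40 neighbours, where most were, 70.4% and 69.5%. For B lineage classes it states that most neighbourhoods are higher in PP, which for cycling B cells was so in the main setting (87.7%), with 40 neighbours, and without PP replicate 1, but not without non-PP replicate 1 or 2 (41.0% and 33.2%) or with pig as a block, TMM, lineage totals, or without PP replicate 2 (0% in each), and was not so for ASCs (25.0% of 44, and at the highest 45.5% without PP replicate 1). The paper states that group 1 ILCs largely lack CD3E, and here a CD3E UMI was in 55.9% and 21.6% of them by pig, under a rule that let an ILC cluster have it in up to 60% of cells. The value of pig 1 depends on the library labelled whole ileum pig 1, at 19.5%, for it was 82.9% when that library was left out.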

Other observations

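Counts without the library labelled whole ileum pig 1 were chosen after the data were seen, as were the list genes named here. αβ T cells of the ileum had more of the tissue residence and less of the recirculation genes than those of blood, a comparison the paper makes for ILCs. Only ileal tissue was digested, and 15 of 20 immediate early genes were higher in ileal αβ T cells, so residence and preparation cannot be told apart. The class pools non-cycling CD4 and CD8 cells, and those of blood were not split into naive and other states. A different mix of cells in blood and ileum may thus contribute and was not tested. Of 9360 genes, 1041 were higher and 930 lower in ileum. Of 9 tissue residence genes 7 were higher and 1 was lower (7 and 1 when adjusted over the list alone), with log2 fold changes of 4.49 for RGS1, 4.38 for CXCR6 and 2.87 for ITGAE. Of 12 recirculation genes none was higher and 11 were lower (none and 11 when adjusted over the list alone), with -3.64 for KLF2 and -1.85 for S1PR1. Of 7 checkpoint genes 7 were higher and none was lower (7 and none when adjusted over the list alone), with 3.91 for CTLA4, and of 15 cytokine and chemokine genes 13 were higher and 1 was lower (13 and 1 when adjusted over the list alone), with 2.59 for IFNG. Every named gene moved the same way in both pigs. Of 9 epithelial genes 8 were higher and none was lower (9 and none when adjusted over the list alone). Taking pig as a block gave 1778 higher and 1721 lower genes. Leaving out 1 sum at a time, the total was 572 without the ileal αβ T sum of pig 1 and 546 without the ileal αβ T sum of pig 2.

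In B cells of the ileum 1810 genes were higher and 1568 lower than in blood of 9604. Log2 fold changes were 8.01 for RGS1, 4.33 for CXCR4 and 5.69 for FOS, against -3.65 for S1PR1, all in both pigs. Of 19 dissociation and immediate early genes, which digestion can raise, 15 were higher and none was lower (15 and none when adjusted over the list alone), and of 12 recirculation genes 2 were higher and 8 were lower (2 and 9 when adjusted over the list alone). Of 23 interferon-stimulated genes none was higher and 18 were lower (none and 21 when adjusted over the list alone), with -1.87 for MX1 and -2.15 for IFI6. Resting cells were 1857 of 3843 and 1650 of 4823 B cells in ileum (pig 1, then pig 2) and 1091 of 1418 and 841 of 1078 in blood, so a different mix may account for part of these values. In resting B cells alone 10 of 22 interferon-stimulated genes were lower (11 when adjusted over the list alone), with unadjusted p = 0.395 by camera with an estimated correlation and 0.205 by fry, and of 10 recirculation genes 2 were higher and 5 lower (2 and 5 when adjusted over the list alone), with 0.209 and 0.0189. Of 4 CD3 genes 4 were higher and none was lower (4 and none when adjusted over the list alone) in ileal B cells. Higher and lower genes together came to 2073 without the ileal B sum of pig 2.

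Between PP and non-PP, CD4 αβ T cells as a class had more of the follicular and naive and less of the effector genes in PP, with 150 genes higher and 133 lower of 7199. Follicular cells were 431 of 807 and 372 of 767 CD4 αβ T cells in PP and 127 of 339 and 143 of 390 in non-PP (pig 1, then pig 2), so the change may be one of mix, which was not tested. Higher in PP were CXCR5 at 3.71, PDCD1 at 2.17 and CCR7 at 1.79, and lower ADGRG1 at -3.58, CCL5 at -3.40, CD96 at -3.32, XCL1 at -3.04, PRF1 at -2.26 and NKG7 at -2.02 (log2 fold changes, same direction in both pigs). Of 5 naive T cell genes 5 were higher and none was lower (5 and none when adjusted over the list alone), and of 14 helper and follicular genes 7 were higher and none was lower (9 and none when adjusted over the list alone). Of 3 pan-B genes 2 were higher and none was lower (3 and none when adjusted over the list alone) in PP. Without the library labelled whole ileum pig 1, 82 genes were higher and 73 lower. The total was 171 without the PP library of pig 1.

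B cells of PP and non-PP were compared from only 52 and 59 non-PP cells per pig, of which 13 and 24 were ASCs, with 124 genes higher and 221 lower in PP of 9534. Of 8 MHC class II genes 5 were higher and none was lower (7 and none when adjusted over the list alone) in PP, of 5 pan-B genes 4 were higher and none was lower (5 and none when adjusted over the list alone), and of 7 antibody secretion genes none was higher and 4 were lower (none and 6 when adjusted over the list alone). GZMB had a log2 fold change of -3.88 and CD3G -2.94, and of 4 CD3 genes none was higher and 3 were lower (1 and 3 when adjusted over the list alone). Without the library labelled whole ileum pig 1, 51 genes were higher and 131 lower. Leaving out 1 sum at a time, the total was 176 without the PP library of pig 1, 164 without the PP library of pig 2 and 227 without the non-PP library of pig 1. In CD8 αβ and γδ T cells 5 genes were higher and 1 lower in PP of 8696 (580 at an unadjusted p under 0.05): LY86, FADS3, CD79B, LTB and ITGB2 were higher and GNLY was lower. The fit with pig as a block called 56 genes higher and 32 lower, and without the library labelled whole ileum pig 1, 3 genes were called. Higher and lower genes together came to 1 without the PP library of pig 1, 1 without the PP library of pig 2 and 53 without the non-PP library of pig 2.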
